# Nitric oxide acts as a cotransmitter in a subset of dopaminergic neurons to diversify memory dynamics

**DOI:** 10.7554/eLife.49257

**Published:** 2019-11-14

**Authors:** Yoshinori Aso, Robert P Ray, Xi Long, Daniel Bushey, Karol Cichewicz, Teri-TB Ngo, Brandi Sharp, Christina Christoforou, Amy Hu, Andrew L Lemire, Paul Tillberg, Jay Hirsh, Ashok Litwin-Kumar, Gerald M Rubin

**Keywords:** associative learning, memory dynamics, dopamine, cotransmitter, nitric oxide, mushroom body, *D. melanogaster*

## Abstract

Animals employ diverse learning rules and synaptic plasticity dynamics to record temporal and statistical information about the world. However, the molecular mechanisms underlying this diversity are poorly understood. The anatomically defined compartments of the insect mushroom body function as parallel units of associative learning, with different learning rates, memory decay dynamics and flexibility (Aso and Rubin, 2016). Here, we show that nitric oxide (NO) acts as a neurotransmitter in a subset of dopaminergic neurons in *Drosophila*. NO’s effects develop more slowly than those of dopamine and depend on soluble guanylate cyclase in postsynaptic Kenyon cells. NO acts antagonistically to dopamine; it shortens memory retention and facilitates the rapid updating of memories. The interplay of NO and dopamine enables memories stored in local domains along Kenyon cell axons to be specialized for predicting the value of odors based only on recent events. Our results provide key mechanistic insights into how diverse memory dynamics are established in parallel memory systems.

## Introduction

An animal’s survival in a dynamically changing world depends on storing distinct sensory information about their environment as well as the temporal and probabilistic relationship between those cues and punishment or reward. Thus, it is not surprising that multiple distributed neuronal circuits in the mammalian brain have been shown to process and store distinct facets of information acquired during learning (White and McDonald, 2002). Even a simple form of associative learning such as fear conditioning induces enduring changes, referred to as memory engrams, in circuits distributed across different brain areas (Herry and Johansen, 2014). Do these multiple engrams serve different mnemonic functions, what molecular and circuit mechanisms underlie these differences, and how are they integrated to control behavior? Localizing these distributed engrams, understanding what information is stored in each individual memory unit and how units interact to function as one network are important but highly challenging problems.

The *Drosophila* mushroom body (MB) provides a well-characterized and experimentally tractable system to study parallel memory circuits. Olfactory memory formation and retrieval in insects requires the MB (de Belle and Heisenberg, 1994; Dubnau et al., 2001; Erber et al., 1980; Heisenberg, 2003; McGuire et al., 2001). In associative olfactory learning, exposure to an odor paired with a reward or punishment results in formation of a positive- or negative-valence memory, respectively (Quinn et al., 1974; Tempel et al., 1983; Tully and Quinn, 1985). In the MB, sensory stimuli are represented by the sparse activity of ~2000 Kenyon cells (KCs). Each of 20 types of dopaminergic neurons (DANs) innervates compartmental regions along the parallel axonal fibers of the KCs. Similarly, 22 types of mushroom body output neurons (MBONs) arborize their dendrites in specific axonal segments of the KCs; together, the arbors of the DANs and MBONs define the compartmental units of the MB (Aso et al., 2014a; Mao and Davis, 2009; Tanaka et al., 2008). Activation of individual MBONs can cause behavioral attraction or repulsion, depending on the compartment in which their dendrites arborize, and MBONs appear to use a population code to govern behavior (Aso et al., 2014b; Owald et al., 2015).

A large body of evidence indicates that these anatomically defined compartments of the MB are also the units of associative learning (Aso et al., 2012; Aso et al., 2014b; Aso et al., 2010; Berry et al., 2018; Blum et al., 2009; Bouzaiane et al., 2015; Burke et al., 2012; Claridge-Chang et al., 2009; Huetteroth et al., 2015; Ichinose et al., 2015; Isabel et al., 2004; Krashes et al., 2009; Lin et al., 2014; Liu et al., 2012; Owald et al., 2015; Pai et al., 2013; Plaçais et al., 2013; Schwaerzel et al., 2003; Séjourné et al., 2011; Trannoy et al., 2011; Yamagata et al., 2015; Zars et al., 2000). Despite the long history of behavioral genetics in fly learning and memory, many aspects of the signaling pathways governing plasticity—especially whether they differ between compartments—remain poorly understood. Nevertheless, dopaminergic neurons and signaling play a key role in all MB compartments, and flies can be trained to form associative memories by pairing the presentation of an odor with stimulation of a single dopaminergic neuron (Aso et al., 2010). Punishment or reward activates distinct sets of DANs that innervate specific compartments of the MB (Das et al., 2014; Galili et al., 2014; Kirkhart and Scott, 2015; Liu et al., 2012; Mao and Davis, 2009; Riemensperger et al., 2005; Tomchik, 2013). Activation of the DAN innervating an MB compartment induces enduring depression of KC-MBONs synapses in those specific KCs that were active in that compartment at the time of dopamine release (Berry et al., 2018; Bouzaiane et al., 2015; Cohn et al., 2015; Hige et al., 2015; Owald et al., 2015; Séjourné et al., 2011). Thus, which compartment receives dopamine during training appears to determine the valence of the memory, while which KCs were active during training determines the sensory specificity of the memory (Figure 1A).

**Figure 1.**
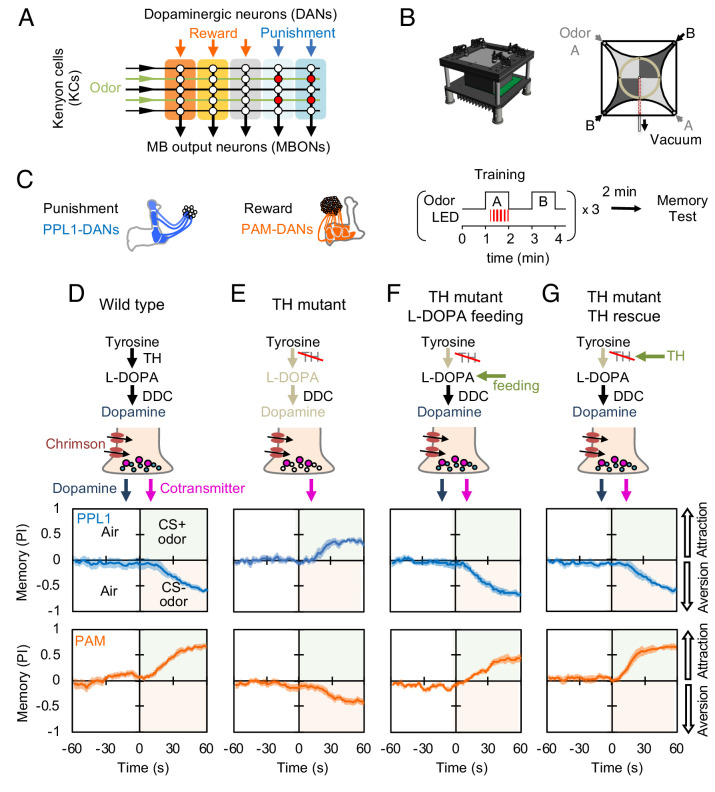
Dopaminergic neurons can induce memories without dopamine, but with opposite valence. (**A**) Conceptual diagram of the circuit organization in the MB lobes. Sparse activity in the parallel axonal fibers of the KCs represent odor stimuli. DANs induce plasticity at KC to MBON synapses (represented by circles), when DAN and KC activity are coincident (red circles). The MB compartments (indicated by the colored rectangles) differ in their learning and memory decay rates. The actual MB lobes contains 15 compartments (Tanaka et al., 2008). (**B**) Design of the optogenetic olfactory arena and a diagram illustrating odor paths in the arena. (**C**) Schematic representation of the innervation patterns of the PPL1 (blue; *R52H03-p65ADZp; TH-ZpGAL4DBD*) and PAM cluster (orange; *R58E02-p65ADZp; DDC-ZpGAL4DBD*) DANs used to train flies. A diagram of the training protocol is also shown. Flies were trained and tested in the olfactory area. A 1 min odor exposure was paired with thirty 1 s pulses of red light (627 nm peak and 34.9 µW/mm^2^), followed by 1 min without odor or red light, and then presentation of a second odor for 1 min without red light. In one group of flies, odors A and B were 3-octanol and 4-methylcyclohexanol, respectively, while in a second group of flies, the odors were reversed. Memory was tested immediately after three repetitions of training bouts by giving flies a binary choice between the two odors in the olfactory area. (**D–G**) Odor memories induced by the collective optogenetic activation of PPL1-γ1pedc, PPL1-γ2α'1, PPL1-α'2α2 and PPL1-α3 DANs (upper panels; blue lines) or activation of PAM cluster DANs (lower panels; orange lines) in wild type (**D**), TH mutant (**E**), TH mutant feed 1 mg/ml L-DOPA and 0.1 mg/ml carbidopa (**F**), or TH mutant with cell-type specific expression of a wild-type TH cDNA (G; see the Materials and methods for drug treatment and supplemental information for genotypes). Time courses of the performance index (PI) during the test period are shown as the average of reciprocal experiments. The PI is defined as [(number of flies in the odor A quadrants) - (number of flies in odor B quadrants)]/ (total number of flies). Thick line and shading represent mean ± SEM. N = 12–16. Two split-GAL4 drivers R52H03-p65ADZp in attP40; TH-ZpGAL4DBD in VK00027 and R58E02-p65ADZp in attP40; DDC-ZpGAL4DBD in VK00027 were used for driving 20xUAS-CsChrimon-mVenus in PPL1 or PAM DANs, respectively.

**Figure 1—figure supplement 1.**
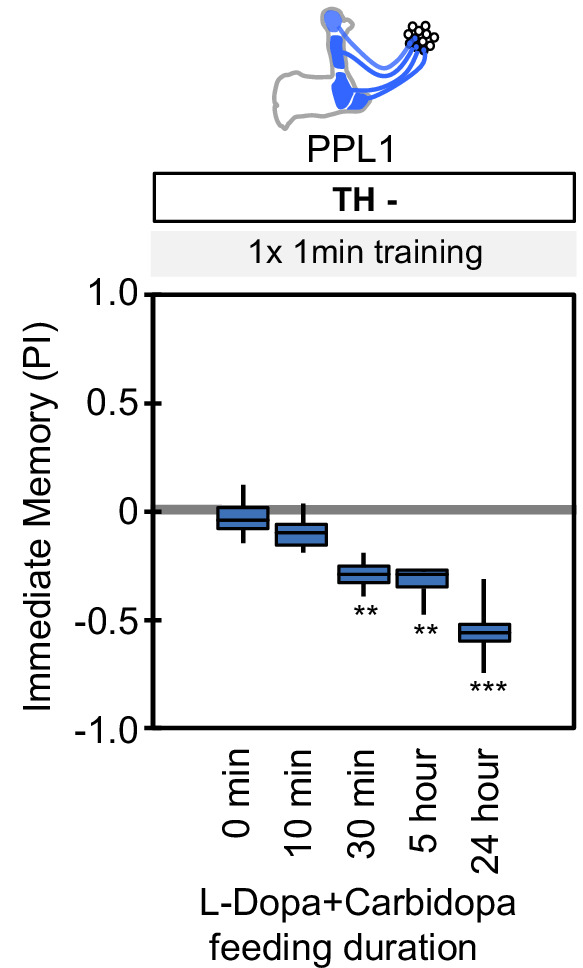
Duration of L-Dopa and Carbidopa feeding. Flies were starved for 48 hr and then fed with fly food containing 1 mg/ml L-DOPA and 0.1 mg/ml carbidopa for the indicated time period. The flies were then trained by the collective optogenetic activation of PPL1-γ1pedc, PPL1-γ2α'1, PPL1-α'2α2 and PPL1-α3 DANs and tested for immediate memory. Note that NO-dependent memory is not detectable immediately after 1 × 1 min training (Figure 6A). As short as 30 min of feeding restored significant aversive memory. The whiskers represent the minimum and maximum. N = 12. Asterisk indicates significance from the 0 min feeding. **, p<0.01; ***, p<0.001.

**Figure 1—figure supplement 2.**
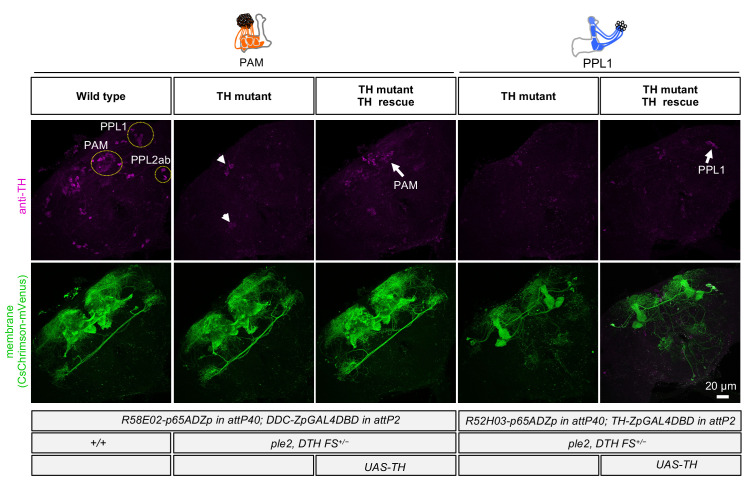
Cell-type-specific rescue of TH. TH immunoreactivity (from left to right): PAM DANs in wild type; PAM DANs in TH mutant; PAM DANs in TH mutant with cell-type-specific rescue of TH using UAS-TH; PPL1 DANs in TH mutant; and or PPL1 DANs in TH mutant with cell-type-specific rescue of TH using UAS-TH. In the TH mutant background, TH immunoreactivity in the brain was completely abolished, except for a few cells dorsal medial surface of the brain and near the ventral lateral protocerebrum (arrow heads). With UAS-TH, TH immunoreactivity was restored in either PAM or PPL1 DANs depending on the split-GAL4 driver used (arrows). The expression pattern, visualized using UAS-CsChrimson-mVenus, of the PAM and PPL1 drivers used is shown in lower panels.

Compartments operate with distinct learning rules. Selective activation of DANs innervating specific compartments has revealed that they can differ extensively in their rates of memory formation, decay dynamics, storage capacity, and flexibility to learn new associations (Aso et al., 2012; Aso and Rubin, 2016; Huetteroth et al., 2015; Yamagata et al., 2015). For instance, the dopaminergic neuron PAM-α1 can induce a 24 hr memory with a single 1 min training session, whereas PPL1-α3 requires 10 repetitions of the same training to induce a 24 hr memory. PPL1-γ1pedc (aka MB-MP1) can induce a robust short-lasting memory with a single 10 s training, but cannot induce long-term memories even after 10 repetitions of a 1 min training. PAM-α1 can write a new memory without compromising an existing memory, whereas PPL1-γ1pedc extinguishes the existing memory when writing a new memory (Aso and Rubin, 2016). What molecular and cellular differences are responsible for the functional diversity of these compartments? Some differences might arise from differences among KC cell types (reviewed in Keene and Waddell, 2007; McGuire et al., 2005), but memory dynamics are different even between compartments that lie along the axon bundles of the same Kenyon cells (for example, α1 and α3). In this paper, we show that differences in memory dynamics between MB compartments can arise from the deployment of distinct cotransmitters by the DAN cell types that innervate them.

## Results

### Dopaminergic neurons can induce memories without dopamine, but with inverted valence

DANs release diverse cotransmitters in the mammalian brain (Maher and Westbrook, 2008; Stuber et al., 2010; Sulzer et al., 1998; Tecuapetla et al., 2010; Tritsch et al., 2012). In *Drosophila*, the terminals of the MB DANs contain both clear and dense-core vesicles (Takemura et al., 2017), prompting us to ask if the DAN cell types innervating different MB compartments might use distinct cotransmitters that could play a role in generating compartment-specific learning rules. We individually activated several DAN cell types in a tyrosine hydroxylase (TH) mutant background that eliminates dopamine synthesis in the nervous system (Cichewicz et al., 2017; Riemensperger et al., 2011) and assayed their ability to induce associative learning when paired with an odor stimulus.

We first examined the PPL1 cluster of DANs, which innervate several MB compartments involved in aversive learning, driven by stimuli such as electric shock, noxious temperature, and bitter taste (Galili et al., 2014; Kirkhart and Scott, 2015; Mao and Davis, 2009; Riemensperger et al., 2005; Tomchik, 2013). Using an optogenetic olfactory arena (Aso and Rubin, 2016), we trained flies by pairing odor exposure with optogenetic activation of these DANs using CsChrimson-mVenus and then immediately tested memory (Figure 1B,C). In flies with a wild-type TH allele, this training protocol induced robust negative-valence memory of the paired odor (Figure 1D), as observed previously (Claridge-Chang et al., 2009; Schroll et al., 2006). In the dopamine-deficient background, activation of the same DANs still induced a robust odor memory, but its valence was now positive (Figure 1E). This result is consistent with previous findings that TH mutant flies show a weak positive-valence memory after odor-shock conditioning (Riemensperger et al., 2011), although the positive-valence memory we observed is much stronger.

Arguing against the possibility that this valence-inversion phenotype resulted from a developmental defect caused by the constitutive absence of dopamine (Niens et al., 2017), feeding L-DOPA and carbidopa to adult-stage flies fully restored normal valence memory (Figure 1F and Figure 1—figure supplement 1). Nor did the valence-inversion phenotype result from lack of dopamine signaling outside the MB, as restoring TH expression specifically in the PPL1 DANs was sufficient to restore formation of negative-valence memory (Figure 1G; Figure 1—figure supplement 2). Moreover, valence-inversion in the absence of dopamine was not limited to punishment-representing DANs. Activation of reward-representing PAM cluster DANs (Burke et al., 2012; Liu et al., 2012) in the TH mutant background also induced odor memory of opposite valence, in this case negative rather than positive (Figure 1D,E); as we found for PPL1-induced memories, either L-DOPA plus carbidopa feeding or TH expression in reward-representing DANs restored the ability to form a memory of the valence that is observed in wild-type flies (Figure 1F,G). These observations suggested the possible presence of a cotransmitter in these DANs that exerts an opposite effect from dopamine on synaptic plasticity and memory.

### Putative cotransmitter effects differ among DAN cell types

If DAN cell types use different cotransmitters, we might expect the effects of activating DANs in the TH mutant background to vary with cell type. We tested this idea by comparing the associative memories formed in wild-type and TH mutant backgrounds when an odor was paired with optogenetic activation of different subsets of DAN cell types using seven driver lines (Figure 2 and Figure 2—figure supplement 1). We also demonstrated that valence inversion is not limited to training using direct DAN stimulation with CsChrimson; activating bitter taste sensory neurons using Gr66a-GAL4, which activate PPL1-DANs (Das et al., 2014; Kirkhart and Scott, 2015), likewise induced memories of inverted valence (Figure 2). We identified two DAN cell types that exhibited the valence-inversion phenotype: PPL1-γ1pedc and PAM-γ5/PAM-β'2a. With PPL1-γ1pedc stimulation, memory valence switched from negative to positive in TH mutant animals. Conversely, with PAM-γ5 and PAM-β'2a stimulation, memory valence flipped in the opposite direction, from positive to negative in TH mutants.

**Figure 2.**
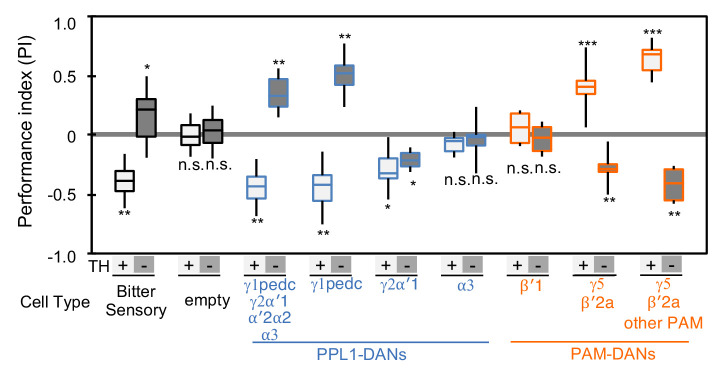
Cotransmitter effects differ among DAN cell types. The PI of olfactory memories measured immediately after 3 × 1 min training in TH mutant/TH+ heterozygotes (+) or TH mutant/TH mutant (-) background. Odor presentation was paired with either activation of bitter taste neurons (Gr66a-GAL4) or the indicated subset of DANs using the optogenetic activation protocol diagramed in Figure 1C. A split-GAL4 driver without enhancer (empty) was used as a control. The bottom and top of each box represents the first and third quartile, and the horizontal line dividing the box is the median; the PI was calculated by averaging the PIs from the final 30 s of each test period (see legend to Figure 1). The whiskers represent the minimum and maximum. N = 8–16. Asterisk indicates significance from the empty-GAL4 control. Comparison with chance level (i.e. PI = 0) resulted in identical statistical significance: *, p<0.05; **, p<0.01; ***, p<0.001; n.s., not significant. See Figure 2—figure supplement 1 and www.janelia.org/split-gal4 for expression patterns of split-GAL4 drivers.

**Figure 2—figure supplement 1.**
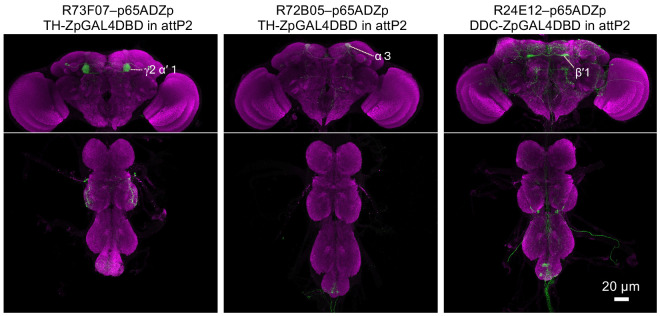
Expression patterns of driver lines. Expression patterns of CsChrimson-mVenus driven by each of the three new split-GAL4 drivers made as part of this study. All other lines used were described previously. See supplemental table 1 for the list of driver lines and Aso et al., 2014a and www.janelia.org/split-gal4 for primary image data of all split-GAL4 lines.

The valence-inversion phenotype was not, however, observed in all compartments. Activation of PPL1-γ2α'1 resulted in negative-valence memory in both TH mutant and wild type, suggesting a cotransmitter with the same sign of action as dopamine. Activation of PPL1-α3 or PAM-β'1 in the TH mutant background did not induce significant memory, indicating that these cells do not express a cotransmitter capable of inducing memory without dopamine.

### Identification of nitric oxide synthase in a subset of DAN cell types by transcript profiling

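Expression was measured by RNA-Seq in sorted cells of the adult mushroom body circuit, where ple (tyrosine hydroxylase, which makes the precursor of dopamine) stands at 353 to 6762 TPM in the libraries of dopamine neurons (DANs), at a median of 0.247 TPM in those of Kenyon cells (KCs) and of 1.68 TPM in those of mushroom body output neurons (MBONs). There are 55 libraries of 21 cell types. The 26 DAN libraries cover 10 types: PPL1-γ1pedc (2), PPL1-γ2α′1 (3), PPL1-α3 (2), PPL1-α′2α2 (2), PAM-γ5 (4), PAM-γ4 with PAM-γ4<γ1γ2 (3), PAM-γ3 (3), PAM-β′2a (3), PAM-α1 (2) and PAM-β1 with PAM-β2 (2). The others are KC-γ (3), KC-α′/β′ (4), KC-α/β (3), MBON-γ1pedc>α/β (3), MBON-α′3 (3), MBON-γ5β′2a (3), MBON-α3, MBON-α1 and MBON-β1>α (1 each), APL (5) and DPM (2). Each library is its own sort of cells, so every p-value here measures only the spread between these samples. The authors mapped the reads, assigned them to isoforms with RSEM and compared types with DESeq2. Mapped reads per library run from 15.2 to 35.9 M in DANs, 19.4 to 25.5 M in KCs, 6.60 to 31.2 M in MBONs and 1.69 to 2.27 M in APL, and are 11.3 and 15.8 M in DPM. The deposited values are TPM per isoform, which keep no read depth, so limma was fitted to log2(TPM + 1) after the 101 rows without a gene (spike-ins and transgenes) were dropped and each library was rescaled to a sum of 1000000. Gene values are sums over isoforms. Comparisons of classes (DANs, KCs, MBONs, PPL1, PAM) use the mean of each cell type as the replicate, and comparisons of single DAN types use libraries. Of the TPM of annotated transcripts, ribosomal RNA takes a mean of 54.5% in DANs, 61.4% in KCs and 74.9% in MBONs, and all other genes share the rest.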

To identify potential cotransmitters, we profiled (using RNA-Seq methods) the transcriptomes of the DAN cell types in these seven split-GAL4 lines, and looked for candidates whose expression correlated with the valence-inversion effect. Isolation of pure populations of specific DAN cell types is challenging because of their low abundance. For example, PPL1-γ1pedc is a single cell in each brain hemisphere and thus requires ~50,000 fold enrichment. We used a collection of split-GAL4 driver lines (Aso et al., 2014a) to fluorescently mark the soma of specific DAN cell types and confirmed that the nuclear-targeted reporters we used for sorting visualized the same restricted set of cells as the membrane-targeted reporters in the original study. In this way, we selected a combination of reporter and driver lines that provided the most specific labeling of the targeted cell type. The number of detected genes and the correlation across biological replicates of RNA profiling experiments has been observed to be highly dependent on cDNA yield during library construction (Davis et al., 2018). Due to different soma sizes, the amount of mRNA per cell is expected to differ across cell types. To estimate the number of cells necessary for our experimental condition, we started with MBON-γ1pedc>α/β cells, a cell type that occurs once per hemisphere. Three replicates with ~350 cells yielded on average 5.3 µg of cDNA, and we observed a high correlation across biological replicates on these dataset (Pearson R = 0.90). Thus, we aimed for similar cDNA yields by sorting more cells for cell types with a smaller soma (i.e. KCs and PAM cluster DANs). 

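MBON-γ1pedc>α/β is a GABA neuron, and Gad1, which makes GABA, stands at 144 ± 21.9 TPM (SD, n = 3) in its libraries. Pearson r of log2(TPM + 1) over all annotated isoforms is 0.878 (SD 0.0197; 0.865 to 0.900) across the 3 pairs of MBON-γ1pedc>α/β libraries. The libraries were made from a mean of 350 cells and gave 5.32 µg of cDNA (SEM 0.590). The 3 pairs share the same 3 libraries, so their SD is smaller than the spread of independent pairs would be. The paper states that it then aimed for similar cDNA yields by sorting more cells of the types with smaller somata.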

We collected data from 10 driver lines for DAN cell types, with two to four biological replicates per line. We also examined three classes of KCs, DPM, APL and five additional MBON cell types. On average, we collected 1,000–2,500 cells for KCs, 56+ /- 18 for DPM and APL, 546 + /- 60 cells for PAM DANs, and 296 + /- 15 cells for PPL1 DAN and MBON cell types per replicate, by hand or fluorescence activated cell sorting (FACS), yielding 3.39 + /- 0.21 µg of cDNA, 17.7 + /- 1.2 million mapped reads per replicate, and 0.80 + /- 0.02 Pearson R across biological replicates (Figure 3—figure supplement 1; Supplementary file 1).

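Over the 18 types with 2 or more libraries, mean Pearson r between replicates is 0.638 (SEM 0.0329) on log2(TPM + 1) of all annotated isoforms. It is lowest in MBON-γ5β′2a (0.473) and PAM-α1 (0.478), PPL1-γ1pedc is at 0.521 and PAM-γ5 at 0.567, and APL reaches 0.841. Sorted cells per library average 546.3 (SEM 60.0) for PAM DANs, 296.0 (SEM 15.1) for PPL1 DANs and MBONs, and 55.7 (SEM 18.4) for APL and DPM. The mean yield is 3.39 µg of cDNA (SEM 0.213) and 18.6 M mapped reads (SEM 1.13). The mean r is 0.779 over genes and 0.882 on linear TPM, and 0.354 when each pair is restricted to isoforms at 1 TPM or more in either library. The paper does not state the scale of its r. Genes that every cell uses are at 0 in some libraries: of 40 ribosomal protein genes with a median of 100 TPM or more, 32 are at 0 in at least 1 of 29 libraries, RpL32 in 5, while Act5C, elav and nSyb are at 0 in none. A gene listed at 0 is therefore not shown to be silent in that type.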

We analyzed these data for different splicing isoforms (see Materials and methods). Using DE-seq2 (Love et al., 2014), we searched for transcripts that were differentially expressed among DAN cell types and, in particular, for those commonly expressed in DAN cell types that showed the valence-inversion phenotype (PPL1-γ1pedc and PAM-γ5), but not in other cell types (Figure 3A,B). 

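PPL1 types have more fd102C (a forkhead factor; log2 7.77, SE 0.59, adjusted p = 5.34e-06), dve (a homeobox factor; 5.65, SE 0.80, adjusted p = 0.00356) and Imp (an RNA-binding protein of neuronal timing; 5.12, SE 0.73, adjusted p = 0.00356) than PAM types, and less Fer2 (a bHLH factor needed for PAM neurons to form; −8.20, SE 0.43, adjusted p = 4.63e-08), erm (−5.17, SE 0.57, adjusted p = 0.000389) and Dscam2 (a recognition molecule; −4.18, SE 0.41, adjusted p = 0.000127). With limma on 4 PPL1 and 6 PAM type means, 11 genes are higher and 29 lower in PPL1 of 11188 tested (1268 at unadjusted p under 0.05). Leaving out PPL1-γ2α′1 gives 25 calls, 24 of them among the 40.

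In PPL1-γ1pedc, RunxB (a Runt factor) is 4.44 (SE 0.68, adjusted p = 0.00184) above the other DAN types and AstA, which encodes the peptide allatostatin A, is 2.94 above (SE 0.31, adjusted p = 8.13e-06; 6.74 ± 0.186 TPM, n = 2), while Fer2 is −4.81 (SE 0.66, adjusted p = 0.000568), as membership of PPL1 alone would bring: 6 of the 9 types compared are PAM, and the libraries of the other PPL1 types have it at no more than 0.352 TPM. With limma on libraries, 12 genes are higher and 8 lower (590 at unadjusted p under 0.05). The prefix of the library name in the model, added after the results were seen, gives 3 higher and 6 lower. Of these 9 calls, 6 are among the 20. The glial genes Gs2 (glutamine synthetase) and nrv2 (a sodium pump subunit) stand at 1237 and 757 TPM in the 396-cell library of PPL1-γ1pedc and at 29.3 and 3.61 TPM in the 358-cell library. RunxB is at 4.18 TPM in the 396-cell and 124.3 TPM in the 358-cell library, and it loses its call with quantile scaling (adjusted p = 0.0999). Leaving out either library leaves PPL1-γ1pedc with 1, so the spread then comes from the other types alone. Most of the 20 calls are lost without the 358-cell library, and some without the 396-cell library.

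In PAM-γ5, br (the zinc finger factor broad) is 6.48 (SE 0.79, adjusted p = 4.55e-05) above the other DAN types, and DIP-κ, which encodes an immunoglobulin protein of synaptic matching, is 4.68 above (adjusted p = 4.55e-05; PAM-β′2a has more of it in mean), while Fas2 (fasciclin 2, an adhesion molecule of axon bundles) is −4.98 (adjusted p = 4.55e-05; 5.89 TPM in PAM-γ5 against 233 TPM). With limma on libraries, 138 genes are higher and 45 lower in PAM-γ5 (1194 at unadjusted p under 0.05), and without the 722-cell library there are 106 calls, 101 of them among the 183, with br. In PAM-γ4, 62 genes are higher and 63 lower (992 at unadjusted p under 0.05), with Fer2 among the higher (4.47, adjusted p = 3.31e-05; 431 to 642 TPM, within the 118 to 674 TPM of the other PAM types, so most of this is PAM against PPL1) and NetB, a netrin guidance cue, at −5.10. Leaving out 1 of the 3 PAM-γ4 libraries, the 703-cell library, gives 32 calls, 31 of them among the 125, and with the prefix of the library name in the model, added after the results were seen, there are 13 calls, 11 of them among the 125, with Fer2 and without NetB (adjusted p = 0.161).

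Set together, the 6 libraries of PPL1-γ1pedc and PAM-γ5 have 6 isoforms above the 20 libraries of the other DAN types and 0 below, of 21810 tested (limma; 902 at unadjusted p under 0.05). The 6 are Nos-RA (nitric oxide synthase, which makes nitric oxide), Sh-RM (the Shaker potassium channel; adjusted p = 4.92e-08, listed at 0 in all 20), Epac-RH (a cAMP-activated exchange factor; 4.58, SE 0.80, adjusted p = 0.0112), CG17134-RA, Mur2B-RA and lncRNA:CR44753-RA. CG17134-RA lies within the span of Nos and Mur2B-RA overlaps that of br, each on the opposite strand, so the 6 are not shown to be independent. Against all 42 other DAN, KC and MBON libraries, 36 isoforms are higher and 0 lower of 24722 (1197 at unadjusted p under 0.05), Nos-RA again among them. That count is 13 with the prefix in the model, 9 with cell type as a random block and 4 with type means as replicates, and 15 of 100 splits of the libraries call 36 or more, against 3 of 100 when labels move only among libraries with the same prefix. Leaving out 1 library gives 1 call (without the 390-cell PAM-γ5 library) to 14 (without the 358-cell PPL1-γ1pedc library) among DANs, and 24 to 98 against all types.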

Through this analysis, we identified nitric oxide synthase (NOS) as a strong candidate for an enzyme synthesizing a cotransmitter. 

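Nitric oxide synthase makes nitric oxide, a gas that crosses membranes without vesicles, from arginine. The isoform Nos-RA stands at 5.45 and 35.9 TPM in the 2 libraries of PPL1-γ1pedc and at 8.27, 29.9, 19.2 and 6.12 TPM in the 4 of PAM-γ5. None of the other 20 DAN libraries reaches 5.45 TPM: the highest is 4.63 TPM, in PPL1-α′2α2, and 10 are at 0. By limma, Nos-RA is higher by log2 3.22 (SE 0.63, adjusted p = 0.0342) than in the other DANs and by 3.19 (SE 0.48, adjusted p = 4.38e-05) than in all other DANs, KCs and MBONs. Of the 45 pairs of DAN types, PPL1-γ1pedc with PAM-γ5 has the largest difference. Nos-RA was picked by the study on these same samples for this pattern, so these p-values are no independent test. In each of the 4 prefixes of library names that hold both kinds of DANs, the lowest library of PPL1-γ1pedc or PAM-γ5 is above the highest of the others (8.27 against 4.22, 5.45 against 0.537, 29.9 against 3.42 and 6.12 against 0 TPM), and with the prefix in the model, added after the results were seen, the call against other DANs stays (3.41, adjusted p = 0.0145).

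The call against other DANs is lost without the 358-cell library of PPL1-γ1pedc (adjusted p = 0.0863) and without the 390-, 722- or 766-cell library of PAM-γ5 (0.139, 0.141 and 0.0584), with type means as replicates (0.787), in NextSeq libraries alone (0.304), over protein-coding isoforms (0.105), with quantile scaling (0.17), with sorting method in the model (0.0798) and with 0.1 added before the log (0.216). The log2 difference from other DANs is 3.48 with type means, 3.86 in NextSeq libraries and 4.015 over protein-coding isoforms. It is 2.80 with quantile scaling and 3.24 with sorting method in the model. With type means the call against all types is lost too (adjusted p = 0.216). From the presence of NOS in the DANs with the valence-inversion phenotype and not in others, the paper concludes that NOS is a strong candidate for the enzyme behind the cotransmitter.

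**Figure D1:**
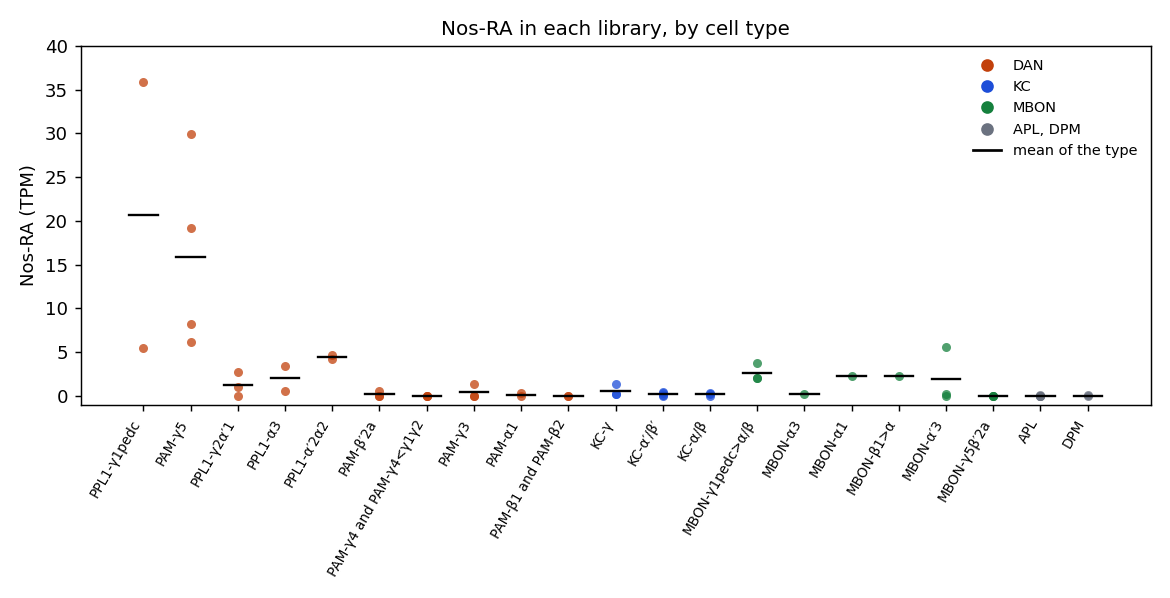
Nos-RA in each library (dots, TPM) for every cell type, coloured by class, with the type mean as a black line. The 5 highest libraries are of PPL1-γ1pedc and PAM-γ5, and an MBON-α′3 library (5.63 TPM) stands above the lower one of PPL1-γ1pedc.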

Similar enrichment in PPL1-γ1pedc and PAM-γ5 was found in only five other transcripts, none of which are likely to encode a neurotransmitter: (i) *epac-RG*, a cAMP-activated guanine nucleotide exchange factor. (ii) *br-RO, br-RI,* both transcripts of the zinc finger transcription factor *broad*, (iii) *CG32547-RD*, a G-protein-coupled receptor, and (iv) *CG12717-RA*, a SUMO-specific isopeptidase (data reviewed in FlyBase) (Thurmond et al., 2019). In addition to these transcripts that matched our criteria, we found other potential candidates whose expression was not a precise match. 

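Against all other DAN, KC and MBON types, 3 of the isoforms the paper names pass the test: br-RO (broad, a zinc finger factor of the ecdysone response; log2 5.54, SE 1.20, adjusted p = 0.0234), br-RI (2.99, SE 0.45, adjusted p = 3.66e-05) and CG32547-RD (an orphan peptide-type receptor; 4.12, SE 0.84, adjusted p = 0.0113). CG12717-RA, a SUMO-specific isopeptidase, does not pass (0.88, SE 0.61, adjusted p = 0.937; 12.0 TPM against 1.46 TPM). No isoform named Epac-RG is in the table. Another isoform of this exchange factor, Epac-RH, passes (4.09, SE 0.83, adjusted p = 0.0108; 88.2 TPM against 6.83 TPM). With the prefix of the library name in the model, added after the results were seen, br-RO (adjusted p = 0.101) and CG32547-RD (0.0617) do not pass. Against the other DANs alone, br-RO (5.24, adjusted p = 0.387), br-RI (2.92, adjusted p = 0.18) and CG32547-RD (3.94, adjusted p = 0.217) do not pass. br as a gene is at 6034 TPM in PAM-γ5 and 108 TPM in PPL1-γ1pedc.

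The paper states no threshold for similar enrichment. Above 10 TPM in mean in both PPL1-γ1pedc and PAM-γ5, and higher in them than in all other types with a limma p no larger than that of Nos-RA, is 1 other isoform, CG17134-RA, an aspartic peptidase (3.26, SE 0.38, adjusted p = 1.96e-07; 14.9 TPM against 0.371 TPM). CG17134-RA lies within the span of Nos on the opposite strand (2L, 10820705 to 10821967), so it is not shown to be independent of Nos-RA. Leaving out the 358-cell library of PPL1-γ1pedc leaves 0 such isoforms, and leaving out the 396-cell library gives 2, with Pde11-RE, a phosphodiesterase isoform, added. Over protein-coding isoforms there are 3, in NextSeq libraries 2, and with type means as replicates 5. Of the 5 genes of the paper's isoforms, 3 (br, CG32547 and Epac) are higher in PAM-γ5 than in other DAN types (4 adjusted over the list alone), 0 in PPL1-γ1pedc. This list was chosen by the study on these same samples, so it is no independent test. From the functions of the 5 isoforms it found, the paper concludes that none is likely to encode a neurotransmitter.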

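Dh44, which encodes diuretic hormone 44, a peptide of the CRF family, stands at 114 and 604 TPM in the 2 libraries of PPL1-γ1pedc. In PAM-γ5 it is listed at 0 in 2 libraries and at 6.03 and 2.58 TPM in the others. Among other DANs it reaches 114.8 TPM in the 378-cell library of PAM-γ4 (0 in the other 2), 49.0 TPM in the 1048-cell library of PAM-β1 with PAM-β2, 39.3 TPM in a PAM-β′2a library and 34.5 TPM in a PPL1-α′2α2 library. MBON-α′3 (120.1, 95.2 and 0.700 TPM) and DPM (59.3 and 1.63 TPM) hold it too. PPL1-γ1pedc against PAM-γ5 differs by log2 6.88 (exact permutation p = 0.133). This is the smallest p the test can give here, since both PPL1-γ1pedc libraries lie above all of PAM-γ5. Against the mean of the other 9 DAN types limma gives 6.13 (SE 1.53, adjusted p = 0.131), which does not pass over all genes and passes when adjusted over the 37 neuropeptide genes tested.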

We detected a high level of the *DH44* neuropeptide in PPL1-γ1pedc, but not in PAM-γ5. 

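Dh44-R1, a receptor of the Dh44 peptide that signals through cAMP, is at 201 ± 126 TPM (SD, n = 3) in PAM-γ4 with PAM-γ4<γ1γ2 and at 29.9 ± 11.2 TPM (n = 3) in KC-α/β. PAM-α1 (36.6 ± 19.4 TPM, n = 2), PAM-β′2a (35.7 ± 43.5 TPM, n = 3) and PAM-γ3 (20.9 ± 17.7 TPM, n = 3) hold it as well. In KC-γ the 3 libraries hold Dh44-R1 at 0.0807, 0.222 and 0 TPM. The other receptor, Dh44-R2, is at 65.6 ± 16.3 TPM in KC-α/β, 3.70 ± 3.54 TPM in KC-γ (n = 3 each) and 22.0 ± 14.7 TPM in PAM-γ4. With limma, Dh44-R1 is higher in PAM-γ4 than in other DAN types by log2 4.89 (SE 0.95, adjusted p = 0.00865), a call lost without the 703-cell library (adjusted p = 0.128) and with the prefix of the library name in the model, added after the results were seen (adjusted p = 0.363). PAM-γ4 against KC-α/β gives 2.61 and against KC-γ 7.35, each at exact permutation p = 0.1, the smallest 3 against 3 libraries allow.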

A receptor for DH44, *DH44-R1*, was expressed in PAM-γ4 and/or γ4<γ1γ2 and to lower extent in α/β Kenyon cells, but neither of the two known receptors for DH44 was detected in γ Kenyon cells (Figure 3—figure supplement 9). Transcripts of the neuropeptide gene *Nplp1* were detected in PPL1-γ1pedc and PAM-γ5, but other DANs and MBONs also expressed this gene (Figure 3—figure supplement 8) (Croset et al., 2018). 

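Nplp1, which encodes neuropeptide-like precursor 1, is at 55.8 ± 33.2 TPM in PPL1-γ1pedc (SD, n = 2) and in the 4 PAM-γ5 libraries at 6.65, 270.9, 0.873 and 2.11 TPM. Among other DANs it reaches 79.4 ± 73.9 TPM in PAM-β1 with PAM-β2 and 49.9 ± 19.6 TPM in PPL1-α′2α2 (n = 2 each), and 34.4 ± 11.9 TPM in PPL1-γ2α′1 (n = 3). It is at 7.60, 11.3 and 274.3 TPM in the 3 libraries of MBON-γ5β′2a, 37.4 ± 34.7 TPM in MBON-α′3, 15.2 ± 3.94 TPM in MBON-γ1pedc>α/β (n = 3 each) and 172 ± 103 TPM in DPM (n = 2). By limma, Nplp1 does not differ from the other DAN types in PPL1-γ1pedc (1.44, adjusted p = 0.999) or in PAM-γ5 (−1.11, adjusted p = 0.746). From this spread over DANs and MBONs, the paper concludes that Nplp1 is no precise match to its criteria.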

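Gyc76C, a receptor-type guanylyl cyclase reported to bind a peptide cut from Nplp1, has its highest library at 4.98 TPM in DANs, 1.95 TPM in KCs and 1.07 TPM in MBONs. It is listed at 0 in 14 of 26 DAN, 4 of 10 KC and 6 of 12 MBON libraries, and at 1 TPM or more in 8, 1 and 3. Both PPL1-γ1pedc libraries hold it (2.25 ± 0.489 TPM, SD, n = 2), and all 4 PAM-γ5 libraries are at 0. It is not higher in PPL1-γ1pedc than in other DAN types (limma, log2 1.22, adjusted p = 0.999).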

Expression of *Gyc76C*, the receptor for Nplp1, was barely detectable in KCs, DANs, and MBONs. 

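DANs against KCs separate by dopamine handling: Vmat, which loads monoamines into vesicles (log2 11.47, SE 0.76, adjusted p = 6.8e-10), ple (10.59, SE 0.53, adjusted p = 2.81e-12) and DAT, the dopamine transporter (6.77, SE 0.81, adjusted p = 2.13e-05) are higher in DANs. sli, the guidance cue Slit (6.31, SE 0.79, adjusted p = 3.43e-05) is higher too. Lower in DANs are ey, the eyeless factor of KCs (−7.34, SE 0.83, adjusted p = 7.83e-06), Hr51, a nuclear receptor of KC axons (−6.94, SE 0.70, adjusted p = 1.16e-06), prt, a vesicle transporter of KCs (−5.82, SE 0.76, adjusted p = 6.11e-05) and rut, the rutabaga adenylyl cyclase that makes cAMP for memory (−4.36, SE 0.59, adjusted p = 7.55e-05). Of 12511 genes, 76 are higher and 269 lower in DANs with limma on 10 and 3 type means (1677 at unadjusted p under 0.05). Leaving out KC-γ gives 180 calls, 161 of them among the 345. KC libraries share no library name prefix with DANs or MBONs, so comparisons with KCs cannot tell class from prefix.

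DANs against MBONs differ in the same dopamine genes, ple by 9.48 (SE 0.41, adjusted p = 1.42e-13), Vmat by 9.47 (SE 0.59, adjusted p = 2.25e-10), DAT by 8.39 (SE 0.64, adjusted p = 9.47e-09) and Ddc, dopa decarboxylase, by 4.15 (SE 0.46, adjusted p = 9.62e-06). With limma, 149 genes are higher and 2 lower in DANs (1816 at unadjusted p under 0.05). This balance moves with the setting: over protein-coding isoforms the counts are 30 and 12, with quantile scaling 40 and 14, and in NextSeq libraries 31 and 26. MBONs have more CG2082 (5.73, SE 0.91, adjusted p = 0.000979) and less ey, prt and rut than KCs (−7.02, −6.40 and −4.60; prt not in FACS libraries alone, adjusted p = 0.0711), with 15 genes higher and 403 lower (2342 at unadjusted p under 0.05), 49 and 163 over protein-coding isoforms, 65 and 200 with quantile scaling, and 168 calls without KC-γ.

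Genes of the cAMP pathway and of memory (16 of 17 tested) are 3 lower in DANs than in KCs (5 adjusted over the list alone), 2 higher in DANs than in MBONs (8) and 6 lower in MBONs than in KCs (8). Pka-C1, the catalytic subunit of protein kinase A, is among the 6 (−3.83, SE 0.54, adjusted p = 0.000253; 147 TPM in MBONs against 1738 TPM in KCs), as is dnc, the dunce phosphodiesterase (−2.98, SE 0.68, adjusted p = 0.016), which is not called without KC-γ or KC-α′/β′, in NextSeq or in FACS libraries (adjusted p up to 0.18). Of 8 markers of KCs, 4 are lower in DANs (5) and 5 in MBONs (6). Of 15 immediate early and heat shock genes, sr, the stripe factor induced by activity, is the 1 higher in DANs than in MBONs (2.35, SE 0.59, adjusted p = 0.0486; 4 adjusted over the list alone), and Hsp70Ab (−4.38, adjusted p = 0.00692) and Hsp70Bb (−2.70, adjusted p = 0.0204) are the 2 lower in MBONs than in KCs (3). sr loses its call over protein-coding isoforms, with quantile scaling and in NextSeq libraries (adjusted p up to 0.162), and the heat shock genes lose theirs without KC-γ and in NextSeq or FACS libraries (up to 0.155 and 0.107). None of 12 glial, 7 photoreceptor and 8 fat body or blood cell markers is called in any comparison over all genes (1, the collagen Col4a1 in PPL1 against PAM, adjusted over the list alone).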

Complete transcript data were deposited to NCBI Gene Expression Omnibus (accession number GSE139889) and presented in Supplementary file 1, and the expression of genes encoding neurotransmitters, neuropeptides and their receptors, as well as components of gap junctions, is summarized in Figure 3—figure supplement 2–10. Although we cannot formally rule out a contribution of other genes and pathways, we chose to pursue NOS, as it was the most promising candidate gene for producing a cotransmitter that might be responsible for the valence-inversion effect.

**Figure 3.**
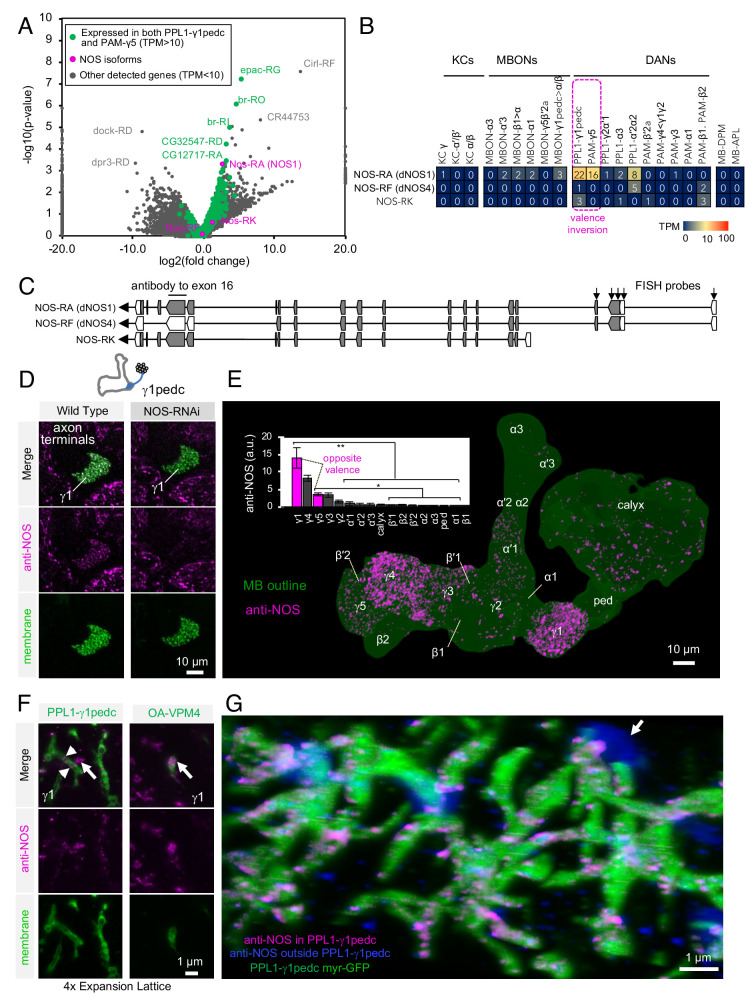
Identification of NOS1 in PPL1-γ1pedc and PAM-γ5 by RNA-Seq. (**A**) The RNA-Seq data of two cell types that showed the valence-inversion phenotype (i.e. PPL1-γ1pedc and PAM-γ5) were pooled and compared against the pooled data of all other cell types examined (DANs, MBONs, KCs). The -log_10_ of p-values for comparing number of counted transcripts between the pooled data of PPL1-γ1pedc and PAM-γ5 relative to that of all other cell types were plotted against the log_2_ of fold changes observed in the expression levels of transcripts. Different splice isoforms of genes are plotted separately (dots). Green dots represent the 2981 transcripts expressed at levels above 10 transcripts per million (TPM) in both PPL1-γ1pedc and PAM-γ5. Gray dots represent the 31,539 transcripts with expression levels below 10 TPM in one or both of these two DANs. Dots on +20 or −20 x-axis represent splice isoforms that were detected only in the pooled PPL1-γ1pedc and PAM-γ5 or in other cell types. Magenta dots show the three splice isoforms of NOS. (**B**) Mean TPM of NOS splicing isoforms. The magenta dashed line highlights PPL1-γ1pedc and PAM-γ5, the two cell types that showed the valence-inversion phenotype. (**C**) Map of the NOS locus. Exons and protein coding sequences are depicted as boxes and gray boxes, respectively. Only the full-length isoform NOS-RA (dNOS1) produces a functional NOS protein (Stasiv et al., 2001). The antibody we used was raised against exon16 (Kuntz et al., 2017; Yakubovich et al., 2010). Arrows indicate the first four exons of NOS1 and NOS4 where 40 FISH probes were designed to recognize these, but not NOS-RK transcripts. See Materials and methods for details of the position and sequence of the probes. (**D**) NOS immunoreactivity was observed in the γ1pedc compartment of the MB. Immunoreactivity was markedly reduced by expressing NOS-RNAi in PPL1-γ1pedc. (**E**) Distribution of NOS-immunoreactivity inside the MB is displayed. Voxels above mean +2SD of the entire brain are shown in 12-bit scale in magenta. The insert shows a quantification of NOS-immunoreactivity in each MB compartment. Signal in γ1 was significantly higher than 12 compartments indicated by the bracket (Kruskal-Wallis with Dann’s test for selected pairs). Signal in γ5 was significantly higher than eight compartments indicated by the bracket; *, p<0.05; **, p<0.01; n = 12. (**F**) Lattice light sheet image of a 4x expanded brain shows colocalization of NOS immunoreactivity and the terminals of PPL1-γ1pedc (left; arrowheads). In addition, large but sparse NOS puncta were observed outside PPL1-γ1pedc (left; arrow); these puncta match the pattern of terminals of OA-VPM3 and/or OA-VPM4 (right; arrow), indicating that these octopaminergic neurons also expresses NOS. (**G**) 3D reconstruction of lattice light sheet image of the γ1 with pseudo colors for NOS inside (magenta) or outside (blue) the PPL1-γ1pedc DANs (green). The arrow indicates a large NOS puncta outside PPL1-γ1pedc.

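Above 10 TPM in mean in both PPL1-γ1pedc and PAM-γ5 stand 2992 isoforms, Nos-RA among them with a mean of 20.7 TPM (SD 21.5, n = 2) and 15.9 TPM (SD 11.0, n = 4). In PPL1-γ1pedc, Nos-RK adds 3.22 TPM. PPL1-α′2α2 has Nos-RF at 5.53 TPM and Nos-RA at 4.42 TPM (n = 2). By limma, Nos-RF (0.06, adjusted p = 0.967) and Nos-RK (0.23, adjusted p = 0.937) do not differ between the 6 libraries of PPL1-γ1pedc and PAM-γ5 and those of all other types. The count is 5495 when the TPM are rescaled over protein-coding isoforms alone and 883 when every library must pass, with Nos-RA outside the 883 since 3 of its 6 libraries are under 10 TPM.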

**Figure 3—figure supplement 1.**
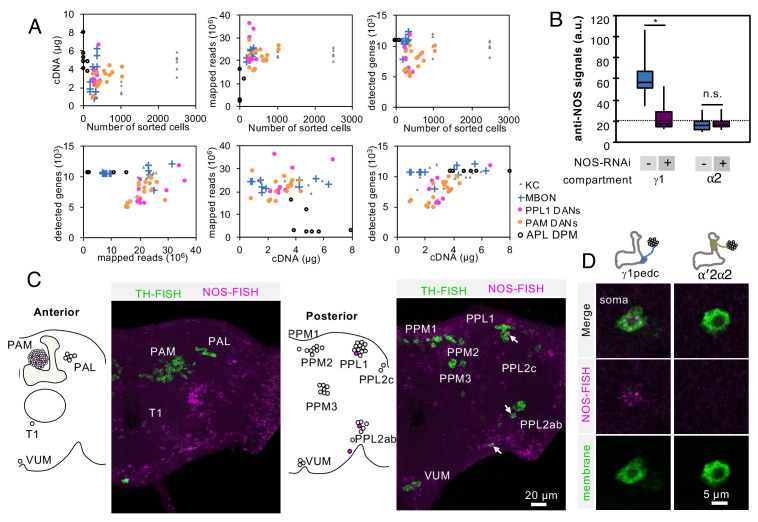
Controls for RNA-Seq reproducibility, anti-NOS antibody specificity and FISH probes. (**A**) Relationship between cDNA yields, number of sorted cells, mapped reads, number of detected genes with more than one mapped read. Data for each biological replicate are shown as individual symbols. Original data are presented in Supplementary file 1. (**B**) Quantification of NOS immunoreactivity (a.u.; arbitrary units) in the γ1 or α2 compartment with or without NOS-RNAi. The whiskers represent the minimum and maximum. N = 12. Asterisk indicates significance from 0: *, p<0.05; n.s., not significant. Horizontal dotted line indicates the mean level of NOS immunoreactivity in the brain. (**C**) Outside of the MB, only a couple of additional DANs are labeled by the NOS FISH probes. Colabeling by FISH probes against TH (green) and first 4 exons of NOS1 transcripts (magenta) is shown. Diagram and projection of anterior or posterior brains are shown. Circles in diagram represent soma of DANs detected by TH probes; the different clusters of dopaminergic cell bodies (PAM, PAL, T1, PPM1, PPM2, PPM3, PPL1, PPL2c, PPL2ab and VUM) are indicated. Circles filled with magenta represent DANs overlapping with NOS (arrows). In addition to one cell in PPL1 (presumably PPL1-γ1pedc) and about a dozen of PAM cluster cells, we observed that one cell in the PPL2ab cluster and a small TH-positive cell outside, but near, the PPL2ab cluster (arrows) were labeled with NOS-FISH probes. (**D**) NOS-FISH signal was observed in soma of PPL1-γ1pedc but not in PPL1-α′2α2.

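Among the types, KC-γ and MBON-γ1pedc>α/β libraries correlate best between replicates, and MBON-γ5β′2a libraries least. Over all 55 libraries, cDNA yield goes with the number of genes with more than 1 read (Spearman 0.425, permutation p = 0.00128, adjusted p = 0.00384; Pearson 0.291, permutation p = 0.0313, adjusted p = 0.0639, n = 55). Without the 2 farthest libraries Pearson r is 0.303. Within HiSeq it is 0.856 (permutation p = 2e-05, n = 17; Spearman 0.880) and within NextSeq 0.184 (permutation p = 0.306, n = 33; Spearman 0.327, permutation p = 0.0637). Over the 45 libraries other than KCs Pearson r is 0.467 (permutation p = 0.0012). Mapped reads give Spearman 0.379 (permutation p = 0.00495, adjusted p = 0.00743) and Pearson 0.275 (permutation p = 0.0426, adjusted p = 0.0639), 0.262 without the 2 farthest, 0.379 within NextSeq (permutation p = 0.0292) and 0.187 within HiSeq (permutation p = 0.472). Over the 45 libraries other than KCs they give Pearson 0.192 (permutation p = 0.207) and Spearman 0.272 (permutation p = 0.0697). The number of sorted cells, in 38 DAN and MBON libraries, gives Pearson 0.140 (permutation p = 0.404) and Spearman 0.0662 (permutation p = 0.693), with 0.0325 without the 2 farthest, 0.294 within NextSeq and 0.136 within HiSeq. Adjusted p-values cover the 3 relations without subsets, for Pearson and Spearman apart. Those within an instrument or without KCs are not adjusted, and the shuffles treat libraries of a type as independent.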

**Figure 3—figure supplement 2.**
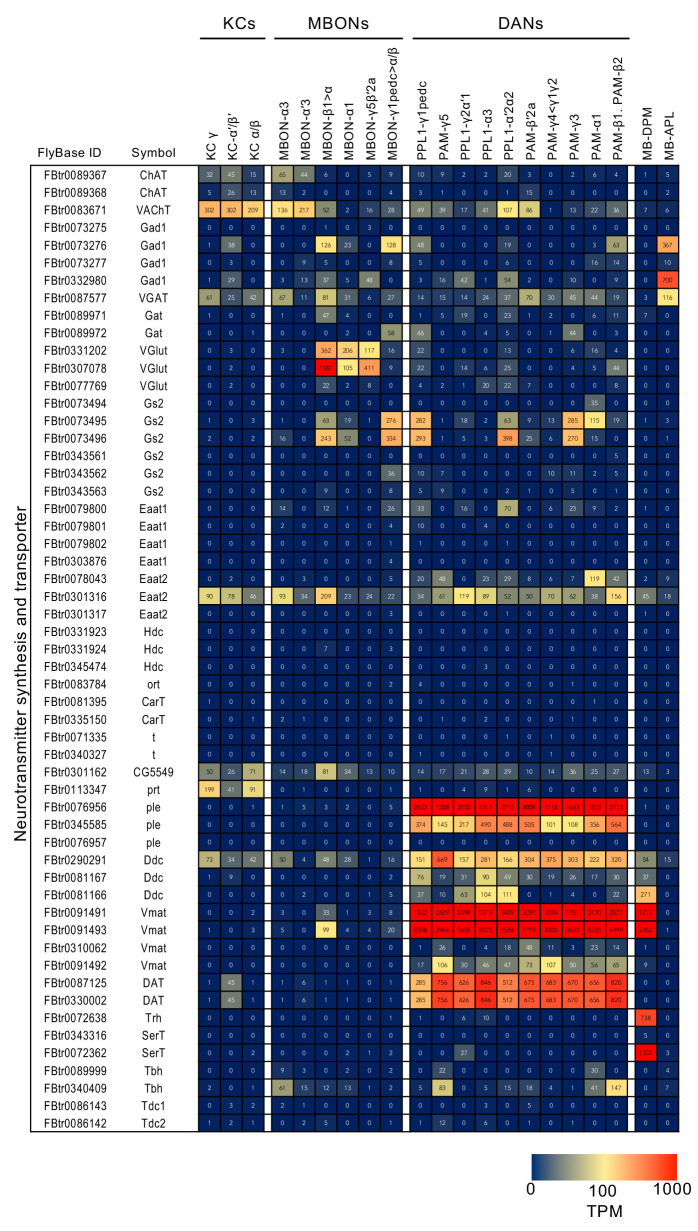
RNA-seq data for genes related to neurotransmitter synthesis and transporters. Mean TPM values for each gene isoform are listed with the corresponding FlyBase ID. See Supplementary file 1 for the full data set and NCBI Gene Expression Omnibus (accession number GSE139889) for the raw data.

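The enzymes and transporters of dopamine mark every DAN type: ple, Ddc, Vmat and DAT reach 10 TPM in all 10. Of the 5 dopamine genes, these 4 are higher in DANs than in KCs and than in MBONs (5 adjusted over the list alone, with Pu, which makes a cofactor of ple), and 0 differ between MBONs and KCs. In KCs, Ddc is lower than in DANs by log2 2.52 (SE 0.59, adjusted p = 0.0188), a call lost when any KC class is left out (adjusted p up to 0.123). DAT is at 139 ± 44 TPM (SD, n = 4) in KC-α′/β′. Acetylcholine genes ChAT (choline acetyltransferase), VAChT and ChT reach 10 TPM in every KC class, and of the 3, ChT, which takes up choline, is lower in DANs than in KCs (−4.17, SE 0.87, adjusted p = 0.0073; 3 adjusted over the list alone), a call lost without KC-γ (adjusted p = 0.0519). Between DANs and MBONs, and between MBONs and KCs, 0 of the 3 differ (1 lower in DANs and 2 lower in MBONs over the list alone).

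VGAT, the vesicular GABA transporter, reaches 10 TPM in every DAN and KC type, and Gad1 stands at 1082 ± 237 TPM in APL (n = 5), 113 ± 39.8 TPM in KC-α′/β′ (n = 4), 2.78 ± 2.04 TPM in KC-γ (n = 3) and at 0 in all 3 KC-α/β libraries. None of the 3 GABA genes differs between classes. VGlut, which loads glutamate into vesicles, is at 592 ± 348 TPM in MBON-γ5β′2a (n = 3), 1445 TPM in MBON-β1>α and 289 TPM in MBON-α1 (n = 1 each). It is not called between classes over all genes, and adjusted alone it is higher in MBONs than in KCs and lower in PAM-γ4 than in other DANs. In DPM, Trh, which starts serotonin synthesis, is at 740.4 ± 305 TPM, SerT at 1347 ± 334 TPM and Vmat at 3494 ± 659 TPM (n = 2). Of 6 genes for serotonin, octopamine, tyramine and histamine, 0 differ between classes, and Tbh, which makes octopamine (3.58, SE 0.70, adjusted p = 0.00598; 109 ± 34 TPM, n = 4) and Tdc2, which makes tyramine (2.73, SE 0.61, adjusted p = 0.0174), are higher in PAM-γ5 than in the mean of the other 9 DAN types, though Tbh is higher still in PAM-β1 with PAM-β2 (142.8 TPM). With 0.1 added before the log Tbh is not called (adjusted p = 0.0535). The call of Tdc2 is lost without the 722-cell or the 766-cell library (adjusted p up to 0.0922).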

**Figure 3—figure supplement 3.**
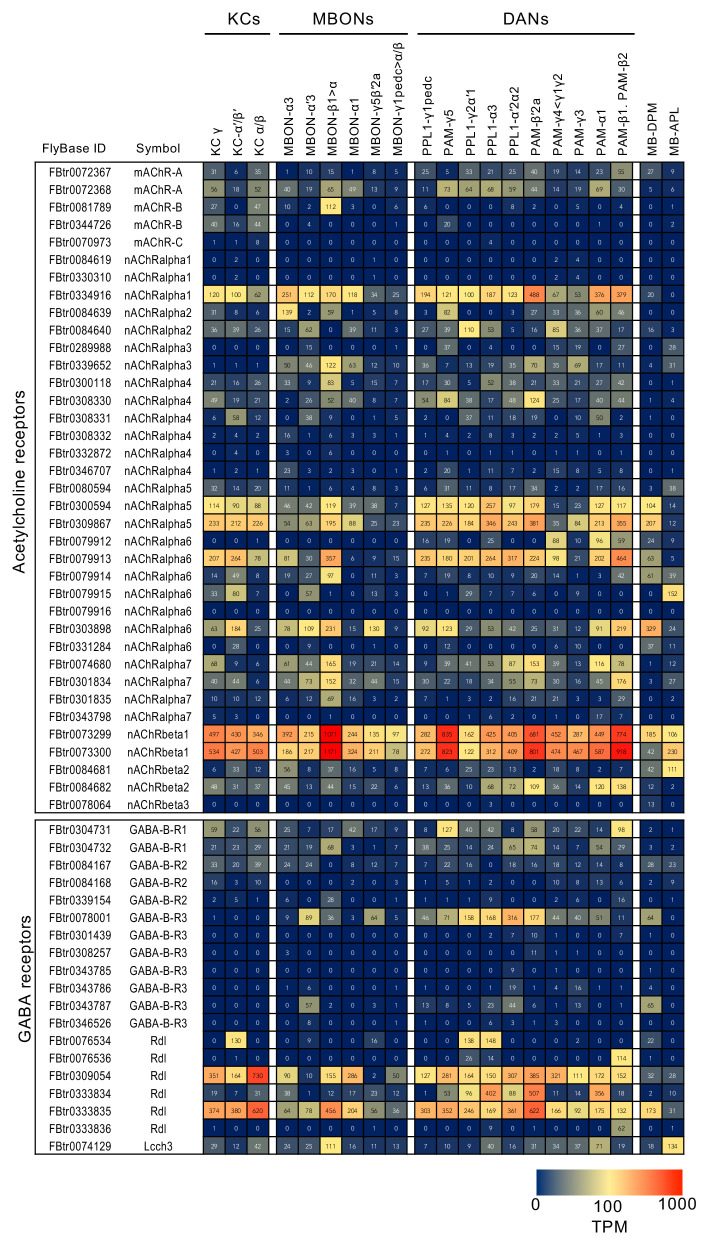
RNA-seq data for acetylcholine and GABA receptors.

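Acetylcholine receptors are spread over the circuit: 9 of 13 reach 10 TPM in every DAN type, and 10 of 13 in every KC class and in every MBON type. The nicotinic subunit nAChRα3 is higher in DANs (log2 3.96, SE 0.66, adjusted p = 0.000964) and in MBONs (4.20, SE 0.71, adjusted p = 0.00173) than in KCs, though neither in FACS libraries alone (adjusted p up to 0.152 and 0.161), and the muscarinic receptor mAChR-B, which lowers excitability, is lower in DANs than in KCs (−3.89, SE 0.99, adjusted p = 0.0297), a call lost without KC-γ or KC-α/β (adjusted p up to 0.177). With limma, 1 of the 12 receptors tested is higher and 1 lower in DANs than in KCs, 0 differ between DANs and MBONs, and 1 is higher in MBONs than in KCs. In PAM-γ4, nAChRα5 is the 1 lower than in other DANs (−2.59, adjusted p = 0.0318), not called when any of its 3 libraries is left out (adjusted p up to 0.178).

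Of 5 GABA receptor genes, Rdl (the chloride channel subunit) and GABA-B-R1 reach 10 TPM in every DAN, KC and MBON type. GABA-B-R3 is higher in DANs than in KCs (5.89, SE 0.90, adjusted p = 0.000326; 126 TPM against 0.616 TPM) and in MBONs than in KCs (4.02, SE 0.97, adjusted p = 0.0223), the latter lost without any 1 KC class (adjusted p up to 0.189). Rdl is lower in MBONs than in KCs (−2.24, SE 0.59, adjusted p = 0.0375), also lost without any 1 KC class (adjusted p up to 0.155). None of the 5 differs between DANs and MBONs (2 adjusted over the list alone).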

**Figure 3—figure supplement 4.**
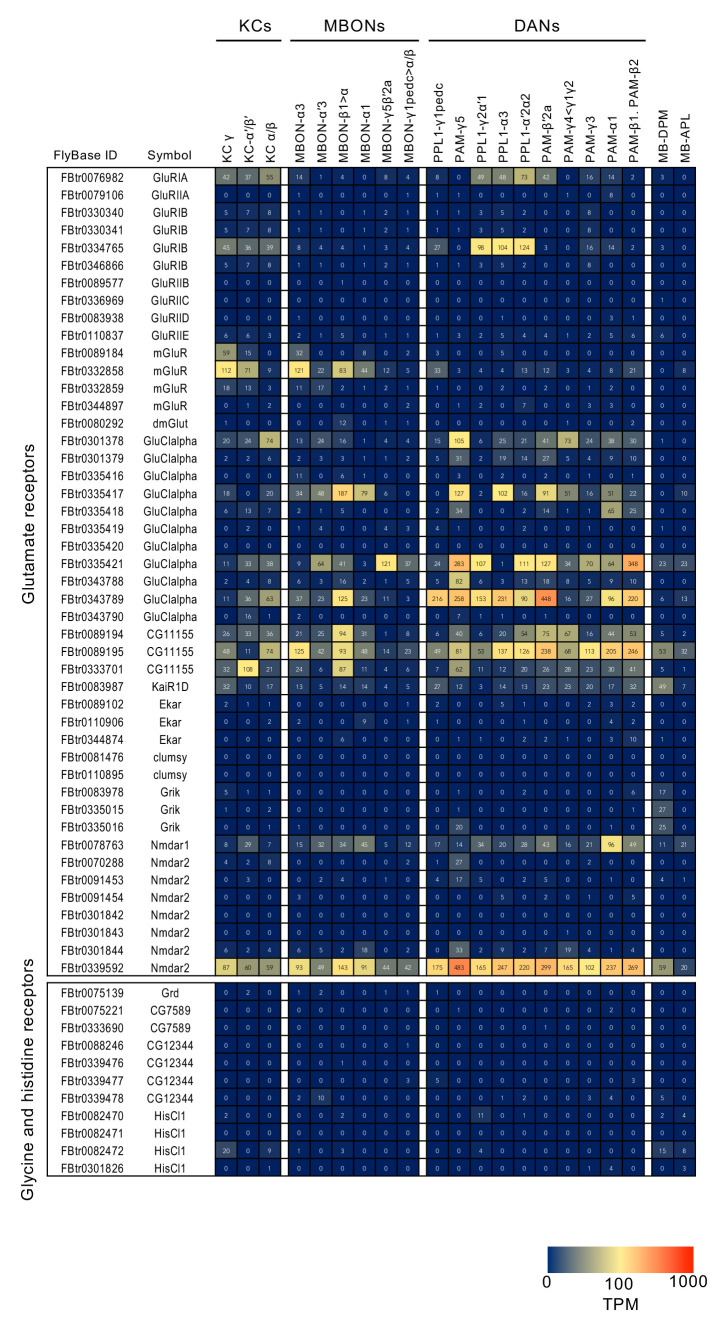
RNA-seq data for glutamate, glycine and histidine receptors.

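GluClα (the glutamate-gated chloride channel), CG11155 (a kainate-type subunit) and Nmdar2 (an NMDA receptor subunit) reach 10 TPM in every DAN, KC and MBON type. Nmdar2 is higher in DANs than in MBONs (log2 1.53, SE 0.36, adjusted p = 0.0364), and it loses this call over protein-coding isoforms, with quantile scaling and in NextSeq libraries (adjusted p up to 0.223). Of 13 glutamate receptors tested with limma, 0 differ between DANs and KCs (1 lower, mGluR, adjusted over the list alone), 1 is higher in DANs than in MBONs (2 higher and 1 lower over the list alone) and 0 differ between MBONs and KCs (2 lower, GluRIA and GluRIIE, over the list alone). In PAM-γ5, 2 are lower than in other DANs, GluRIA (−3.31, adjusted p = 0.0387) and GluRIB (−3.15, adjusted p = 0.0156), both AMPA-type, with 3 higher and 2 lower over the list alone. Each loses the call when single PAM-γ5 libraries are left out (adjusted p up to 0.158 and 0.0891). GluRIB is the 1 lower in PAM-γ4 (−3.31, adjusted p = 0.0338; 2 over the list alone), lost without any 1 of its libraries (adjusted p up to 0.203). Of the 5 glycine-like and histamine receptors, 0 reach 10 TPM in every DAN, KC or MBON type and 0 are called in any comparison. HisCl1, a histamine-gated chloride channel, has its highest type mean in KC-γ (22.4 TPM) and in PPL1-γ2α′1 among DANs (14.6 TPM), and CG12344 has its highest in MBON-α′3 (11.7 TPM).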

**Figure 3—figure supplement 5.**
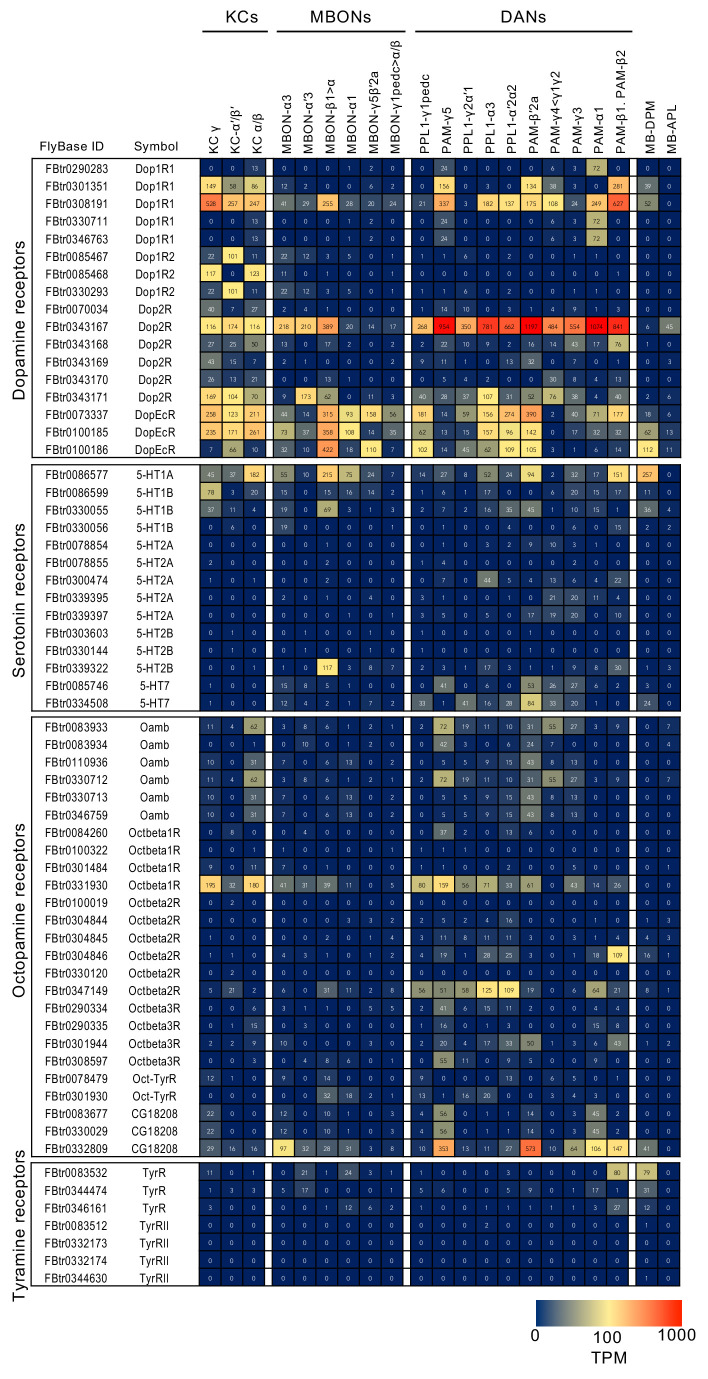
RNA-seq data for monoamine receptors.

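PAM-γ4 and PAM-γ5 were each compared with the mean of the other 9 DAN types. In PAM-γ4, Octβ2R (0.318, 0.0909 and 0.0208 TPM; log2 −5.62, SE 0.62, adjusted p = 6.54e-06) and Octβ1R (0.0615, 0.222 and 0.0623 TPM; −5.31, SE 0.75, adjusted p = 0.000254), both coupled to cAMP, are lower than in other DAN types. Octβ3R (−3.87, SE 0.81, adjusted p = 0.0146) and Octα2R (−2.58, SE 0.63, adjusted p = 0.0382) are lower too, but lose the call without the 703-cell or the 629-cell library (adjusted p up to 0.142 and 0.221). In PAM-γ5, Octα2R (3.27, SE 0.56, adjusted p = 0.00187; 754.6, 664, 227 and 235 TPM, against 570, 715 and 505 TPM in PAM-β′2a, the highest in mean), Octβ3R (3.21, SE 0.71, adjusted p = 0.0156) and Octβ1R (2.84, SE 0.67, adjusted p = 0.0236) are higher. Octβ3R and Octβ1R lose the call when single PAM-γ5 libraries are left out (adjusted p up to 0.0644 and 0.118). Of 8 octopamine and tyramine receptors tested with limma, 4 are lower in PAM-γ4 (1 higher and 4 lower adjusted over the list alone), 3 higher in PAM-γ5 (4 and 1), and 0 differ in PPL1-γ1pedc (1 lower), between PPL1 and PAM (1 and 1) or in the 3 comparisons of DANs, KCs and MBONs.

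All 4 dopamine receptors reach 10 TPM in every KC class, and Dop2R, the inhibitory receptor, does so in every DAN type. Dop1R2, the KC receptor tied to forgetting, is lower in DANs than in KCs (−6.39, SE 0.92, adjusted p = 0.000158) and in MBONs than in KCs (−4.39, adjusted p = 0.0143; 3 lower over the list alone), the latter lost without KC-γ or KC-α′/β′ (adjusted p up to 0.114). Dop2R is the 1 higher in DANs than in MBONs (2.95, SE 0.61, adjusted p = 0.0169; 1 higher and 1 lower over the list alone), a call lost over protein-coding isoforms, with quantile scaling and in NextSeq libraries (adjusted p up to 0.108). Dop1R1, which raises cAMP, is higher in PAM-γ5 (2.37, SE 0.46, adjusted p = 0.00564; 1 and 1; 518 TPM, with PAM-β1 and PAM-β2 higher still at 902 TPM), and DopEcR is lower in PAM-γ4 (−4.84, adjusted p = 0.019), a call lost without the 703-cell or 629-cell library (adjusted p up to 0.18). Of 5 serotonin receptors, 5-HT7 is higher in DANs than in KCs (4.32, SE 0.88, adjusted p = 0.00562, but 0.0618 in NextSeq libraries; 2 over the list alone), 0 differ between DANs and MBONs (2 higher), and 5-HT1A is lower in PAM-γ4 (−3.18, adjusted p = 0.0338; 1 and 1), a call lost without any 1 of its libraries (adjusted p up to 0.191).

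**Figure D2:**
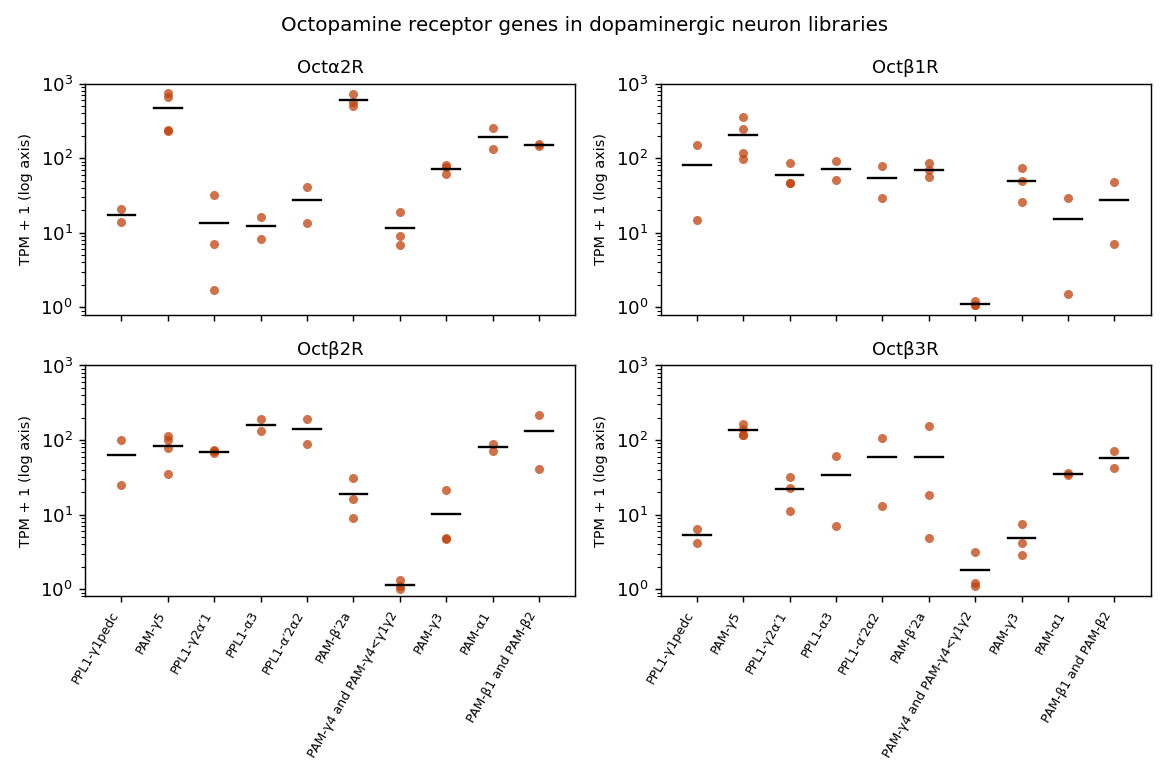
4 octopamine receptor genes in the DAN types, as TPM + 1 on a log axis with a dot per library. PAM-γ4 is lowest for Octβ1R and Octβ2R, and PAM-γ5 is among the highest for Octα2R.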

**Figure 3—figure supplement 6.**
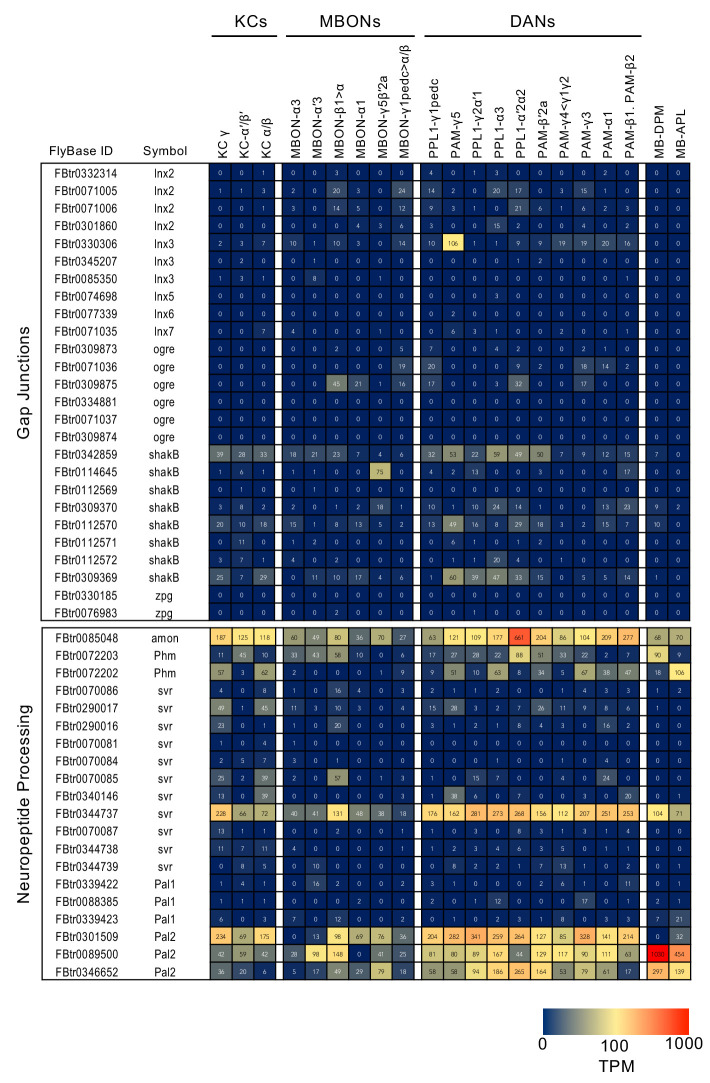
RNA-seq data for gap junctions and neuropeptide processing.

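shakB, the innexin of fast electrical synapses, reaches 10 TPM in every DAN, KC and MBON type, from 11.2 TPM in PAM-γ4 to 224.9 TPM in MBON-γ5β′2a in mean. It is lower in PAM-γ4 than in other DAN types (log2 −2.59, SE 0.59, adjusted p = 0.0268), a call lost without any 1 of its 3 libraries (adjusted p up to 0.178). Of the innexins tested with limma, 0 of 6 differ between DANs, KCs and MBONs, and 0 of 5 between PPL1 and PAM (1 lower in PPL1, Inx3, adjusted over the list alone). amon (the convertase that cuts peptide precursors), Phm (which starts peptide amidation), svr and Pal2 reach 10 TPM in every DAN and KC type. Of 5 peptide-processing genes, svr, a carboxypeptidase (1.82, SE 0.36, adjusted p = 0.0143), and Pal2, an amidating lyase (1.69, SE 0.40, adjusted p = 0.0369), are higher in DANs than in MBONs (4 over the list alone). Both lose the call over protein-coding isoforms, with quantile scaling and in NextSeq libraries (adjusted p up to 0.1 for svr and 0.588 for Pal2). None of the 5 differs between DANs and KCs or between MBONs and KCs (3 lower in MBONs over the list alone: amon, Phm and svr).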

**Figure 3—figure supplement 7.**
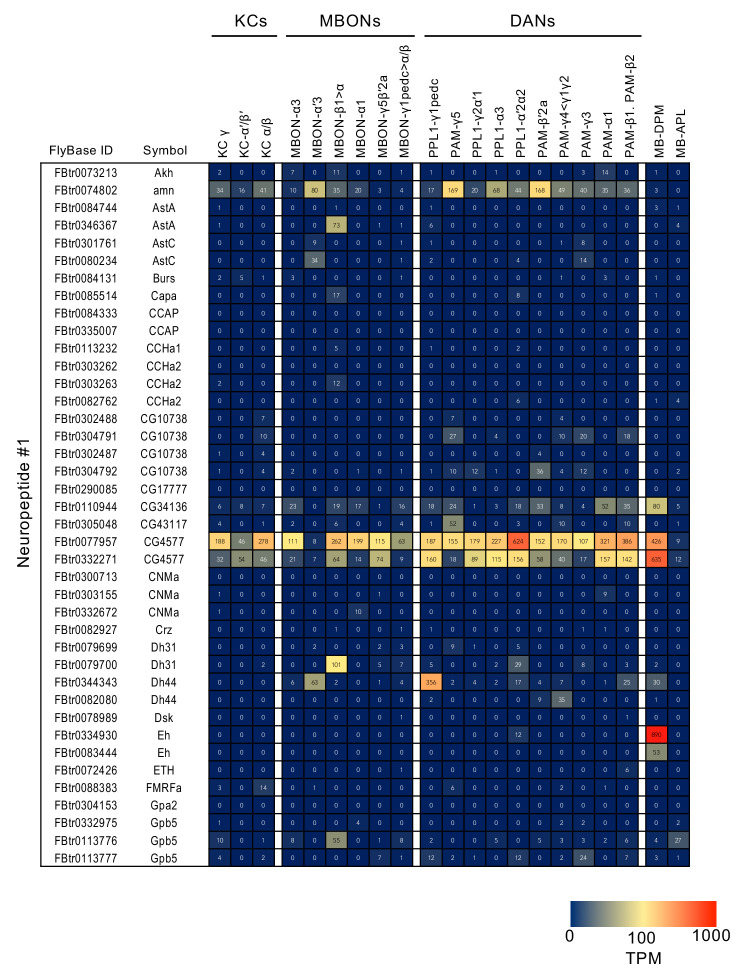
RNA-seq data for neuropeptides.

**Figure 3—figure supplement 8.**
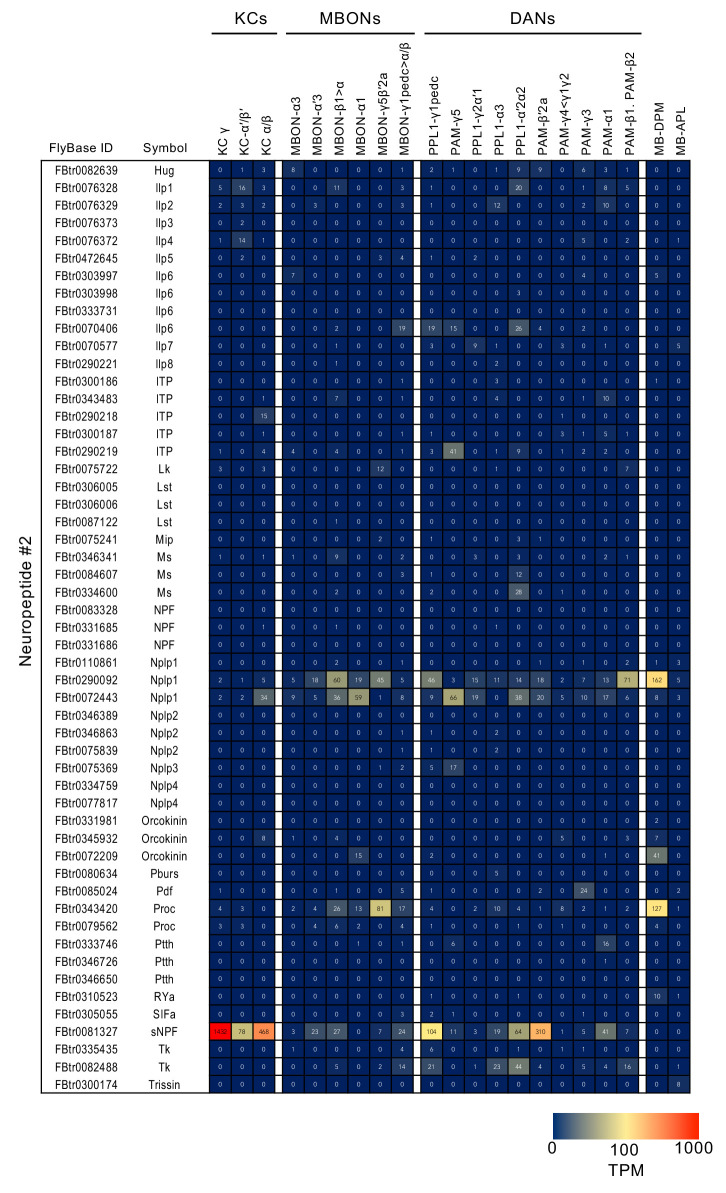
RNA-seq data for neuropeptides (continuation of supplement 7).

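Of 51 neuropeptide genes, 23 reach 10 TPM in some DAN type, 12 in some KC class and 25 in some MBON type. In every type of the class stand amn (the amnesiac peptide of memory) and CG4577 in DANs, amn, sNPF (short neuropeptide F), CG4577 and spab in KCs, and Nplp1 and CG4577 in MBONs. Under 1 TPM in every type are 7 in DANs, 26 in KCs and 14 in MBONs. sNPF is at 1436 ± 163 TPM in KC-γ, 470 ± 176 TPM in KC-α/β (n = 3 each) and 118 ± 54.7 TPM in KC-α′/β′ (n = 4). It is the 1 peptide gene called between classes, lower in MBONs than in KCs (log2 −5.51, SE 1.33, adjusted p = 0.0233), and the call is lost without KC-γ or KC-α/β, over protein-coding isoforms, with quantile scaling and in NextSeq or FACS libraries (adjusted p up to 0.22). With limma, 0 of 44 tested differ between DANs and KCs or between DANs and MBONs. Among DANs 37 were tested: 1 is higher in PPL1-γ1pedc (2 over the list alone, AstA and Dh44) and 0 differ in PAM-γ5, in PAM-γ4 or between PPL1 and PAM. AstA has its highest value in MBON-β1>α (72.7 TPM, n = 1).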

**Figure 3—figure supplement 9.**
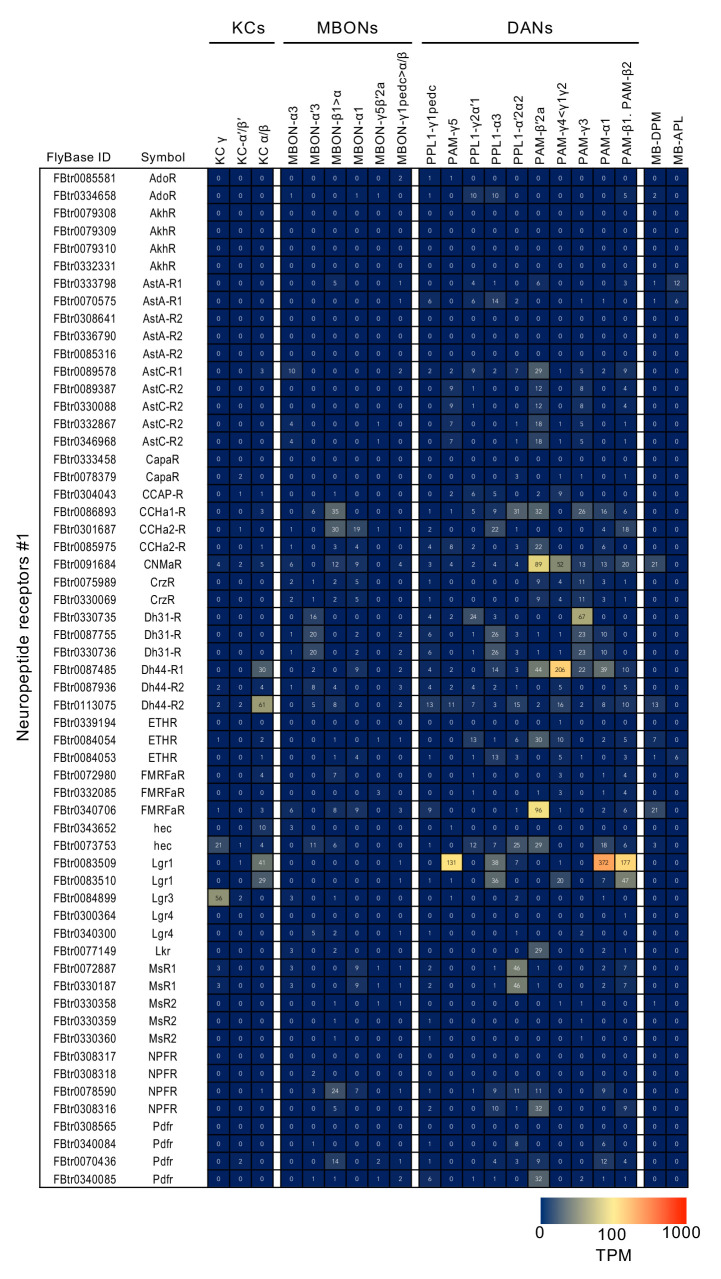
RNA-seq data for neuropeptide receptors.

**Figure 3—figure supplement 10.**
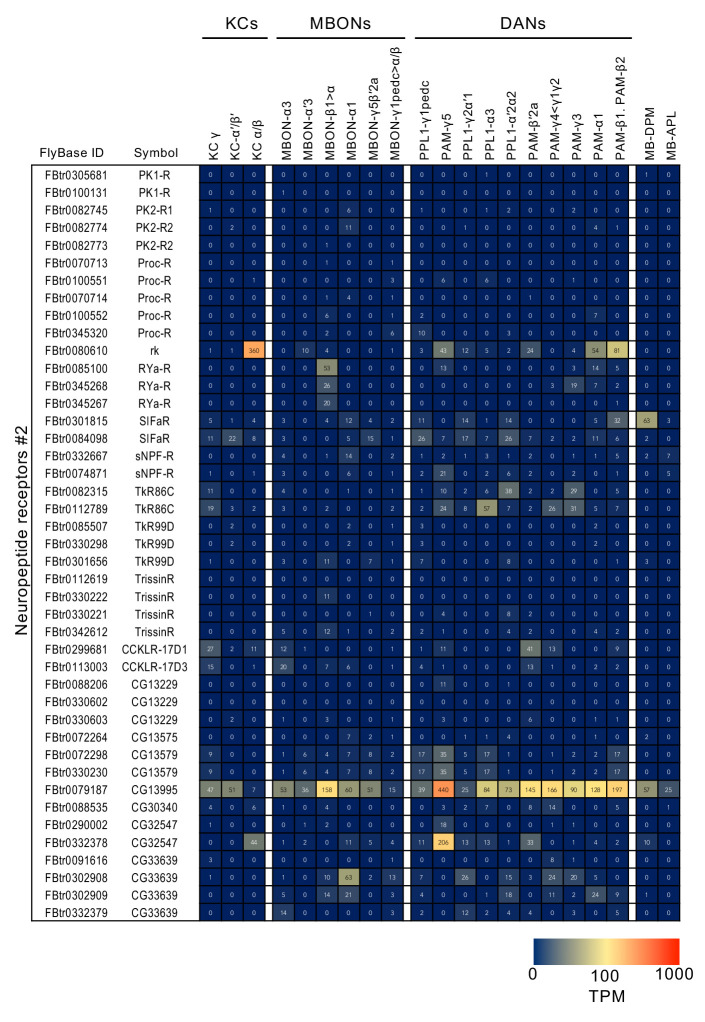
RNA-seq data for neuropeptide receptors.

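Of 47 neuropeptide receptor genes, 35 reach 10 TPM in some DAN type, 13 in some KC class and 25 in some MBON type. In every type of the class stand CG13995, an orphan receptor, in DANs and in MBONs, and SIFaR, the receptor of SIFamide, in KCs. With limma on the 44 tested, 0 differ between DANs, KCs and MBONs (TkR86C, a tachykinin receptor, is higher in DANs than in MBONs adjusted over the list alone). In PAM-γ5, 2 are higher than in other DAN types: CG32547 (log2 5.41, SE 0.75, adjusted p = 0.000108; 224 TPM against 8.68 TPM) and CG13995 (2.13, adjusted p = 0.00795; 448 TPM against 105 TPM), with 5 higher and 4 lower over the list alone. CG13995 loses the call without the 266-cell or the 390-cell library (adjusted p up to 0.0643). In PAM-γ4, 1 is higher, a receptor of Dh44 (3 higher and 3 lower over the list alone), and in PPL1-γ1pedc 0 differ (1, TkR99D, over the list alone).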

*Drosophila* has only one gene encoding nitric oxide synthase (*Nos*), but this gene has multiple splicing isoforms (Figure 3C) (Rabinovich et al., 2016; Regulski and Tully, 1995; Stasiv et al., 2001). Only NOS1, the full-length isoform, is functional, while the truncated isoforms can function as a dominant-negative. Thus, identifying the expressed splicing isoform of *Nos* was crucial for understanding NOS functions in DANs. 

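The nitric oxide synthase gene Nos has 3 isoforms in the annotation, and Nos-RA holds the largest share of its TPM in each of the 6 libraries of PPL1-γ1pedc and PAM-γ5. Its share of the type mean is 84.1% of 24.6 TPM in PPL1-γ1pedc and 100% in PAM-γ5. All isoforms summed, Nos is higher in these 6 libraries than in the other 20 DAN libraries by log2 2.74, a difference for which the study picked Nos on these same samples, and a PPL1-α′2α2 library at 15.3 TPM exceeds 3 of the 6. Against the other DAN types as a gene, Nos is called neither in PPL1-γ1pedc (limma, 2.52, adjusted p = 0.656) nor in PAM-γ5 (2.20, adjusted p = 0.158). TPM per isoform rests on how RSEM divides reads that fit several isoforms, and Nos-RA and Nos-RF start and end at the same positions.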

NOS1 was the most abundantly expressed isoform as judged by RNA profiling. We confirmed NOS1 expression by combining fluorescent in situ hybridization (FISH) and antibody staining. For whole-brain FISH (Long et al., 2017), we used 40 probes against c-terminus exons that are present in NOS1 and NOS4, but not NOS-RK, transcripts (Figure 3C and Figure 3—figure supplement 1D). PPL1-γ1pedc was labeled with these FISH probes (Figure 3—figure supplement 1D), confirming expression of NOS1 or NOS4 in these cells. For immunohistochemistry, we used an antibody raised against exon 16 of NOS (Kuntz et al., 2017; Yakubovich et al., 2010) that is present in NOS1 and NOS-RK, but not in NOS4 (Figure 3C). We validated its specificity by demonstrating a loss of the staining that accompanied RNAi-mediated knockdown of NOS (Ni et al., 2011) in PPL1-γ1pedc (Figure 3D and Figure 3—figure supplement 1B). In the MB lobes, the γ1pedc and γ5 compartments showed enriched anti-NOS immunoreactivity, as expected from the RNA-Seq data (Figure 3E). Furthermore, we confirmed colocalization of NOS with γ1pedc’s terminals by expansion microscopy and lattice light sheet microscopy (ExM LLSM; Figure 3F and G, Video 1) (Chen et al., 2015; Gao et al., 2019; Tillberg et al., 2016). Although the majority of anti-NOS immunoreactivity in γ1 compartment was diminished by expressing NOS-shRNA in PPL1-γ1pedc, we noticed sparse but large NOS-positive puncta remained (Figure 3D). Similar large structures were observed outside the DAN’s terminals with ExM LSSM and were found to colocalize with terminals of octopaminergic neurons (Figure 3F right). In addition, γ3 and γ4 also showed significant anti-NOS immunoreactivity (Figure 3E). However, the low NOS transcript levels observed via RNA-Seq in PAM-γ3 and PAM-γ4 are most consistent with anti-NOS immunoreactivity in γ3 and γ4 arising from non-DAN cell types or developmental expression. 

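Nos, the nitric oxide synthase gene, is at 0, 0 and 1.39 TPM in the 3 libraries of PAM-γ3 and at 0, 0.151 and 0 TPM in the 3 of PAM-γ4. In PAM-β1 with PAM-β2 it is at 3.86 and 6.06 TPM. By limma, PAM-γ4 does not differ from the other DAN types in Nos (log2 −1.98, adjusted p = 0.425). Genes of every cell are also at 0 in some libraries, so a value of 0 does not prove that Nos is silent in these types. From these low levels beside the antibody signal, the paper proposes that NOS protein in γ3 and γ4 comes from other cell types or from development.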

The cell-type-specific expression and localization of NOS1 in a subset of DANs associated with compartments that display the valence-inversion phenotype prompted us to test the hypothesis that NO plays a direct role in generating the diversity of memory dynamics observed in different compartments.

**Video 1.** Anti-NOS signals inside or outside the PPL1-γ1pedc. Rotation movie of the 3D reconstruction of lattice light sheet image of DANs in γ1 (green) with pseudo colors for NOS inside (magenta) or outside (blue).

### NOS in dopaminergic neurons contributes to memory formation

We next evaluated the role of NOS in memory formation in the absence of dopamine biosynthesis. If NO is indeed the cotransmitter that supports the valence-inverted memory in TH mutant flies, we would predict that inhibiting NOS should block this effect, and that flies would show no memory. To assess the requirement for NO synthesis, we fed flies the competitive NOS inhibitor L-NNA for one day before training and then measured the memory induced by optogenetic training using PPL1-γ1pedc in a TH mutant background. We found that this treatment reduced valence-inverted memory formation in a dose-dependent manner (Figure 4A). Whereas NOS is broadly expressed in the brain (Kuntz et al., 2017), two lines of evidence suggest that L-NNA fed flies are capable of olfactory learning. First, when we bypassed the TH mutant by feeding L-DOPA and carbidopa to restore dopamine levels, the L-NNA fed flies showed a normal level of negative-valence odor memory formation in response to pairing an odor with PPL1- γ1pedc activation (Figure 4A). Second, the effect of L-NNA feeding was cell-type specific; memory formed by activation of either PPL1-γ1pedc or PAM-γ5/β'2a was affected but that formed by activation of PPL1-γ2α'1, was not (Figure 4B). We obtained consistent results in knockdown experiments where we expressed NOS-RNAi in all PPL1 DANs (Figure 4C). In this case, the negative-valence memory observed with NOS-RNAi in the TH mutant background is consistent with the presence of a different cotransmitter in PPL1-γ2α'1 (Figure 2).

**Figure 4.**
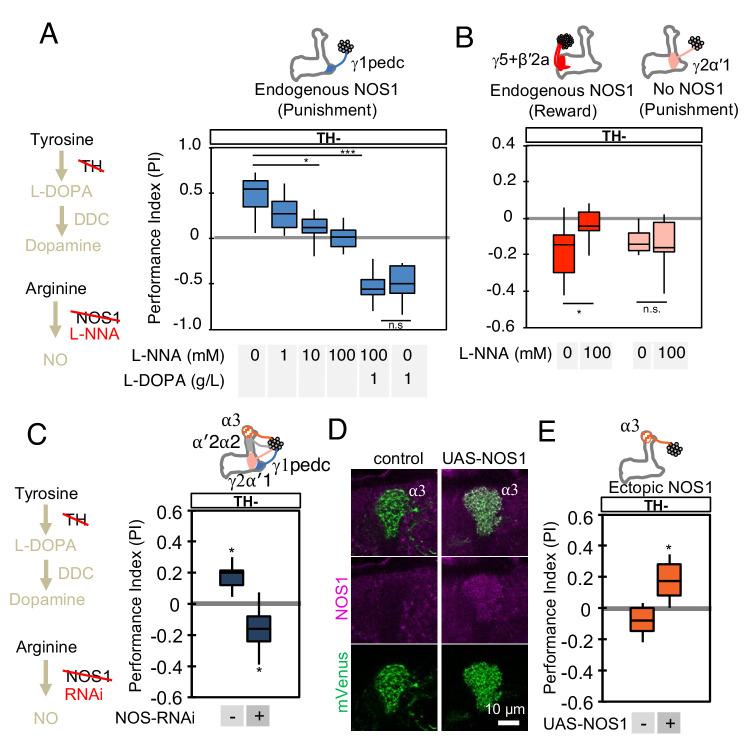
NOS in DANs contributes to memory formation. (**A**) Increasing the dose of L-NNA reduced the positive-valence memory induced by activation of PPL1-γ1pedc in a TH mutant background. The ability to form an negative-valence memory was restored by feeding of L-DOPA plus carbidopa and this memory formation was not affected by L-NNA. N = 8–12. (**B**) Feeding of L-NNA in a TH mutant background reduced the negative-valence memory induced by activation of the combination of PAM- γ5 and PAM-β′2a, but not of PPL1-γ2α′1. N = 12–16 (**C**) Activation of PPL1 DANs (PPL1-γ1pedc, PPL1-γ2α′1, PPL1-α′2α2 and PPL1-α3) induced significant positive-valence memory in a TH mutant background. The valence of the induced memory was negative when NOS-RNAi was expressed in the same DANs. We postulate that the negative-valence memory observed when NOS-RNAi is expressed results from an as yet unidentified cotransmitter released by PPL1-γ2α′1 (see also panel B and Figure 2). N = 8 (**D**) NOS immunoreactivity in the α3 compartment in wild type (left) and after ectopic expression of NOS (right). (**E**) Activation of PPL1-α3 in which NOS was ectopically expressed induced significant positive-valence memory after 3 × 1 min training protocol in a TH mutant background (Figure 1C). Note that activation of PPL1-α3 can induce negative-valence memory in a wild-type background, but only after 10x spaced training (Aso and Rubin, 2016). N = 12 In A-C and E, memories assessed immediately after 3 × 1 min training are shown. The bottom and top of each box represents the first and third quartile, and the horizontal line dividing the box is the median. The whiskers represent the minimum and maximum. N = 8–16. Asterisk indicates significance of designated pair in A and B, or from 0 in C and D: *, p<0.05; ***, p<0.001; n.s., not significant.

**Figure 4—figure supplement 1.**
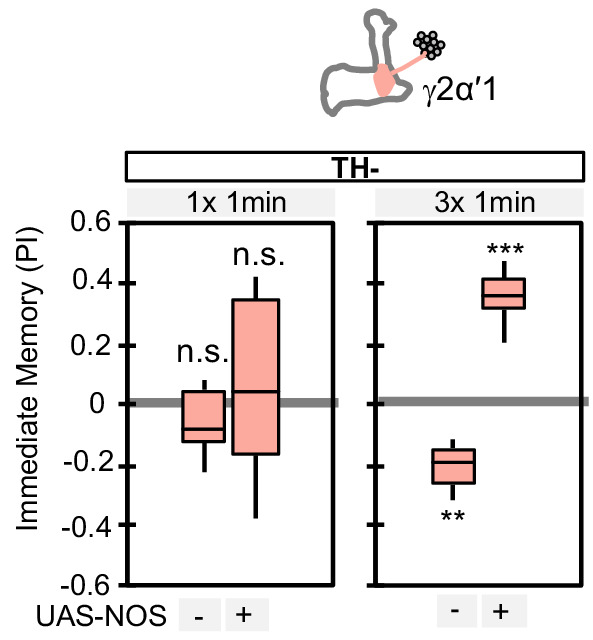
Ectopic expression of NOS in PPL1-γ2α′1 can change the valence of the memory formed by this cell type. PPL1-γ2α′1, a cell type that lacks endogenous NOS expression, induced significant negative-valence memory after a 3 × 1 min training protocol (but not with a 1 × 1 min training protocol) in a TH mutant background. When NOS was ectopically expressed in PPL1-γ2α′1, the valence of the memory formed by the 3 × 1 min training protocol switched to positive. N = 12–16. Asterisk indicates significance from 0: **, p<0.01; ***, p<0.001; n.s., not significant.

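In PPL1-γ2α′1, Nos (nitric oxide synthase) is at 2.75, 1.56 and 0.181 TPM in its 3 libraries, and the isoform Nos-RA at 2.75, 1.07 and 0 TPM. The sGC subunit gene Gycβ100B, whose product binds nitric oxide, is at 0.232, 2.97 and 4.05 TPM in this type. The serotonin transporter SerT stands at 26.8 ± 6.03 TPM there (SD, n = 3).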

We also examined whether we could transfer this valence-inversion property to another compartment by ectopically expressing NOS. We expressed NOS in PPL1-α3, a compartment where we observed no intrinsic NOS expression, and where extended optogenetic training induces a negative-valence memory (Aso and Rubin, 2016). 

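PPL1-α3 has Nos, the nitric oxide synthase gene, at 3.42 and 2.22 TPM in its 2 libraries, of which Nos-RA is 3.42 and 0.604 TPM. ple, which starts dopamine synthesis, is at 3678 ± 767 TPM (SD, n = 2) in PPL1-α3.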

TH mutant flies formed no odor association with PPL1-α3 activation, but when NOS was ectopically expressed in the α3 compartment, the same training protocol induced a positive-valence memory (Figure 4D and E). Similarly, ectopic expression of NOS in PPL1-γ2α'1 also resulted in valence inversion phenotype (Figure 4—figure supplement 1). In other words, NO was able to form an association of opposite valence to that formed by dopamine. These results demonstrate the functional significance of NOS in DANs, but leave open its mechanism of action.

### Soluble guanylate cyclase in Kenyon cells is required to form NO-dependent memories

In the MB, dopamine induces synaptic plasticity by binding to dopamine receptors on the axons of KCs and activating the *rutabaga*-encoded adenylyl cyclase in these cells (Gervasi et al., 2010; Tomchik and Davis, 2009). Does NO released from DANs also act on receptors in the KCs? RNA-seq data revealed expression of the subunits of soluble guanylate cyclase (sGC), Gycα99B and Gycβ100B, in KCs, DANs, and MBONs (Figure 5A–B). 

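Gycα99B and Gycβ100B encode the subunits that together form soluble guanylyl cyclase, which makes cGMP when nitric oxide binds. In KCs they are at 99.1 ± 28.2 and 42.4 ± 3.09 TPM in KC-γ (SD, n = 3), 70.9 ± 25.5 and 56.9 ± 16.1 TPM in KC-α′/β′ (n = 4), and 67.7 ± 30.6 and 39.0 ± 10.2 TPM in KC-α/β (n = 3). In PAM-γ5, Gycβ100B is at 173 ± 75.1 TPM (n = 4) and Gycα99B at 95.9, 2.72, 205.8 and 125.8 TPM. In APL, Gycα99B is at 148 ± 32.2 TPM (n = 5) while Gycβ100B is listed at 0 in 3 of 5 libraries and at no more than 0.332 TPM in the others. Of 10 guanylyl cyclases tested with limma, 0 differ between DANs, KCs and MBONs (3 higher in DANs than in MBONs adjusted over the list alone) or between PPL1 and PAM (1 higher and 2 lower). In PAM-γ5, 2 are higher than in other DAN types (4 over the list alone), Gycβ100B (log2 2.89, SE 0.57, adjusted p = 0.00564) and CG34357 (3.26, SE 0.44, adjusted p = 8.47e-05), while Gycα99B is not (1.29, adjusted p = 0.671). With the prefix of the library name in the model, added after the results were seen, Gycβ100B is not called (adjusted p = 0.0683). Gycα99B differs between prefixes in PAM libraries, from 0 to 10.6 TPM in 1 prefix and from 69.0 to 205.8 TPM in another. Only PAM-γ5 is in both (2.72 TPM in the first, 205.8 and 125.8 TPM in the second). For the other PAM types of these prefixes, type and prefix cannot be told apart.

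**Figure D3:**
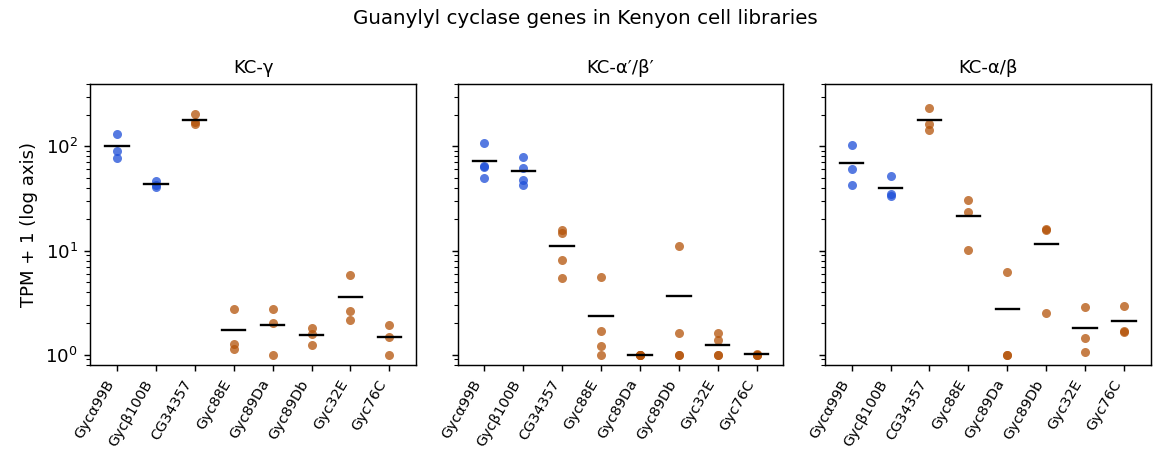
Guanylyl cyclase genes in the 3 KC classes as TPM + 1 on a log axis, with a dot per library and a bar at the mean, sGC subunits in blue and other cyclases in brown. CG34357 stands above both subunits in KC-γ and KC-α/β.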

Similar to its mammalian homologs, *Drosophila* sGC is activated upon binding NO (Morton et al., 2005). 

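Among the other guanylyl cyclases, CG34357, a predicted receptor-type cyclase, is at 179 ± 20.7 TPM in KC-γ, 180 ± 46.5 TPM in KC-α/β (SD, n = 3 each) and 9.99 ± 5.0 TPM in KC-α′/β′ (n = 4). The KC-α′/β′ libraries are poorer, with mean replicate r of 0.604 against 0.878 in KC-γ and 0.790 in KC-α/β, which limits contrasts with this class. Gyc88E, an oxygen-sensing soluble cyclase, reaches 20.4 ± 10.4 TPM and Gyc89Db 10.4 ± 7.73 TPM in KC-α/β. Gyc32E stays at or under 2.55 TPM in mean in every KC class. The log2 ratio of the lower of Gycα99B and Gycβ100B to the highest other cyclase averages −0.30 over the 10 KC libraries (SD 2.41), above 0 in 4, all of KC-α′/β′ (exact sign-flip p = 0.652). With Gycα99B alone in place of the lower subunit the ratio is 0.41 (p = 0.562, exact). Over the cyclases drawn in Fig. 5B, which leave out CG34357, it is 2.95 (SD 1.67), above 0 in 10 of 10 (exact p = 0.00195), a choice made after the values were seen. The 10 libraries are replicates of 3 KC classes and were flipped as if independent. These p-values therefore do not measure the spread between classes. TPM compares RNA amounts between genes, not enzyme activity. From lower levels of other cyclases, the paper proposes that sGC of Gycα99B and Gycβ100B is the main source of cGMP in KCs.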

Transcripts for other guanylyl cyclases were found at lower levels, if at all (Figure 5A–B; Supplementary file 1), suggesting that sGC formed by Gycα99B and Gycβ100B is the primary source of cGMP in KCs. Consistent with these transcriptomic data, we observed that a protein trap Gycβ100B-EGFP fusion protein (MI08892; Venken et al., 2011) was broadly expressed in the MB lobes (Figure 5—figure supplement 1).

**Figure 5.**
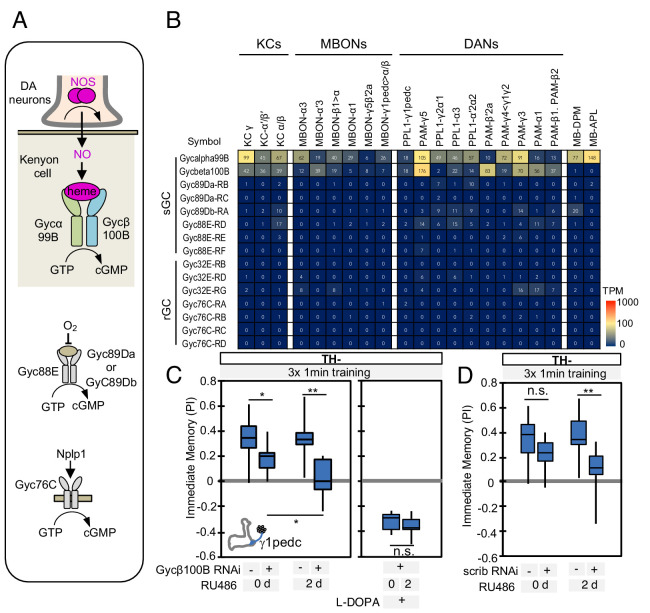
Soluble guanylate cyclase in the KCs is required to form NO-dependent memory. (**A**) Diagram of soluble or receptor guanylyl cyclases in *Drosophila*. (**B**) RNA-seq data indicate coexpression of Gycα99B and Gycβ100B in KCs, MBONs and DANs. For comparison, the expression levels of other guanylate cyclase genes are also shown. Note that RNA-Seq detected transcripts of neuropeptide gene Nplp1 in both PPL1-γ1pedc and PAM-γ5 (Figure 3—figure supplement 8), but expression of its receptor Gyc76C was barely detectable compared to Gycα99B and Gycβ100B. (**C**) Induction of Gycβ100B-shRNA in Kenyon cells by activating MB247-switch driver (Mao et al., 2004) with RU-486 feeding reduced the positive-valence memory induced by PPL1-γ1pedc. We also observed a partial effect in the flies without RU-486, presumably due to leaky expression (Figure 5—figure supplement 1E and F). Negative-valence memory with additional feeding of L-DOPA and carbidopa was not affected by Gycβ100B-shRNA induction in KCs. Memories immediately after 3 × 1 min training are shown. The bottom and top of each box represents the first and third quartile, and the horizontal line dividing the box is the median. (**D**) Induction of scrib-shRNA in KCs also reduced the positive-valence memory induced by activation of PPL1-γ1pedc in a TH mutant background. The whiskers represent the minimum and maximum. N = 12–16. Asterisk indicates significance of designated pair: *, p<0.05; **,p<0.01; n.s., not significant.

**Figure 5—figure supplement 1.**
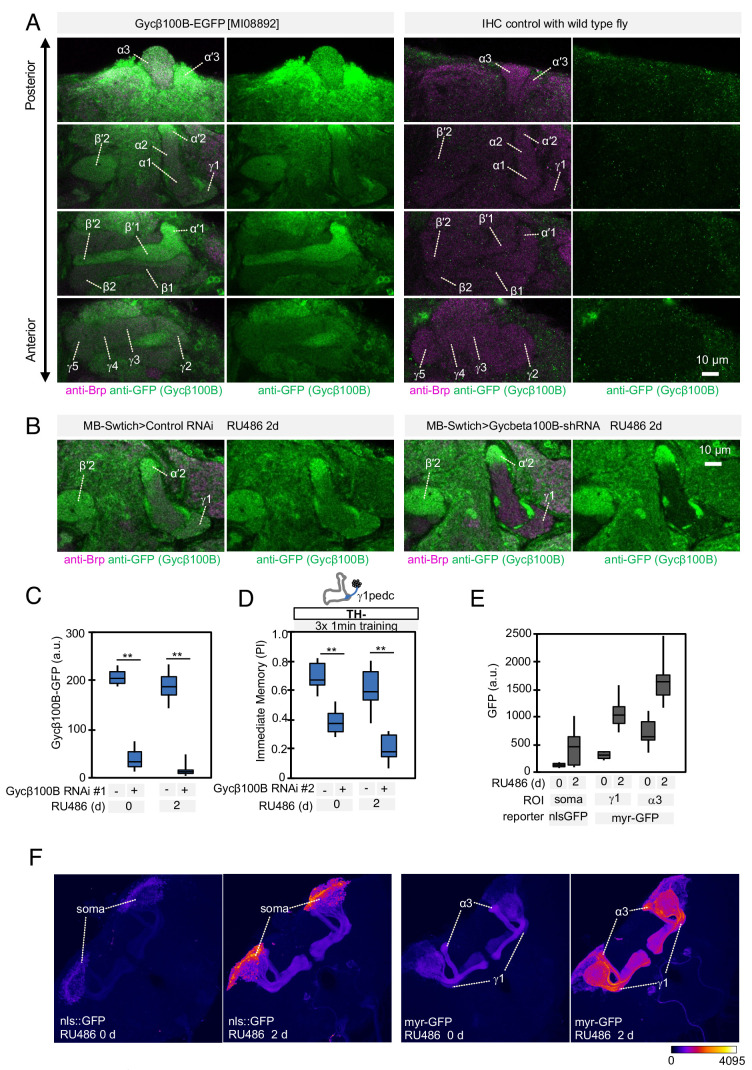
Expression of Gycbeta100B in the mushroom body lobes (**A**) Distribution of Gycbeta100B-EGFP in flies carrying the Gycbeta100B[MI08892-GFSTF.2] construct in the MB lobes is shown in a series of anterior to posterior confocal sections. Right panels show images of wild-type fly, which did not contain the Gycbeta100B-EGFP insertion, prepared with the identical immunolabelling procedure. (**B–D**) Gycbeta100B-EGFP signals in the γ1 (**B**) were markedly reduced with induction of Gycβ100B-shRNA HMJ22589 (**C**) or another RNAi line KK100706 (Dietzl et al., 2007) (**D**) in Kenyon cells. (**E–F**) We detected enhanced induction of reporters by MB-switch after feeding RU486 with low but significant basal expression without RU486 feeding.

**Figure 5—figure supplement 2.**
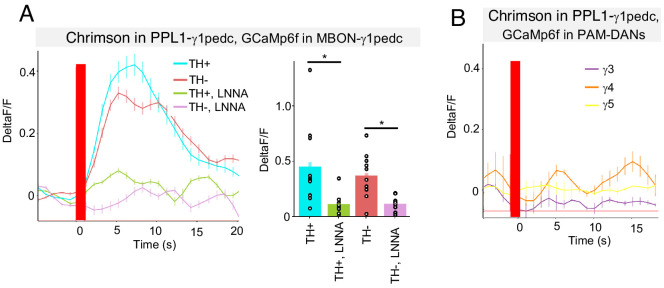
NO from PPL1-γ1pedc activates MBON-γ1pedc but not PAM-DANs in γ3, γ4 and γ5. (**A**) In an ex vivo preparation, optogenetic activation of PPL1-γ1pedc evoked slow and sustained calcium response in MBON-γ1pedc. This response was observed in both TH mutant and wild-type background, but diminished in flies fed with L-NNA. N = 6–10. Error bars indicate SEM. Asterisk indicates significance of designated pair: *, p<0.05. (**B**) Optogenetic activation of PPL1-γ1pedc evoked no obvious calcium response in terminals of PAM-DANs in γ3, γ4 and γ5 compartments.

**Figure 5—figure supplement 3.**
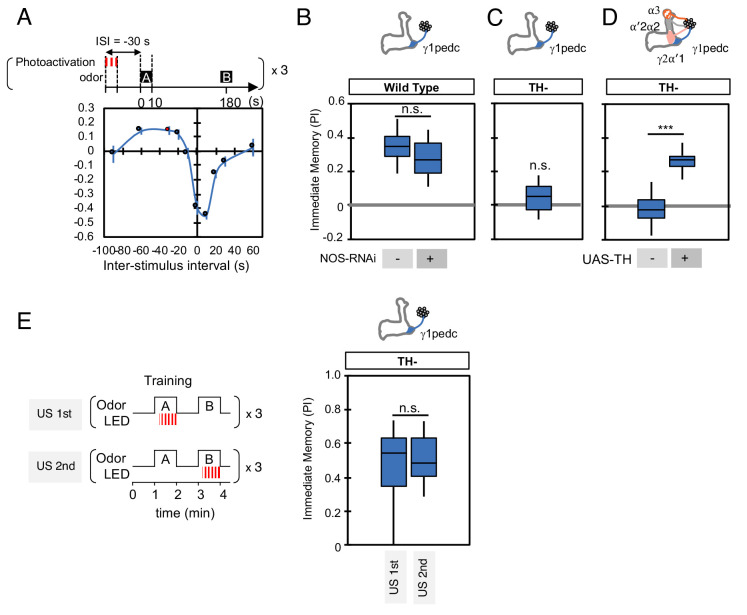
NO is not involved in timing-dependent inversion of valence. (**A**) Activation of PPL1-γ1pedc 30 s prior to odor onset induced appetitive memory (known as ‘relief learning’) in a TH wild type background as shown in this panel reproduced from Aso and Rubin (2016). These data were obtained with 1x training whereas a 3x training protocol was used for the experiments shown in (**B**). N = 10–12. (**B**) Relief learning was not affected by NOS-knockdown in PPL1-γ1pedc. N = 10. (**C–D**) Relief learning was completely abolished in a TH mutant background and could be restored with TH expression in PPL1-DANs. N = 12. (**E**) Paring optogenetic activation of PPL1-γ1pedc with either the first or second presented odor gave similar levels of valence-inverted memory. N = 12. Error bars indicate SEM. Asterisk indicates significance of designated pair in B, D, E or zero in C: *, p<0.001; n.s., not significant.

We tested the role of Gycβ100B with acute RNAi knockdown in KCs using the MB-switch system (McGuire et al., 2003). This RNAi knockdown effectively reduced expression of endogenous Gycβ100B tagged with GFP in the MB (Figure 5—figure supplement 1C). We found that a reduction in Gycβ100B produced in this way abolished the valence-inverted memory induced by activation of PPL1-γ1pedc in a TH mutant background (Figure 5C and Figure 5—figure supplement 1D). Although MB-switch showed significant leaky expression without RU-486 feeding under our experimental conditions (Figure 5—figure supplement 1E and F), we could restore normal aversive memory by feeding TH mutant flies L-DOPA (Figure 5C), indicating that flies carrying MB-switch driven Gycβ100B-RNAi do not have a general defect in learning. Taken together, our data argue strongly that NO functions as cotransmitter that is released by DANs and acts on sGC in postsynaptic KCs to regulate cGMP levels, although our results do not exclude the possibility that NO has other targets. Indeed, both MBONs and DANs express sGC (Figure 5B) and we found that optogenetic stimulation of PPL1-γ1pedc in a TH-mutant background can induce a prolonged increase in calcium levels in MBON-γ1pedc>α/β, which was suppressed by L-NNA (Figure 5—figure supplement 2A). However, DANs expressing sGC in other compartments did not respond to stimulation of PPL1-γ1pedc in a TH-mutant background (Figure 5—figure supplement 2B), raising the possibility that NO may not be able to diffuse over the 30 µm distances required to reach those compartments.

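In MBON-γ1pedc>α/β, the subunit genes of the nitric oxide receptor are at 22.1 ± 2.96 TPM (Gycα99B) and 7.13 ± 2.73 TPM (Gycβ100B; SD, n = 3). MBON-α′3 has them at 23.7 ± 16.2 and 47.3 ± 26.8 TPM (n = 3), and MBON-γ5β′2a has Gycα99B at 8.34, 10.2 and 0.344 TPM and Gycβ100B at 11.7 ± 5.27 TPM (n = 3). In PPL1-γ1pedc they are at 15.9 ± 1.46 and 17.8 ± 3.02 TPM (n = 2). The libraries of MBON-γ1pedc>α/β also hold 1301 to 1369 TPM of glial marker RNA. From sGC in MBONs and DANs and from a calcium response that L-NNA suppressed, the paper states that other targets of nitric oxide are not excluded.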

### NO-dependent and dopamine-dependent memories have different kinetics

The above results establish the functional significance of NOS in a TH mutant background, but leave open the question of what role NO signaling plays in memory formation in wild-type flies. PPL1-γ1pedc induces a valence inverted memory when its activity precedes an odor such that the odor predicts relief from punishment (Aso and Rubin, 2016; Tanimoto et al., 2004). NOS is dispensable for this timing dependent inversion of memory valence (Figure 5—figure supplement 3), an observation consistent with a recent report that timing dependent inversion of long-term-depression of KC-to-MBON synapses to long-term-potentiation is mediated by different dopamine receptors (Handler et al., 2019). Next, we examined if NO-dependent memory requires, *scribble* (*scrib*), a gene encoding a scaffold protein which is important for forgetting; loss of scribble in KCs prolongs memory retention of odor-electric shock associative memories (Cervantes-Sandoval et al., 2016). RNAi knockdown of *scrib* impaired NO-dependent memory in TH-mutant flies (Figure 5D), suggesting a role of NO in regulating memory stability.

To further explore the interplay of dopamine and NO signaling on memory dynamics we examined the consequences of their combined action. First, we examined memory acquisition rates when flies were trained by activation of PPL1-γ1pedc (Figure 6A). In wild-type flies, PPL1-γ1pedc activation as brief as 10 s can induce significant negative-valence memory. Blocking NOS activity with L-NNA did not affect the memory scores observed shortly after a wide range of training protocols (Figure 6B). In contrast, longer and repetitive training was required to induce robust NO-dependent positive-valence memory in the absence of dopamine (Figure 6A–B).

**Figure 6.**
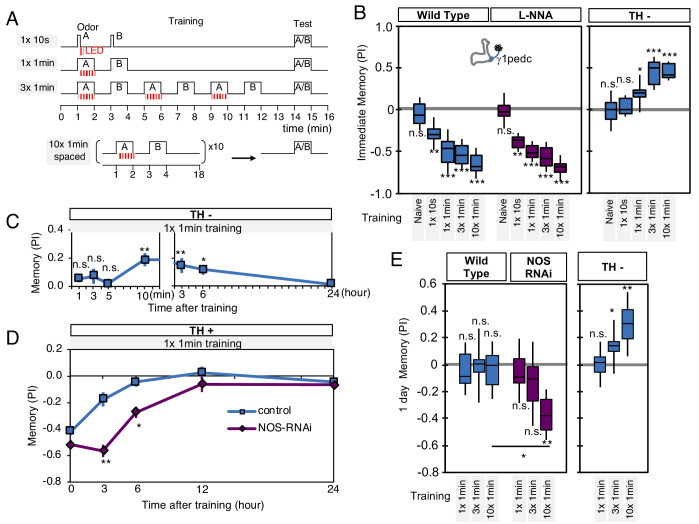
NO-dependent effect develops slowly, requires longer training than dopamine-dependent memory, and shortens memory retention. (**A**) Schematic diagram of training protocols. (**B**) Learning rate by activation of PPL1-γ1pedc in wild type (left; blue), wild type with L-NNA feeding (center; purple) or TH mutant backgrounds (right; blue). Memory scores were not significantly affected by L-NNA feeding in any of the training protocols in wild-type flies. A single 10 s training was insufficient to induce any detectable memory in a TH mutant background, but induced significant negative-valence memory in wild-type background. (**C**) Time course of NO-dependent, positive-valence memory induced by PPL1-γ1pedc in a TH mutant background after 1 × 1 min training. Data point and error bars indicate mean and SEM. N = 8–10. Note that the plot is split in the time axis to better display the kinetics. (**D**) After 1 × 1 min training, a cell-type-specific knock down of NOS in PPL1-γ1pedc prolonged the retention of negative-valence memory induced by PPL1-γ1pedc in wild-type background measured at 3 and 6 hr. Note that expression of NOS-RNAi did not affect the score of immediate memory. N = 12. (**E**) Effect of repetitive trainings on 1-day memory. Repetitive training with activation of PPL1-γ1pedc did not induced significant 1-day memory in wild-type background irrespective of training protocols (blue; left). Flies expressing NOS-shRNA showed significant 1 day memory after 10x spaced training (purple; center). In a TH mutant background (right), appetitive memory was induced by 3X and 10X repetitive training. For activation of PPL1-γ1pedc, VT045661-LexA was used as the driver for experiments in B, C and in the TH mutant background data in E, and MB320C split-GAL4 was used for wild-type and NOS-RNAi data in D. We made consistent observations with both global L-NNA inhibition of NOS and cell-type-specific NOS-RNAi (see Figure 6—figure supplement 1). The bottom and top of each box represents the first and third quartile, and the horizontal line dividing the box is the median. The whiskers represent the minimum and maximum. N = 12–16. Asterisk indicates significance between control and NOS-RNAi in D, between designated pair in E, or from 0 in all others: *, p<0.05; **, p<0.01; ***, p<0.001; n.s., not significant.

**Figure 6—figure supplement 1.**
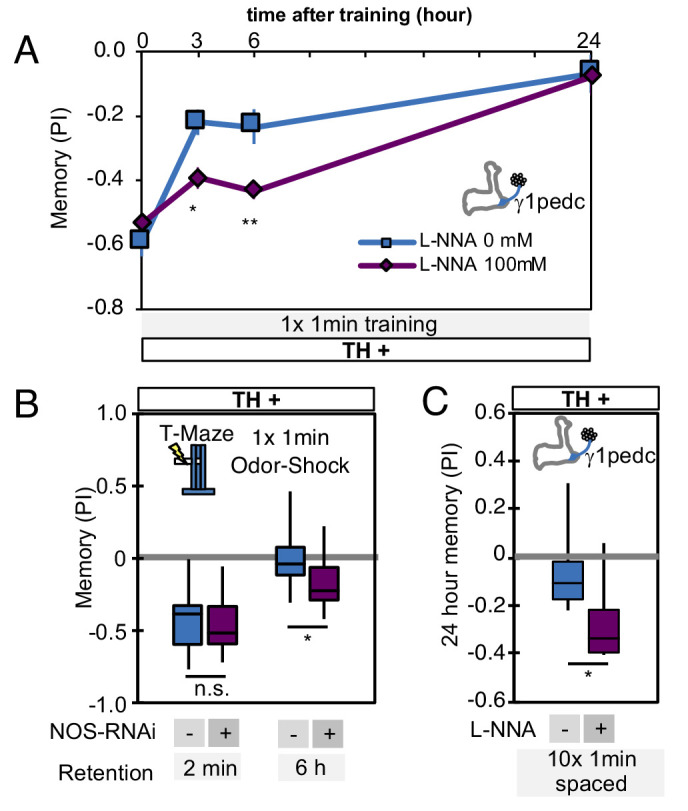
Comparison of the effects of NOS-RNAi and L-NNA. (**A**) L-NNA feeding prolonged retention of memory induced by 1 × 1 min training with PPL1-γ1pedc activation at 3- and 6 hr time points, as observed with NOS-RNAi (Figure 6C). VT045661-LexA was used as a driver to express CsChrimson-mVenus. Data point and error bars indicate mean and SEM. *, p<0.05; **, p<0.01 (**B**) Knockdown of NOS in PPL1-γ1pedc with NOS-RNAi prolonged memory retention after 1 × 1 min training with 60V electric shock. N = 12. (**C**) Inhibition of NOS by L-NNA prolonged the retention of memory that was induced by 10x spaced training with activation of PPL1-γ1pedc using the VT045661-LexA driver. N = 12. The bottom and top of each box in (**B**) and (**C**) represents the first and third quartile, and the horizontal line dividing the box is the median. The whiskers represent the minimum and maximum. *, p<0.05.

Riemensperger et al. (2011) reported that dopamine-deficient flies developed weak positive-valence memory after odor-shock conditioning, but this memory was not detectable until 2 hr after the training. Motivated by this observation, we examined the kinetics of NO-dependent memory formation and the role of NOS in memory retention. When we used a single cycle of training, we found that NO-dependent memory develops slowly over time. Memory scores were not significantly different from zero at 1, 3, 5 min after training, and only became significant after 10 min. Once formed, however, these NO-dependent memories were long lasting and were still more than half maximal after 6 hr (Figure 6C). This result contrasts with the time course of memory formation by PPL1-γ1pedc activation in a wild-type background, where memory is detectable within 1 min after training but has a half-life of only 2–3 hr (Aso et al., 2012). These observations raised the possibility that NO signaling, with its opposite valence and slower dynamics, might serve to limit memory retention in a wild-type background. Indeed, we found that expression of NOS-RNAi or L-NNA feeding prolonged the retention of memories induced by either optogenetic training with PPL1-γ1pedc or odor-shock conditioning (Figure 6D, Figure 6—figure supplement 1A–B).

Memory persistence is often enhanced by repetitive training. However, PPL1-γ1pedc fails to induce long-lasting memory even after 10x repetitive training at spaced intervals (Aso and Rubin, 2016). In contrast, other DANs from the PPL1 cluster that do not exhibit significant NOS expression, PPL1-α3 or a combination of PPL1-γ2α'1 and PPL1-α'2α2, are able to induce stable memory lasting for 4 days after 10x spaced training (Aso and Rubin, 2016). 

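PPL1-α′2α2 has Nos at 15.3 and 4.63 TPM in its 2 libraries (type mean 2.82 TPM in PPL1-α3 and 1.50 TPM in PPL1-γ2α′1). Of this, Nos-RA is 4.22 and 4.63 TPM, under the lowest library of PPL1-γ1pedc and of PAM-γ5. In the library at 15.3 TPM Nos-RF has the largest share, and the other also holds 1714.5 TPM of glial marker RNA. By FISH, the paper reports a NOS signal in somata of PPL1-γ1pedc and none in PPL1-α′2α2. From memory of 1 day with PPL1-γ1pedc when NOS was knocked down or blocked by L-NNA, the paper proposes that nitric oxide makes the difference in retention between these types.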

Our results strongly suggest that NO signaling is responsible for this difference in memory retention. Spaced training with PPL1-γ1pedc induced memory lasting 1 day when NOS signaling was compromised, either by knockdown with RNAi (Figure 6E) or inhibition by L-NNA (Figure 6—figure supplement 1C). The valence-inverted memories formed in the γ1pedc compartment following repetitive training in TH mutants also lasted 1 day after training (Figure 6E). Thus, the effects of NOS signaling accumulate slowly, but can be long lasting. These effects are antagonistic to memories formed by dopamine signaling, and serve to sculpt the time course of memory retention. As discussed below, NO-signaling also contributes to other features of memory dynamics.

### Nitric oxide enhances fast updating of memory

We designed behavioral experiments to examine memory dynamics when flies that had been previously trained encounter a new experience. We tested three different types of new experience: (1) switching which odor is paired with DAN activation during odor conditioning (reversal conditioning); (2) exposing flies to odors without DAN activation; and (3) activating DANs without odor exposure (Figure 7A). In wild-type flies, odor preference can be altered by a single trial of reversal conditioning with PPL1-γ1pedc activation (Figure 7B, left), whereas this process became slower and required more training when NOS was inhibited (Figure 7B; center), such that switching odor preference required a repetition of reversal conditioning. In TH mutants, NO-dependent memory was also altered by reversal conditioning, but with an even slower time course (Figure 7B; right). The second type of new experience, exposure to odors alone, did not change the existing memory in this assay (Figure 7C). The third type of new experience, DAN activation alone, quickly reduced conditioned odor response in wild-type flies. Inhibiting NOS slowed this process (Figure 7D; center). NO-dependent memory was also reduced by unpaired activation of DANs, but it took five trials to detect significant reduction (Figure 7D; right). These results suggest that both the slow formation and the persistence of NO-dependent memory facilitate the fast updating of memories stored in NOS-positive MB compartments in response to changing conditions.

**Figure 7.**
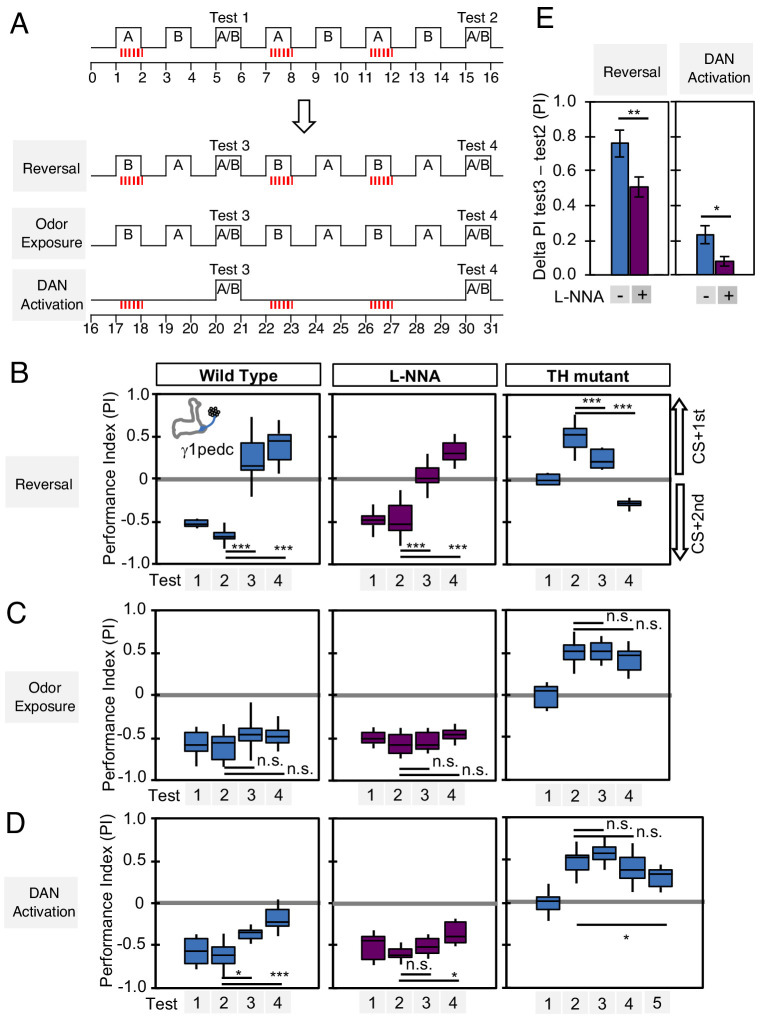
Nitric oxide enhances fast update of memory. (**A**) Experimental design to measure dynamics of memory when flies encounter new experiences after establishing an initial odor memory by the 3 × 1 min spaced training pairing odor presentation and optogenetic PPL1-γ1pedc activation. (**B**) In reversal learning, the control odor in the first three trainings was now paired with activation of PPL1-γ1pedc. In all three cases, the first reversal learning was sufficient to modify the odor preference. However, only in wild-type flies was this change large enough that the flies preferred the new odor. In L-NNA fed or TH mutant (dopamine deficient) flies changing the odor preference required multiple training sessions with the new odor. (**C**) Three exposures to each of the two odors did not significantly change the odor preference in any of the three sets of flies. (**D**) One activation of PPL1-γ1ped without odor quickly reduced the conditioned response in wild type. L-NNA fed flies or dopamine deficient flies required three or five times, respectively, repetitions of PPL1-γ1ped activation to significantly reduce the conditioned response. The bottom and top of each box in (**B–D**) represents the first and third quartile, and the horizontal line dividing the box is the median. The whiskers represent the minimum and maximum. (**E**) Changes in PI induced by 3x training (as measured in Test 2) resulting from the first reversal training (left) or from DAN activation without odor presentation (right) (as measured in Test 3). The observed changes were significantly larger in wild-type flies compared to L-NNA fed flies. *, p<0.05; **, p<0.01.

### Modeling the function of NO and dopamine in memory dynamics

To understand the interplay between dopamine (DA) and NO-dependent plasticity, we fit a minimal model to our data that accounts for the observed effects of these two pathways on the formation of odor memories. We then used this model both to infer the parameters of a synaptic plasticity rule consistent with the data as well as to test hypotheses about the mechanisms of DA and NO-mediated synaptic modifications that would be able to generate the memory dynamics we observed. Imaging and physiology experiments have demonstrated that DANs induce intracellular signaling cascades in KCs and bidirectionally modulate the weights of KC-MBON synapses, with the direction of the plasticity determined by whether each KC is active or inactive (Cohn et al., 2015; Gervasi et al., 2010; Hattori et al., 2017; Hige et al., 2015; Berry et al., 2018; Boto et al., 2014; Tomchik and Davis, 2009; Owald et al., 2015; Bouzaiane et al., 2015; Cassenaer and Laurent, 2012; Handler et al., 2019; Okada et al., 2007). This dependence on presynaptic KC firing ensures the odor-specificity of memories formed following DAN activation. NO-dependent memories, like DA-dependent memories, are odor-specific, suggesting that plasticity induced by NO also depends on KC activity. Based on this observation and the results of previous studies, we constructed our model by assuming that: (1) both DA and NO bidirectionally modulate KC-MBON synapses depending on KC activity, (2) memory decay is due to background levels of DAN activity following conditioning (Plaçais et al., 2012; Berry et al., 2018; Sitaraman et al., 2015), and (3) the effects of DA and NO occur via independent pathways and can coexist (Figure 6).

Specifically, we denoted the effects of DA and NO-dependent synaptic plasticity at time *t* by two quantities, *D(t)* and *N(t)*, that lie between 0 and 1. We assumed that coincident KC-DAN activation increases *D* and *N* with a timescale of 30 s and 10 min, respectively, to account for the slower induction of NO-mediated effects (Figure 8A,B). Based on previous observations in TH wild-type flies that pairing of activation of the PPL1-γ1pedc DAN with odor induces synaptic depression between odor activated KCs and MBON-γ1pedc>α/β (Hige et al., 2015), we assumed that the effect of an increase in *D* is a reduction in the weight of the corresponding KC-MBON synapse (Figure 8B, left). As the activity of this MBON promotes approach behavior (Aso et al., 2014b; Owald et al., 2015), its reduced response to the conditioned odor after DA-dependent synaptic depression results in avoidance during subsequent odor presentations. In the TH-null background, in contrast, we have shown that PPL1-γ1pedc activation leads to a positive-valence memory (Figure 2). This is most readily explained in our model by assuming that, in such flies, NO induces potentiation of synapses between odor-activated KCs and MBONs (Figure 8B, right). Thus, in the model, the effect of an increase in *N* is an increase in synaptic weight, opposite to the effect of *D*. Finally, based on observations that activation of DANs alone can reverse synaptic depression induced by KC-DAN pairing (Cohn et al., 2015; Hattori et al., 2017; Berry et al., 2018), we assumed that DAN activation in the absence of KC activity causes a reduction in *D* and *N*, recovering the synapse to its baseline weight.

**Figure 8.**
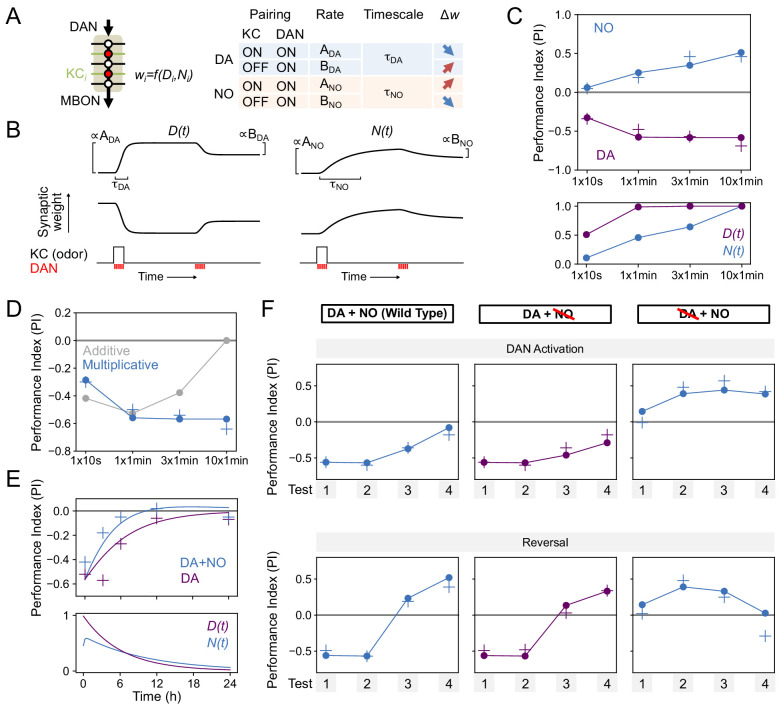
Modeling dopamine and NO mediated plasticity (**A**) Summary of plasticity model for independent dopaminergic (DA) and NO pathways. Synaptic weight *w*_i_ from KC_i_ to an MBON is increased or decreased depending on the pairing protocol. *A* and *B* determine the magnitude of the depression or potentiation induced by pairing, and τ determines the timescale over which weight changes occur. (**B**) Illustration of the effects of the model in (**A**), for only DA (left) or only NO (right) dependent plasticity. In each plot, KC and DANs are first co-activated, followed by a later DA activation without KC activation. (**C**) Top: Model performance index (PI) for different pairing protocols. In (**C**)-(**F**), crosses represent the means of data from Figure 7. Bottom: Dynamics of *D(t)* and *N(t)* in the model. (**D**) Modeling effects of combined DA and NO dependent plasticity. Gray curve: synaptic weights *w(t)* are modeled as an additive function of DA and NO dependent effects *D(t)* and *N(t)*, *w(t) ∝ N(t) – D(t)*. Blue curve: a multiplicative interaction with *w(t) ∝ (1 + N(t)) (1 – D(t))*. (**E**) Modeling 24 hr memory decay following 1 × 1 min odor pairing. We assume a low level of spontaneous DAN activity and choose *B_DA_* and *B_NO_* to fit the data. Top: Performance index in model and data. Blue curve: control. Purple curve: only DA-dependent plasticity (compared to data from NOS-RNAi experiment). Bottom: Dynamics of *D(t)* and *N(t)* in the model. (**F**) Modeling effects of DAN activation and reversal learning. *B_DA_* and *B_NO_* are chosen to fit the effects of DAN activation (top). The model qualitatively reproduces the effects of reversal learning (bottom) with no free parameters.

**Figure 8—figure supplement 1.**
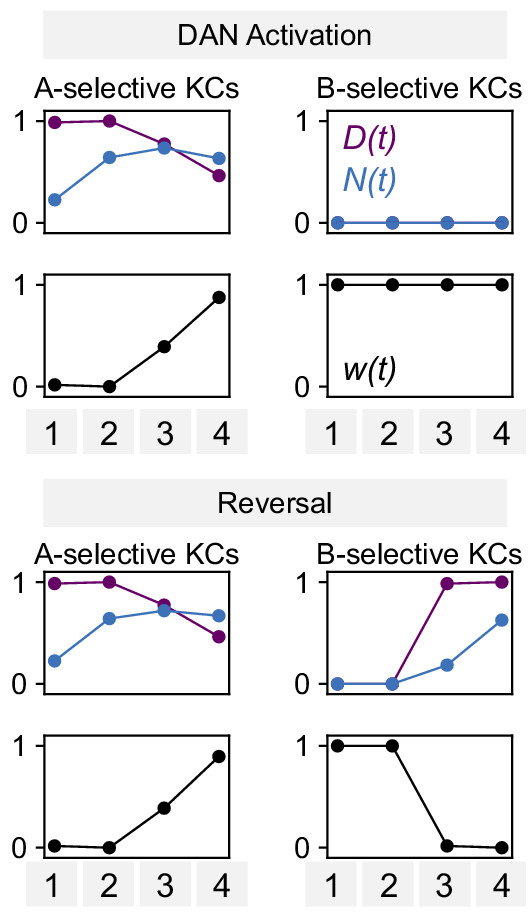
Parameters for modeling dopamine and NO mediated plasticity. Values of *N(t), D(t),* and synaptic weight *w(t)* for the model of DAN-activation and reversal protocols in Figure 8F. Plots of ‘A-selective KCs’ show *N(t)* and *D(t)*for KCs that represent the odor paired with DAN activation in the first two pairings, whereas ‘B-selective KCs’ show *N(t)* and *D(t)* for KCs that represent the corresponding odor for the second two pairings (Figure 7A).

**Figure 8—figure supplement 2.**
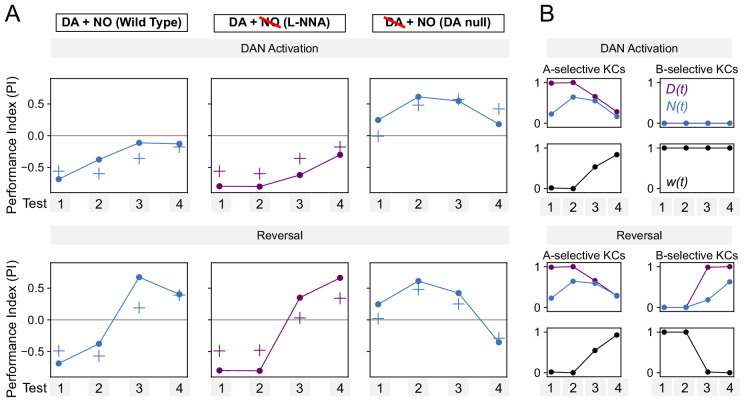
Performance of additive model on DAN activation and reversal paradigms. (**A**) Same as Figure 7F, but for a model in which DA and NO effects are additive, *w(t) ∝ N(t) – D(t).* The model produces a worse fit than the multiplicative model (Figure 7F). (**B**) Same as Figure 8—figure supplement 1, but for the additive model.

We fit the model by assuming that the performance index (PI) is determined by the odor-evoked activation of the MBON and then determining the parameters that best match the behavioral data reported in Figure 6B–D. We used data that isolates the effects of DA and NO-dependent plasticity mechanisms to fit the parameters for the two pathways separately (see Materials and methods). In the resulting model, NO-dependent plasticity develops more gradually and requires more KC-DAN pairings to produce a memory of equal magnitude, compared to DA-dependent plasticity (Figure 8C).

We next asked how these plasticity mechanisms interact to determine effective KC-to-MBON synaptic weights when both DA and NO pathways are active. The synaptic weight is a function of both DA and NO-mediated effects, *w = f(D,N)*. One possibility for the function *f* is a difference between terms corresponding to DA-dependent depression and NO-dependent facilitation; that is, *w ∝ N – D*. When we fit a model with this functional form to our data, we found that it incorrectly predicts a reduction in memory strength after repeated pairings, because of the slower accumulation of NO-dependent facilitation after DA-dependent potentiation has saturated (Figure 8D, gray curve; Figure 8C). Another possibility for *f* is a multiplicative form, for example *w ∝* (1 - *D*) *×* (1 *+ N*). While we cannot unambiguously determine the identity of the biophysical parameters underlying DA and NO-mediated effects, such a form would arise naturally if the two pathways modulated parameters such as quantal size and the probability of synaptic vesicle release from KCs. We found that the multiplicative model provides a good match to our data (Figure 8C, blue curve). In this model, strong DA-dependent depression (i.e. *D* close to 1) leads to a small synaptic weight even in the presence of NO-dependent facilitation.

We further tested our model by investigating its behavior in other paradigms. Assuming that spontaneous activity in DANs leads to memory decay (Plaçais et al., 2012; Berry et al., 2018; Sitaraman et al., 2015) accounted for the NO-dependent reduction in memory lifetime that we observed (Figure 8E). Fitting the magnitudes of DA-dependent facilitation and NO-dependent depression in the absence of KC activity using the data of Figure 7D also predicted the dynamics of reversal learning and its facilitation by NO with no additional free parameters (Figure 8F; Figure 8—figure supplement 1). On the other hand, the additive model failed to accurately predict these dynamics (Figure 8—figure supplement 2). In total, modeling a multiplicative interaction between DA- and NO-dependent plasticity accounts for the immediate effects of these pathways on odor memories that we observed experimentally. A notable exception is that this model cannot account for the enhanced persistence of memories after 10x training for DA or NO-null conditions (Figure 6E), suggesting a recruitment of additional consolidation mechanisms after spaced conditioning, as previously proposed (Pagani et al., 2009; Tully et al., 1994; Pai et al., 2013; Scheunemann et al., 2018; Cervantes-Sandoval et al., 2013; Miyashita et al., 2018; Huang et al., 2012; Akalal et al., 2011). Also, we found that spaced training with PPL-α3 can induce long-lasting memory but it requires at least 3 hr after training to develop (Figure 9A). This observation is consistent with the report that protein synthesis in MBON-α3 in the first 3 hr time window after odor-shock spaced training is required for LTM formation (Pai et al., 2013; Wu et al., 2017), but the current model does not account for the postsynaptic parameters.

**Figure 9.**
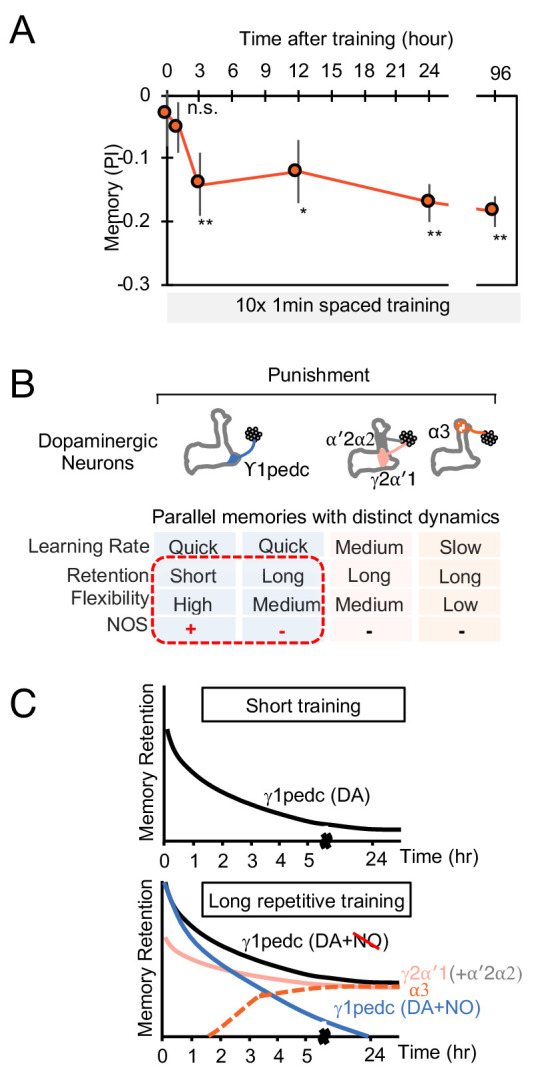
The MB stores parallel memories with distinct dynamics. (**A**) Flies were trained with 10 × 1 min spaced protocol with activation of PPL1-α3 (Figure 6A) and tested at different retention times. Memory was not detectable immediately after training and at 1 hr, but became significant after 3 hr. Data point and error bars indicate mean and SEM. N = 12–16. *, p<0.05; **, p<0.01 (**B**) Summary of this study. NOS diversify memory dynamics of MB compartments by reducing memory retention but enhancing flexibility. (**C**) A conceptual model of how naturalistic punishment (e.g. heat) induce memories that have distinct dynamics as flies experience training events. Punishment activate all PPL1-α3, γ2α′1 (MB-MV1) and γ1pedc (MB-MP1) to similar level (Kirkhart and Scott, 2015; Mao and Davis, 2009). PPL1-α′2/α′2 (MB-V1) does not respond to heat and shock (Kirkhart and Scott, 2015; Mao and Davis, 2009) and cannot induce aversive memory by itself, but can have a synergistic effect on memory retention when coactivated with PPL1-γ2α′1 (Aso and Rubin, 2016). Top: A one-time short training event first induces memory only in the γ1pedc compartment because of the fast learning rate by PPL1-γ1pedc (Aso and Rubin, 2016; Hige et al., 2015). This short-training is insufficient to induce NO-dependent memory (Figure 6B). Bottom: When flies experience similar training repeatedly, stable memories will form in the compartments with slower learning rates (i.e. γ2α′1 and α3) (Aso and Rubin, 2016). Repetitive training also promotes NO-dependent processes to reduce memory retention and enhance flexibility in the γ1pedc. After repetitive training, PPL1-γ1pedc also regulates stability of memories (Awata et al., 2019; Plaçais et al., 2012), but NO’s role in that process is unknown.

## Discussion

Evidence from a wide range of organisms establishes that dopaminergic neurons often release a second neurotransmitter, but the role of such cotransmitters in diversifying neuronal signaling is much less clear. In rodents, subsets of dopaminergic neurons co-release glutamate or GABA (Maher and Westbrook, 2008; Stuber et al., 2010; Sulzer et al., 1998; Tecuapetla et al., 2010; Tritsch et al., 2012). In mice and *Drosophila*, single-cell expression profiling reveals expression of diverse neuropeptides in dopaminergic neurons (Croset et al., 2018; Poulin et al., 2014). EM connectome studies of the mushroom body in adult and larval *Drosophila* reveal the co-existence of small-clear-core and large-dense-core synaptic vesicles in individual terminals of dopaminergic neurons (Eichler et al., 2017; Takemura et al., 2017); moreover, the size of the observed large-dense-core vesicles differs between DAN cell types (Takemura et al., 2017).

We found that NOS, the enzyme that synthesizes NO, was located in the terminals of a subset of DAN cell types. NOS catalyzes the production of nitric oxide (NO) from L-arginine. *Drosophila* NOS is regulated by Ca^2+^/calmodulin (Regulski and Tully, 1995), as is the neuronal isoform of NOS in the mammalian brain (Abu-Soud and Stuehr, 1993), raising the possibility that NO synthesis might be activity dependent. Furthermore, the localization of the NOS1 protein in the axonal terminals of DANs (Figure 3D) is consistent with NO serving as a cotransmitter. Our conclusion that NO acts as a neurotransmitter is supported by the observation that NO signaling requires the presence of a putative receptor, soluble guanylate cyclase, in the postsynaptic Kenyon cells. This role contrasts with the proposed cell-autonomous action of NOS in the ellipsoid body, in which NO appears to target proteins within the NOS-expressing ring neurons themselves, rather than conveying a signal to neighboring cells (Kuntz et al., 2017).

The valence-inversion phenotype we observed when PPL1-γ1pedc was optogenetically activated in a dopamine-deficient background can be most easily explained if NO induces synaptic potentiation between odor-activated KCs and their target MBONs. Our modeling work is consistent with this idea, but testing this idea and other possible mechanisms for NO action will require physiological experiments.

### Antagonistic functions of dopamine and nitric oxide

During olfactory learning, the concentration of Ca^2+^ in KC axons represents olfactory information. The coincidence of a Ca^2+^ rise in spiking KCs and activation of the G-protein-coupled Dop1R1 dopamine receptor increases adenylyl cyclase activity (Abrams et al., 1998; Boto et al., 2014; Byrne et al., 1991; Kim et al., 2007; McGuire et al., 2003; Tomchik and Davis, 2009). The resultant cAMP in turn activates protein kinase A (Gervasi et al., 2010; Skoulakis et al., 1993), a signaling cascade that is important for synaptic plasticity and memory formation throughout the animal phyla (e.g. Davis et al., 1995). In contrast, when DANs are activated without KC activity, and thus during low intracellular Ca^2+^ in the KCs, molecular pathways involving the Dop1R2 receptor, Rac1 and Scribble facilitate decay of memory (Berry et al., 2012; Cervantes-Sandoval et al., 2016; Kim et al., 2007; Shuai et al., 2010).

We found that NOS in PPL1-γ1pedc shortens memory retention, while facilitating fast updating of memories in response to new experiences. These observations could be interpreted as indicating that NO regulates forgetting. Indeed, NO-dependent effect requires *scribble* in KCs, a gene previously reported as a component of active forgetting (Figure 5D). However, it is an open question whether the signaling pathways for forgetting, which presumably induce recovery from synaptic depression (Berry et al., 2018; Cohn et al., 2015), are related to signaling cascades downstream of NO and guanylate cyclase, which appear to be able to induce memory without prior induction of synaptic depression by dopamine. Lack of detectable 1-day memory formation after spaced training with PPL1-γ1pedc can be viewed as a balance between two distinct, parallel biochemical signals, one induced by dopamine and the other by NO (Figure 6E), rather than the loss of information (that is, forgetting). Confirming this interpretation will require better understanding of the signaling pathways downstream of dopamine and NO. The search for such pathways will be informed by the prediction from our modeling that dopamine and NO may alter two independent parameters that define synaptic weights with a multiplicative interaction.

In the vertebrate cerebellum, which has many architectural similarities to the MB (Farris, 2011; Marr, 1969; Medina et al., 2002), long-term-depression at parallel fiber-Purkinje cell synapses (equivalent to KC-MBON synapses) induced by climbing fibers (equivalent to DANs) can coexist with long-term-potentiation by NO (Bredt et al., 1990; Lev-Ram et al., 2002; Shibuki and Okada, 1991). In this case, the unaltered net synaptic weight results from a balance between coexisting LTD and LTP rather than recovery from LTD. This balance was suggested to play an important role in preventing memory saturation in the cerebellum and allowing reversal of motor learning. In the *Drosophila* MB, we observed a similar facilitation of reversal learning by NO (Figure 7B). The antagonistic roles of NO and synaptic depression may be a yet another common feature of the mushroom body and the cerebellum.

### Distinct dynamics of dopamine and nitric oxide

Opposing cotransmitters have been observed widely in both invertebrate and vertebrate neurons (Nusbaum et al., 2017). A common feature in these cases is that the transmitters have distinct time courses of action. For instance, hypothalamic hypocretin-dynorphin neurons that are critical for sleep and arousal synthesize excitatory hypocretin and inhibitory dynorphin. When they are released together repeatedly, the distinct kinetics of their receptors result in an initial outward current, then little current, and then an inward current in the postsynaptic cells (Li and van den Pol, 2006). In line with these observations, we found that dopamine and NO show distinct temporal dynamics: NO-dependent memory requires repetitive training and takes longer to develop than dopamine-dependent memory. What molecular mechanisms underlie these differences? Activation of NOS may require stronger or more prolonged DAN activation than does dopamine release. Alternatively, efficient induction of the signaling cascade in the postsynaptic KCs might require repetitive waves of NO input. Direct measurements of release of dopamine and NO, and downstream signaling events by novel sensors will be needed to address these open questions (Chen et al., 2014b; Eroglu et al., 2016; Patriarchi et al., 2018; Sun et al., 2018; Tang and Yasuda, 2017).

### Toward subcellular functional mapping of memory genes

Decades of behavioral genetic studies have identified more than one hundred genes underlying olfactory conditioning in *Drosophila* (Keene and Waddell, 2007; McGuire et al., 2005; Thurmond et al., 2019; Walkinshaw et al., 2015). Mutant and targeted rescue studies have been used to map the function of many memory-related genes encoding synaptic or intracellular signaling proteins (for example, rutabaga, DopR1/dumb, DopR2/DAMB, PKA-C1/DC0, Synapsin, Bruchpilot, Orb2 and Rac1) to specific subsets of Kenyon cells (Akalal et al., 2006; Berry et al., 2012; Blum et al., 2009; Gervasi et al., 2010; Han et al., 1996; Kim et al., 2007; Knapek et al., 2011; Krüttner et al., 2015; McGuire et al., 2003; Niewalda et al., 2015; Pavot et al., 2015; Qin et al., 2012; Shuai et al., 2010; Skoulakis et al., 1993; Trannoy et al., 2011; Vanover et al., 2019; Zars et al., 2000). However, it is largely unknown if these proteins physically colocalize at the same KC synapses to form intracellular signaling cascades. Some of these proteins might preferentially localize to specific MB compartments. Alternatively, they may distribute uniformly along the axon of Kenyon cells, but be activated in only specific compartments. Our identification of cell-type-specific cotransmitters in DANs enabled us to begin to explore this question.

We used optogenetic activation of specific DANs to induce memory in specific MB compartments, while manipulating genes in specific types of KCs. This approach allowed us to map and characterize the function of memory-related genes at a subcellular level. For example, the Gycbeta100B gene, which encodes a subunit of sGC, has been identified as ‘memory suppressor gene’ that enhances memory retention when pan-neuronally knocked down (Walkinshaw et al., 2015), but the site of its action was unknown. Gycbeta100B appears to be broadly dispersed throughout KC axons, based on the observed distribution of a Gycbeta100B-EGFP fusion protein (Figure 5—figure supplement 1). Our experiments ectopically expressing NOS in PPL1-α3 DANs that do not normally signal with NO is most easily explained if sGC is available for activation in all MB compartments (Figure 4D–E, Figure 4—figure supplement 1).

What are the molecular pathways downstream to cGMP? How do dopamine and NO signaling pathways interact in regulation of KC synapses? Previous studies and RNA-Seq data suggest several points of possible crosstalk. In cultured KCs from cricket brains, cGMP-dependent protein kinase (PKG) mediates NO-induced augmentation of a Ca^2+^ channel current (Kosakai et al., 2015). However, we failed to detect expression of either of the genes encoding *Drosophila* PKGs (foraging and Pkg21D) in KCs in our RNA-Seq studies (Supplementary file 1). On the other hand, cyclic nucleotide-gated channels and the cGMP-specific phosphodiesterase Pde9 are expressed in KCs. 

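for (foraging) and Pkg21D encode the cGMP-dependent protein kinases of the fly. for is listed at 0 in all 10 KC libraries, and Pkg21D in 9 of 10, the other being a KC-γ library at 0.242 TPM. Other types hold little too, for reaching a mean of 3.36 TPM in PAM-γ3 among DANs. Since genes used by every cell are at 0 in some libraries, these zeros do not prove that for and Pkg21D are silent in KCs. The paper states that neither kinase was detected in KCs.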

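Pde9, the phosphodiesterase that breaks down cGMP, is at 86.6 ± 7.66 TPM in KC-γ, 37.7 ± 9.28 TPM in KC-α′/β′ and 124 ± 45.2 TPM in KC-α/β (SD, n = 3, 4 and 3). The channel gene Cngl is at 1068 ± 184, 905 ± 247 and 183 ± 32.8 TPM in these classes, and CG42260 at 257 ± 32.8, 197 ± 35.1 and 375 ± 126 TPM. CngB is at 23.3 ± 10.4 TPM in KC-γ and 37.9 ± 7.83 TPM in KC-α/β, while CngA is at 0 in 5 of 10 KC libraries. Of 12 genes listed as cGMP targets, Pde11 is the 1 higher in DANs than in KCs (limma, log2 3.76, SE 0.99, adjusted p = 0.0365, lost without any 1 KC class, adjusted p up to 0.47). dnc is the 1 lower in MBONs than in KCs (5 over the list alone). This gene is also in the cAMP list, so its calls here do not speak for cGMP. Between DANs and MBONs 0 differ (5 over the list alone). In PAM-γ5, 3 are higher, Pde1c (2.25, SE 0.41, adjusted p = 0.00326), Pde11 (2.56, adjusted p = 0.0381) and Pde9 (1.74, SE 0.45, adjusted p = 0.0454), and Cngl is lower (−3.76, SE 0.51, adjusted p = 8.47e-05; 4 higher and 2 lower over the list alone). PAM-β1 with PAM-β2 has more Pde11 than PAM-γ5 in mean, and PAM-β′2a more Pde9. Pde11 and Pde9 lose the call when single PAM-γ5 libraries are left out (adjusted p up to 0.138 and 0.211). In PAM-γ4, 2 are lower, dnc (−2.39, adjusted p = 0.0338) and CG42260 (−2.10, adjusted p = 0.0444), both lost without any 1 library (adjusted p up to 0.171 and 0.352).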

Biochemical studies have shown that the activity of sGC is calcium dependent and that PKA can enhance the NO-induced activity of sGC by phosphorylating sGC; sGC isolated from flies mutant for adenylate cyclase, *rutabaga*, show lower activity than sGC from wild-type brains (Morton et al., 2005; Shah and Hyde, 1995), suggesting crosstalk between the cAMP and cGMP pathways.

### The benefits of parallel memory units with heterogeneous dynamics

All memory systems must contend with a tension between the strength and longevity of the memories they form. The formation of a strong immediate memory interferes with and shortens the lifetimes of previously formed memories, and reducing this interference requires a reduction in initial memory strength that can only be overcome through repeated exposure (Amit and Fusi, 1994). Theoretical studies have argued that this tension can be resolved by memory systems that exhibit a heterogeneity of timescales, balancing the need for both fast, labile memory and slow consolidation of reliable memories (Fusi et al., 2005; Lahiri and Ganguli, 2013; Benna and Fusi, 2016). The mechanisms responsible for this heterogeneity, and whether they arise from complex signaling within synapses themselves (Benna and Fusi, 2016), heterogeneity across brain areas (Roxin and Fusi, 2013), or both, have not been identified.

We found that NO acts antagonistically to dopamine and reduces memory retention (Figure 6) while facilitating the rapid updating of memory following a new experience (Figure 7). Viewed in isolation, the NO-dependent reduction in memory retention within a single compartment may seem disadvantageous, but in the presence of parallel learning pathways, this shortened retention may represent a key mechanism for the generation of multiple memory timescales that are crucial for effective learning. During shock conditioning, for example, multiple DANs respond to the aversive stimulus, including PPL1-γ1pedc, PPL1-γ2α'1, PPL1-α3 (Mao and Davis, 2009; Riemensperger et al., 2005). We have shown that optogenetic activation of these DAN cell types individually induces negative-valence olfactory memory with distinct learning rates (Aso and Rubin, 2016). The NOS-expressing PPL1-γ1pedc induces memory with the fastest learning rate in a wild-type background, and we show here that it induces an NO-dependent memory trace when dopamine synthesis is blocked, with a much slower learning rate and opposite valence. Robust and stable NO-dependent effects were only observed when training was repeated 10 times (Figure 6E). Under such repeated training, compartments with slower learning rates, such as α3, form memory traces in parallel to those formed in γ1pedc (Pai et al., 2013; Séjourné et al., 2011; Wu et al., 2017). Thus, flies may benefit from the fast and labile memory formed in γ1pedc without suffering the potential disadvantages of shortened memory retention, as long-term memories are formed in parallel in other compartments (Figure 9B). The *Drosophila* MB provides a tractable experimental system to study the mechanisms and benefits of diversifying learning rate, retention, and flexibility in parallel memory units, as well as exploring how the outputs from such units are integrated to drive behavior.

## Materials and methods

### Flies

*Drosophila* strains used in this study are listed in the Supplementary file 2 KEY RESOURCES TABLE. Crosses listed in Supplementary file 3 were kept on standard cornmeal food supplemented with retinal (0.2 mM all-trans-retinal prior to eclosion and then 0.4 mM) at 21°C at 60% relative humidity in the dark. Female flies were sorted on cold plates at least 1 d prior to the experiments, and 4–10 day old flies were used for experiments. Additional drugs were administered by feeding with retinal containing fly food mixed with drugs. The L‐DOPA (D9628, Sigma) or L-NNA were mixed directly into melted fly food at final concentrations of 1 mg/ml or 1–100 mM, respectively. S‐(−)‐Carbidopa (C1335, Sigma) was dissolved in 1 ml of water at 10x the final concentration and mixed with 9 ml of melted fly food.

### Olfactory learning assay

Groups of approximately 20 female flies, 4–10 day post-eclosion, were trained and tested at 25°C at 50% relative humidity in the fully automated olfactory arena for optogenetics experiments (Aso and Rubin, 2016; Pettersson, 1970; Vet et al., 1983). The odors were diluted in paraffin oil (Sigma–Aldrich): 3-octanol (OCT; 1:1000; Merck) and 4-methylcyclohexanol (MCH; 1:750; Sigma–Aldrich). Videography was performed at 30 frames per second and analyzed using Fiji (Schindelin et al., 2012). Statistical comparisons were performed (Prism; Graphpad Inc, La Jolla, CA 92037) using the Kruskal Wallis test followed by Dunn's post-test for multiple comparison, except those in Figures 4C, E, 6B, C and E and E, 9A, Figure 4—figure supplement 1 and Figure 5—figure supplement 3C, which used Wilcoxon signed-rank test with Bonferroni correction to compare from zero. Appropriate sample size for olfactory learning experiment was estimated based on the standard deviation of performance index in previous study using the same assay (Aso and Rubin, 2016). We set the effect size, power and significance as 0.15, 0.8 and 0.05, respectively.

### Immunohistochemistry

Dissection and immunohistochemistry of fly brains were carried out as previously described with minor modifications (Jenett et al., 2012) using the antibodies listed in KEY RESOURCES TABLE. Brains and VNCs of 3- to 10-day-old female flies were dissected in Schneider's insect medium and fixed in 2% paraformaldehyde in Schneider's medium for 55 min at room temperature (RT). After washing in PBT (0.5% Triton X-100 in PBS), tissues were blocked in 5% normal goat serum (or normal donkey serum, depending on the secondary antibody) for 90 min. Subsequently, tissues were incubated in primary antibodies diluted in 5% serum in PBT for 2–4 days on a nutator at 4°C, washed four times in PBT for 15 min or longer, then incubated in secondary antibodies diluted in 5% serum in PBT for 2–4 days on a Nutator at 4°C. Tissues were washed thoroughly in PBT four times for 15 min or longer and mounted on glass slides with DPX.

For immunolabeling of NOS, the serum against NOS exon 16 was obtained from N. Yakuobovich and P. H. O’Farrell (Yakubovich et al., 2010), and then affinity purified as described below. In order to minimize non-specific signals, we absorbed 200 µL of anti-NOS antibody (1:1000) for 1 day with 30 fly brains in which NOS was knocked down panneuronally using elav-GAL4 and NOS-RNAi strain#1 (TRiP.HMC03076), and the supernatant was used for subsequent immunohistochemistry.

### Purification of dNOS proteins and antibody

The pRSET-dNOS exon 16 construct, containing an N-terminal His tag and T7 gene 10 leader RBS site, was assembled as follows. The NEBuilder Assembly tool was used to design primers for the NEBuilder HiFi DNA assembly (New England Biolabs # E2621S) of dNOS exon 16 as contained in pET28a-dNOS exon 16 (gift of Nikita Yakubovich, O-Farrell lab, UCSF) into the backbone vector pRSET (gift of Ariana Tkachuk, Janelia) which was digested with BamHI/EcoRI. The assembled product, pRSET-dNOS exon 16, was first transformed into NEB 5-alpha competent cells (New England Biolabs #E2621S) and plated on LB plus ampicillin (60 µl/ml).

For protein purification, pRSET-dNOS exon 16 DNA was then transformed into T7 Express lysY/lq *E. coli* protein expression cells (New England Biolabs #C3013) and plated on LB plus ampicillin (60 µl/ml). For large-scale growth, 500 ml of Miller’s LB plus ampicillin (60 µl/ml) was inoculated from 5 ml of a starter culture and grown for ~3 hr (~O.D. 0.5–0.7) at 37°C and then induced by adding 0.5 mM IPTG. The culture was allowed to grow at 18–20°C overnight before spinning down and freezing the recovered pellets which were divided in two 250 ml bottles.

To resuspend the thawed pellets (frozen overnight), 10–12 ml of the nonionic detergent- based lysis reagent B-PER (Thermo Scientific #78266) in phosphate buffer containing 1 mg/ml of lysozyme (Thermo Scientific #89833), nuclease (0.1 µl/ml, Thermo Scientific # 88701), and 1X HALT protease inhibitors (Thermo Scientific #1861279). The suspension, divided into two 50 ml conical tubes, was gently shaken for 15–20 min at 30°C before spinning down at 8000 x g for 15 mins at 4°C. We found that that the majority of the dNOS exon 16 protein was in inclusion bodies and therefore we carried out purification starting with the pellet.

Each pellet was resuspended in ~10 ml B-PER containing 200 µg/ml lysozyme. The suspension was then mixed with 100 ml of a wash buffer containing 1:10 B-PER in ice cold 1xPBS (diluted from 10X PBS stock, Fisher Scientific #BP3994) by pipetting the mixture up and down and gentle agitation. The mixture was spun down at 15,000 rpm for 15 min at 4°C. The pellet was similarly washed four more times. The washed pellet was either stored at −20°C overnight or resuspended in 7–12 ml of inclusion body solubilization reagent (Thermo Scientific #78115). The protein suspension was shaken for 30–40 min at 20°C and then ultracentrifuged at 35,000 x g for 20–30 min at 4°C.

For affinity purification of anti-dNOS antibody, the supernatant fraction was concentrated using 50 ml conical tubes Vivaspin 20, 10,000 MWCO concentrators (Sartorius # VS2002) and then dialyzed in 3–12 ml dialysis cassettes 10,000 MWCO (Thermo Scientific #66810) against 1 L of 4 M guanidine HCL (diluted from 6 M stock, Sigma #SRE0066) in 1X PBS pH 8.0 for ~6 hr at 4°C. The medium was further diluted to 2 M guanidine HCL and the protein continued to dialyze overnight. Affinity purification of the protein-antibody complex was performed using the AminoLink Immobilization Kit (Thermo Scientific #44890). Approximately 6 mg of soluble dNOS exon 16 protein in 2 M guanidine in 1X PBS was bound to the agarose beads in the column as antigen, and 1.9 ml of crude rabbit anti sera to dNOS exon 16 (gift of Nikita Yakubovich and Patrick O-Farrell) was run through the column. The purified dNOS exon 16 rabbit anti-antibody fractions were eluted with IgG Elution buffer (Thermo Scientific # 21004) and then concentrated with Vivaspin 20 tube concentrators before dialyzed in 1X PBS at 4°C for 2.5 days with one change of fresh 1X PBS.

### Tissue expansion

Tissue expansion was performed as described in Tillberg et al. (2016). All solutions were prepared in milliQ-grade water unless otherwise specified. AcX stock: acryloyl-X, SE (ThermoFisher, A20770) at 10 mg/mL in anhydrous DMSO. PLL solution: poly-l-lysine solution (Ted Pella 18026) with Photo-Flo detergent (EMS 74257) added 1:500. Acrylate stock: 4 M, prepared by neutralizing 5.5 mL acrylic acid (99% purity; Sigma, 147230) with 10 N NaOH using a water bath and fume hood, in a total volume of 20 mL. Acrylamide stock: 50% (w/v) (Sigma, A9099). Bisacrylamide stock: 1% (w/v) (Sigma, M7279). Monomer stock: 11.5 mL sodium acrylate stock, 2.5 mL acrylamide stock, 7.5 mL bisacrylamide stock, 18 mL 5 M NaCl (Sigma, S5150-1L), 5 mL 10xPBS (ThermoFisher, 70011044), and 2.5 mL water for a total volume of 47 mL. 4-HT stock: 4-hydroxy TEMPO at 0.5% (w/v) (Sigma, 176141). TEMED stock: N,N,N′,N′-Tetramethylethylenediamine at 10% (v/v) (Sigma, T7024). APS stock: ammonium persulfate at 10% (w/v) (Sigma, A3678). ProK digestion buffer: 0.5% Triton X-100, 500 mM NaCl, 1 mM EDTA, 50 mM Tris pH8. Appropriate caution was exercised when handling acrylamide, a known toxin.

Dissected, fixed, and antibody-stained *Drosophila* brains were treated with AcX stock solution diluted 1:100 in 1xPBS, with shaking, overnight. Brains were then washed with 1xPBS. A gelation chamber was created by applying a Press-to-Seal silicone gasket (ThermoFisher, P24740) to a glass slide, which was then coated with PLL solution. AcX-treated brains were immobilized on the PLL surface, up to nine per gasket. Gelation solution was created by adding 10 µL each of 4HT, TEMED, and APS stock solutions to 470 µL of monomer stock solution on ice. Brains were washed with gelation solution and then the gelation chamber was filled with ~200 µL of gelation solution and incubated on ice for 25 min. The gelation chamber was then sealed with a cover slip and placed in a 37°C incubator to gel and cure for 2 hr.

Gelation chambers were disassembled and individual gels trimmed close to each brain. Gels were trimmed to a right trapezoid shape to facilitate keeping track of specimen orientation. Gels were incubated with proteinase K digestion enzyme (NEB, P8107S) diluted 1:100 in proK digestion buffer with shaking, overnight. Digested gels were washed with water 4 × 30 min followed by equilibration overnight.

### Image acquisition and analysis

We used a LSM710 confocal microscope (Zeiss; 20x/0.8 M27 or 63x/1.40 oil immersion objective) for imaging brains and a custom-made lattice light sheet microscope for imaging expanded brains as previously described (Chen et al., 2014a; Gao et al., 2019). Images were analyzed using Fiji (http://fiji.sc/), and visualized with VVD_Viewer (https://github.com/takashi310/VVD_Viewer/blob/master/README.md), a modified version of Fluorender (http://www.sci.utah.edu/software/13-software/127-fluorender.html; Wan et al., 2012).

### Fluorescence in situ hybridization (FISH)

FISH probe libraries were designed based on transcript sequences and were purchased from Biosearch Technologies. The FISH protocol and dye labeling procedures were described previously (Long et al., 2017). FISH probes for detecting tyrosine hydroxylase transcripts were described (Meissner et al., 2019). FISH probes for NOS are listed in KEY RESOURCES TABLE. Each probe contains a 3’-end amine-modified nucleotide that allows direct coupling to an NHS-ester Cy3 dye (GE Healthcare, PA23001) according to the manufacturer’s instructions. The brains of 3–5 day old adult flies were dissected in 1xPBS and fixed in 2% paraformaldehyde diluted PBS at room temperature for 55 min. Brain tissues were washed in 0.5% PBT, dehydrated, and stored in 100% ethanol at 4°C. After exposure to 5% acetic acid at 4°C for 5 min, the tissues were fixed in 2% paraformaldehyde in 1xPBS for 55 min at 25°C. The tissues were then washed in 1 × PBS with 1% of NaBH_4_ at 4°C for 30 min. Following a 2 hr incubation in prehybridization buffer (15% formamide, 2 × SSC, 0.1% Triton X-100) at 50°C, the brains were introduced to hybridization buffer (10% formamide, 2x SSC, 5x Denhardt's solution, 1 mg/ml yeast tRNA, 100 μg/ml, salmon sperm DNA, 0.1% SDS) containing FISH probes at 50°C for 10 hr and then at 37°C for an additional 10 hr. After a series of wash steps, the brains were dehydrated, cleared in xylene, and mounted in DPX. Image Z-stacks were collected using an LSM880 confocal microscope fitted with an LD LCI Plan-Apochromat 25x/0.8 oil or Plan-Apochromat 63x/1.4 oil objective after the tissue cured for 24 hr.

### Calcium imaging

Flies were reared at 25°C on cornmeal medium supplemented with retinal (0.2 mM) that was shielded from light. Flies were transferred to cornmeal media mixed with 100 mM L-NG-Nitroargenine (L-NNA) 0.4 mM retinal while siblings used for comparison were transferred to the same media without L-NNA 24 hr before testing. All experiments were performed on female flies, 3–5 days post-eclosion. Brains were dissected in a saline bath (103 mM NaCl, 3 mM KCl, 2 mM CaCl2, 4 mM MgCl2, 26 mM NaHCO3, 1 mM NaH2PO4, 8 mM trehalose, 10 mM glucose, 5 mM TES, bubbled with 95% O2/5% CO2). After dissection, the brain was positioned anterior side up on a coverslip in a Sylgard dish submerged in 2 ml saline at 20°C.

The sample was imaged with a resonant scanning 2-photon microscope with near-infrared excitation (920 nm, Spectra-Physics, INSIGHT DS DUAL) and a 25X objective (Nikon MRD77225 25XW). The microscope was controlled by using ScanImage 2015.v3 (Vidrio Technologies)15. Volumes were acquired with 141 μm × 141 μm field of view at 512 × 512 pixel resolution at 2 μm steps over 42 slices, at approximately 1 Hz. The excitation power for Ca2+ imaging measurement was 12 mW.

For photostimulation, the light-gated ion channel CsChrimson was activated with a 660 nm LED (M660L3 Thorlabs) coupled to a digital micromirror device (Texas Instruments DLPC300 Light Crafter) and combined with the imaging path with a FF757-DiO1 dichroic (Semrock). On the emission side, the primary dichroic was Di02-R635 (Semrock), the detection arm dichroic was 565DCXR (Chroma), and the emission filters were FF03-525/50 and FF01-625/90 (Semrock). Photostimulation from PPL1-γ1pedc to MBON-γ1pedc occurred 5 times at 30 s intervals at maximum intensity of 1.2 mW/mm2 as show Figure 5—figure supplement 1. When testing the PPL1-γ1pedc to the PAM-DAN connection there were 9 stimulations at 30 s intervals with an intensity of 0.89 mW/mm2, as measured using Thorlabs S170C power sensor. The stimulation duration was 1 s in all trials.

After testing, laser power was increased to take two color high-resolution images containing fluorescence from both red and green channels. Using custom python scripts and features in the images, regions of interest (ROIs) were draw corresponding to the mushroom body compartments. Fluorescence in a background ROI, that contained no endogenous fluorescence, was subtracted from the mushroom body ROIs. In the ΔF/F calculations, baseline fluorescence is the median fluorescence over a 5-s time period before stimulation started. The ΔF is the fluorescence minus the baseline. Then the ΔF is divided by baseline to normalize the signal (ΔF/F). The final signal was run through a gaussian filter (sigma = 1). When more than one trial was performed, the mean ΔF/F was calculated over the trials and then the mean between animals.

### RNA-Seq

#### Expression checks

Neurons of interest were isolated by expressing a fluorescent protein, either mCD8-GFP or tdTomato, using split-Gal4 drivers specific for particular cell types and then manually picking the fluorescent neurons from dissociated brain tissue. As a preliminary to the sorting process, each driver/reporter combination was ‘expression checked’ to determine if the marked cells were sufficiently bright to be sorted effectively and if there was any off-target expression in neurons other than those of interest. Drivers that met both these requirements were used in sorting experiments as described below.

#### Sorting of fluorescent-labeled neurons

*Drosophila* adults were collected daily as they eclosed, and aged 3–5 days prior to dissection. For each sample, 60–100 brains were dissected in freshly prepared, ice cold Adult Hemolymph Solution (AHS; 108 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 8.2 mM MgCl_2_, 4 mM NaHCO_3_, 1 mM NaH_2_PO_4_, 5 mM HEPES, 6 mM Trehalose, 10 mM Sucrose), and the major tracheal branches removed. The brains were transferred to an 1.5 ml Eppendorf tube containing 500 microliters 1 mg/ml Liberase DH (Roche, prepared according to the manufacturer’s recommendation) in AHS, and digested for 1 hr at room temperature. The Liberase solution was removed and the brains washed three times with ice cold AHS. The final wash was removed completely and 400 μl of AHS+2% Fetal Bovine Serum (FBS, Sigma) were added. The brain samples were gently triturated with a series of fire-polished, FBS-coated Pasteur pipettes of descending pore sizes until the tissue was homogenized, after which the tube was allowed to stand for 2–3 min so that the larger debris could settle.

For hand sorting, the cell suspension was transferred to a Sylgard-lined Glass Bottom Dish (Willco Wells), leaving the debris at the bottom of the Eppendorf tube, and distributed evenly in a rectangular area in the center of the plate with the pipet tip. The cells were allowed to settle for 10–30 min prior to picking. Fluorescent cells were picked with a mouth aspirator consisting of a 0.8 mm Nalgene Syringe Filter (Thermo), a short stretch of tubing, a plastic needle holder, and a pulled Kwik-Fil Borosilicate Glass capillary (Fisher). Cells picked off the primary plate were transferred to a Sylgard-lined 35 mm Mat Tek Glass Bottom Microwell Dishes (Mat Tek) filled with 170 microliters AHS+2%FBS, allowed to settle, and then re-picked. Three washes were performed in this way before the purified cells were picked and transferred into 50 μl buffer XB from the PicoPure RNA Isolation Kit (Life Technologies), lysed for 5 m at 42°C, and stored at −80°C.

For FACS sorting, the cell suspension was passed through a Falcon 5 ml round-bottom tube fitted with a 35 micrometer cell strainer cap (Fisher), and sorted on a Becton Dickson FACSAria II cell sorter, gated for single cells with a fluorescence intensity exceeding that of a non-fluorescent control. Positive events were sorted directly into 50 microliters PicoPure XB buffer, the sample lysed for 5 m at 42°C, and stored at −80°C.

### Library preparation and sequencing

Total RNA was extracted from 100 to 500 pooled cells using the PicoPure kit (Life Technologies) according to the manufacturer’s recommendation, including the on-column DNAse step. The extracted RNA was converted to cDNA and amplified with the Ovation RNA-Seq System V2 (NuGEN), and the yield quantified by NanoDrop (Thermo). The cDNA was fragmented and the sequencing adaptors ligated onto the fragments using the Ovation Rapid Library System (NuGEN). Library quality and concentration was determined with the Kapa Illumina Library Quantification Kit (KK4854, Kapa Biosystems), and the libraries were pooled and sequenced on an Illumina NextSeq 550 with 75 base pair reads. Sequencing adapters were trimmed from the reads with Cutadapt (Martin, 2011) prior to alignment with the STARsolo aligner (https://github.com/alexdobin/STAR/blob/master/docs/STARsolo.md) (Dobin et al., 2013; Dobin, 2020) to the *Drosophila* r6.34 genome assembly on Flybase (Thurmond et al., 2019). The resulting transcript alignments were passed to RSEM (Li and Dewey, 2011) to generate gene expression counts. The data set was deposited to NCBI Gene Expression Omnibus (accession number GSE139889).

### Modeling

#### Inferring parameters of DA and NO plasticity

We assume that the immediate effects of DA-mediated and NO-mediated changes at a KC-to-MBON synapse are described by two variables *d(t)* and *n(t)*, respectively. When the KC and corresponding DAN are coactive, these variables are modified according to:

$$\frac{d}{dt}d(t)=A_{D}(1-d(t))$$

(1) $$\frac{d}{dt}n(t)=A_{N}(1-n(t))$$

When the DAN is active but the KC is inactive,

$$\frac{d}{dt}d(t)=-B_{D}d(t)$$

(2) $$\frac{d}{dt}n(t)=-B_{N}n(t)$$

A and B determine how quickly the variables approach their maximum value of 1 or minimum value of 0.

To model the time it takes for the effects of synaptic plasticity to occur, we also define two additional variables

$$\tau_{D}\frac{d}{dt}D(t)=d(t)-D(t)$$

(3) $$\tau_{N}\frac{d}{dt}N(t)=n(t)-N(t)$$

*D(t)* and *N(t)* follow the values of *d(t)* and *n(t)*, but with slower timescales *τ_D_*and *τ_N_*respectively. Based on the data, we assume *τ_D_* = 30 s, and *τ_N_* = 10 min. This accounts for the slower induction of NO-mediated effects.

We start by inferring AD and AN from data by relating the values of *D(t)* and *N(t)* in our model to the activation of the MBON, and finally to the PI. We assume that the normalized KC-to-MBON synaptic weight is given by *w(t)* ∝ 1 − *D(t)* (DA-mediated depression) if NO is absent, or *w(t)* ∝ 1 + *N(t)* (NO-dependent facilitation) if DA is absent. In our model, odors A and B activate a random 10% of KCs (the results do not depend on the total number of KCs *N_KC_*), and the activation of the MBON is given by $r=\frac{1}{N_{KC}}\sum_{i}^{f}w_{i}s_{i}$, where *s_i_* = 1 if the *i*th KC is active and 0 otherwise. At the beginning of each trial, *D(t)* = *N(t)* = 0, so *w_i_* = 1. If *r_A_* and *r_B_* are the MBON activations for odors A and B, then we assume the probability of the fly choosing odor A is equal to a softmax function of this activation:

(4) $$P_{odorA}=\frac{e^{gr_{A}}}{e^{gr_{A}}+e^{gr_{B}}}$$

We also infer *g*, which determines how strongly the MBON activation influences the decision, with g = 0 corresponding to random choices.

We infer *A_D_*, *A_N_*, and g separately for DA-null and NO-null conditions. To do so, we determine the values of the parameters that minimize the mean squared distance between model prediction and experimentally measured PIs for the 1 × 10 s, 1 × 1 min, 3 × 1 min, and 10 × 1 min protocols (Figure 6B). This is accomplished by simulating the model defined by Equations Equation 1 to Equation 3 and calculating the resulting preference index using Equation Equation 4. Optimal values for *A_D_*, *A_N_*, and *g* are found using a grid search. The optimization leads to *A_D_* = 4.3 min^−1^ and *A_N_* = 0.96 min^−1^ (the inferred values of *g* are similar for the two cases; 14.8 and 12.6, respectively). These values indicate that the DA effect saturates more quickly than the NO effect, nearly reaching its maximum effect after 1 × 1 min pairing.

Next, we model synaptic weights when both DA and NO-dependent changes occur. We consider two forms of interaction, an additive one with *w(t)* ∝ *N(t) − D(t)* and a multiplicative one with *w(t)* ∝ (1 − *D(t)*)(1 + *N(t)*). We use the values of *A_D_* and *A_N_* inferred previously but allow g to be readjusted to best match the data (for the multiplicative model, *g* = 14.3, similar to above, while for the additive model g = 24.6). Only the multiplicative model qualitatively matches the experimental data (Figure 8D).

#### Modeling memory decay after 1 × 1 min pairing

Next, we ask how memory decays after a pairing protocol. We assume that, after the pairing protocol is complete, there is a background level of activity in the DANs, which leads to depression according to Eq. 2. We infer the values of $B_{D}^{bg}$ and $B_{N}^{bg}$ (where the superscript denotes decay due to background DAN activity) using a grid search to minimize the mean squared distance between the predicted and actual PI from Figure 6D. Other parameters are set to the previously determined values using the multiplicative model above. This leads to $B_{D}^{bg}$ = 2.7 x10^−3^ min^−1^) and $B_{D}^{bg}$ = 1.6 x10^−3^ min^−1^).

#### Predicting memory dynamics in reversal learning

Finally, we also model the effects of different pairing protocols. We start by considering DAN activation in the absence of odor. We infer values for *B_D_* and *B_N_* (different from the background levels above, since DANs are now activated rather than at their background levels of activation) by minimizing the mean squared difference between predicted and actual PI for NO-null and DA-null conditions (Figure 7F), and with the remaining parameters determined previously for the multiplicative model. This yields *B_D_* = 0.26 (min^−1^) and *B_N_* = 0.16 (min^−1^). These parameters are used to predict the behavior during reversal learning (Figure 7F).

## Data Availability

Complete transcript data were deposited to NCBI Gene Expression Omnibus (accession number GSE139889). The following dataset was generated: AsoYRayRPAswathKBallardSLemireARubinGM2019Bulk RNA-seq data from the dopaminergic neurons, MB output neurons, Kenyon cells, APL and DPM neurrons in adult DrosophilaNCBI Gene Expression OmnibusGSE139889

## Additional files

Supplementary file 1. RNA-seq data. Transcripts Per Kilobase Million (TPM) TPM values for each splicing isoform are listed with the corresponding FlyBase ID. The source data is available at NCBI Gene Expression Omnibus (accession number GSE139889).

Supplementary file 2. Key resource table. The list of key reagents used in this study.

Supplementary file 3. *Drosophila* genotypes. The list of *Drosophila* genotypes and drug treatment used in each experiment.

Transparent reporting form

# Supplementary material for: Nitric oxide acts as a cotransmitter in a subset of dopaminergic neurons to diversify memory dynamics
**Source:** eLife. 2019 Nov 14;8:e49257. doi: 10.7554/eLife.49257
**Supplement:** Supplementary file 3. — The list of Drosophila genotypes and drug treatment used in each experiment.

**SUPPLEMENTAL File 3**

How the deposited data were processed for this re-analysis (not part of the article)

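The deposited table holds TPM of isoforms as the authors computed them: reads trimmed with cutadapt 2.1.0, aligned with STAR 2.7.5c to the FlyBase r6.34 annotation and quantified with RSEM 1.3.0, per the sample records, with 1 column per library. All 55 columns were matched to a sample, and 0 were left over. Column totals run from 999999.34 to 1000000.64. The highest Pearson r between any 2 libraries is 0.9005 and 0 columns are identical. Of the rows, 34900 are annotated transcripts of 17612 genes (30728 protein-coding transcripts, 138 of ribosomal RNA), and 101 rows have no gene (92 spike-ins and 9 transgenes). The spike-ins take 0.053% to 56.4% of a library's TPM.

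Here the 101 rows were dropped and each library rescaled to 1000000. TPM keep no read depth, so neither counts nor the DESeq2 comparison of the authors can be rebuilt, and a gene with few reads cannot be told from one with many at the same TPM. Genes are sums over isoforms. Tests used limma 3.58.1 (R 4.3.3) on log2(TPM + 1), with a trend in the prior variance, for features at 1 TPM or more in at least 2 libraries, and adjusted p under 0.05 by Benjamini and Hochberg. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 did the rest. Every adjusted p in the passages comes from limma, over all features of the comparison unless it is said to be over a list alone, except those of the library correlations, which come from shuffles and are adjusted over 3 relations. Exact tests go through all splits, and correlations use 100000 shuffles.

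The libraries of PPL1-γ1pedc and PAM-γ5 (6) were compared per isoform with the other 42 libraries of DANs, KCs and MBONs (24722 isoforms) and with the other 20 DAN libraries (21810). DANs, KCs and MBONs were compared per gene on type means in 1 fit (12511 genes), as were PPL1 and PAM types (11188). PPL1-γ1pedc, PAM-γ5 and PAM-γ4 were each compared with the mean of the other 9 DAN types on libraries (11188). APL and DPM enter only as listed values. Libraries of a type are separate sorts. Replicate names are sorting and library numbers. Their prefix, often shared by libraries of several types (7 prefixes among DANs), was put in the models of isoforms and of single types as an alternative added after the results were seen. All KC libraries are in prefixes that hold only KCs, and all were sorted by FACS and run on NextSeq. Comparisons with KCs therefore cannot tell class from prefix. KC-α′/β′ is in a prefix of its own, with 1000 cells per library against 2500 in the other KCs. Its spike-ins take 10.15% of TPM or more, against 1.36% or less in those, which limits contrasts of KC-α′/β′ with other KCs. MBON-α′3, MBON-γ5β′2a and MBON-γ1pedc>α/β are in prefixes that hold only MBONs. Of the libraries, 33 were run on NextSeq, 17 on HiSeq and 5 (APL) on MiniSeq, and 33 were sorted by hand and 22 by FACS.

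Each kind of comparison was tested on simulated data, with 100 features changed by log2 2 and 100 by log2 4 among the real features. Values were independent normal noise around each feature's mean, with the spread within types, or within classes for type means. Only features with a mean level of 10 TPM or more on the log scale were changed. Fits on libraries thus had no differences between types, and shared prefixes and zeros were not simulated. The rates may therefore not hold for the real comparisons or for features of low mean, such as Nos-RA. Recovered were 26% and 75% for the isoforms of PPL1-γ1pedc and PAM-γ5 against all types (7.34% of calls false), 25% and 73% against other DANs (9.26%), 32% and 82% for DANs against KCs (10.9%), 31% and 82% for PPL1 against PAM (5.83%), and 30% and 87% for PAM-γ5 (4.1%). The comparisons of DANs with MBONs and of MBONs with KCs share the fit of DANs against KCs, and those of PPL1-γ1pedc and PAM-γ4 share the fit of PAM-γ5.

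Genes named in the passages were picked by a rule fixed before the data were examined: genes the paper names, the largest changes of each comparison among calls with 10 TPM or more in the higher group, and up to 4 called members of each gene list. Mean TPM of many of these genes had been seen in the paper's figures when the rule was written. The 25 lists (274 genes) cover synthesis and transport of dopamine, of acetylcholine, of GABA, of glutamate and of serotonin, octopamine, tyramine and histamine, guanylyl cyclases, cGMP targets, cAMP and memory genes, receptors of dopamine, serotonin, octopamine and tyramine, acetylcholine, GABA, glutamate, and glycine and histamine, innexins, neuropeptide processing, neuropeptides, neuropeptide receptors, markers of Kenyon cells, glia, photoreceptors, and fat body and blood cells, immediate early and heat shock genes, and the genes of the paper's isoforms. A list member counts as tested when it passes the filter. Counts adjusted over the list alone use the same p-values with the adjustment over the list's genes.

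Gene positions were taken from build BDGP6.54, in which 373 of 375 IDs of named genes were found. Nos lies on 2L at 10804274 to 10837511, minus strand, and Nos-RA (19 exons) and Nos-RF (18 exons) share this span, while Nos-RK (17 exons) ends at 10826958.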

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

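The fits over protein-coding isoforms and in NextSeq libraries were set before the data were examined, and their use here, like the other tests of scaling, instrument, spike-in, Sh-RM and Nos-RA, was chosen after the pattern was seen. For scaling, instrument and spike-in, and for Sh-RM by instrument, what each cause predicts was also written after the value was seen, and for the rest it was written before the test was run.

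In 62 groups of libraries, 14 single values were marked as far outside the rest of their group. In 9 of the 14 all other values are 0, so any value above 0 is marked. How many marks chance would bring was not tested. In single KC-α′/β′ libraries, which are not all the same one, Dh44 is at 2.06 TPM (0 in the others), Dh44-R1 at 0.968 TPM (0 to 0.0447), Gyc76C at 0.0223 TPM, CngA at 0.176 TPM and CG32547 at 0.145 TPM (0 in the others). In PAM-γ5, spike-ins take 16.5% of the 266-cell library, the others being at 3.44% or less, Dh44-R1 is at 7.29 TPM in the 722-cell library (0 to 0.410 in the others), and for is at 0.451 TPM in the 766-cell library (0 in the others). In APL, Dh44-R1 is at 0.141 TPM, Gyc76C at 0.0502 TPM and Gycβ100B at 0.332 TPM in the 25-cell library, Dh44-R2 at 1.27 TPM in 1 of the 2 libraries of 28 cells and CG32547 at 0.593 TPM in the other, and CngA at 0.742 TPM in the 36-cell library. A model of both clusters asked whether PPL1-γ1pedc differs from other PPL1 types as PAM-γ5 differs from other PAM types, and the difference passed for lov-RD (3.43), lov-RB (2.73), AstA-RB (2.17) and CG18577-RA (2.56). Called in the comparison with other DANs but not named by the paper are Sh-RM (mean 119.8 TPM in the 6 libraries), Epac-RH (88.2), lncRNA:CR44753-RA (53.1), Mur2B-RA (48.8) and CG17134-RA (14.9). Of these, CG17134-RA lies within the span of Nos and Mur2B-RA overlaps that of br, each on the opposite strand. Neither is shown to be independent of the gene it overlaps.

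Of the genes called between DANs and MBONs, 98.7% are higher in DANs, and of those between MBONs and KCs, 3.59% are higher in MBONs. The 95% intervals here treat called genes as independent, though all come from the same type means. They therefore do not measure the spread between types. If the share of ribosomal RNA made this, the share would come near 50% among protein-coding isoforms. It is 71.4% (95% interval 56.4 to 82.8) for DANs and MBONs and 23.1% (17.9 to 29.2) for MBONs and KCs. Rescaling cannot restore genes that libraries rich in ribosomal RNA sampled too thinly, so this test leaves that cause open for both. If the instrument made it, NextSeq libraries alone would come near 50%. For MBONs and KCs they give 10.6% (6.01 to 18.0), so for the 2 MBON types left the imbalance remains without an instrument difference. For DANs and MBONs they give 54.4% (41.6 to 66.6). The same cell types with all their libraries keep 89.1% (86.0 to 91.7). That cause predicts this, though fewer libraries also enter the NextSeq fit. Without the 2 libraries with most spike-in the shares are 97.5% (94.2 to 98.9) and 4.44% (2.86 to 6.83), so the imbalance remains without those libraries.

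Sh-RM, an isoform of the Shaker channel, is in PAM-γ5 and PPL1-γ1pedc and at 0 in all other DAN libraries. If RNA of KCs had entered the sorted PAM-γ5 cells, the KC markers would stand at the same share of their KC-γ level as Sh-RM. Their median share is 3.18% and that of Sh-RM is 62.8%, which excludes it. If RSEM had moved Shaker reads between isoforms, the gene as a whole would not differ, and it does not (log2 0.92, adjusted p = 0.518), so this stays open. The instrument is excluded, since the lowest PAM-γ5 library has Sh-RM at 74.3 TPM and other DANs of both instruments at 0.

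Nos-RA is 6.58 times as high in the 358-cell as in the 396-cell library of PPL1-γ1pedc. If cells of other types had diluted the 396-cell sample, dopamine genes would drop by a like fold. The median over ple, Vmat, DAT and Ddc is 11.3 (from 4.01 for Ddc to 16.0 for ple), so all 4 drop, but not by a common fold. The 396-cell library was run single-end on HiSeq and the 358-cell library paired-end on NextSeq, and their name prefixes differ. Dilution cannot be told apart from these differences. If ribosomal RNA or spike-in share made the fold of Nos-RA, its value over protein-coding isoforms would fall under 1.5. It is 4.45, so rescaling for that share does not account for the whole fold.

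Splits of the same libraries or types into groups of the same sizes show what chance calls. For PPL1-γ1pedc and PAM-γ5 against all types, 15 of 100 splits call 36 or more isoforms (highest other 595), and against other DANs 5 of 100 call 6 or more (highest other 153), so chance cannot be excluded for either count by these splits. Some splits call several times the real count, and what sets those splits apart was not tested. For DANs against KCs 1 of 100 calls 345 (highest other 52), for DANs against MBONs 1 of 100 calls 151 (25), for MBONs against KCs 1 of 84 calls 418 (89), for PPL1 against PAM 1 of 100 calls 40 (12), for PAM-γ5 1 of 100 calls 183 (20) and for PAM-γ4 2 of 100 call 125 (highest other 126). The real split is counted in each, and no other split reaches the counts that compare classes. KC types share no prefix with other types, KC-γ shares its prefix with KC-α/β, and MBON-α′3 shares its prefix with MBON-γ5β′2a. Splits that mix KCs or MBONs with other classes thus mix prefixes too, and cannot tell class from prefix. For PAM-γ5 and PAM-γ4 the splits mix libraries of different types, so they show only that libraries of a type are more alike than such mixtures. These splits ignore the prefix that libraries of several types share in their names. Splits that move labels only within a prefix were added after the results were seen. Of these, 3 of 100 call 36 or more for PPL1-γ1pedc and PAM-γ5 against all types (highest other 44). Against other DANs 1 of 100 calls 6 (2), for PAM-γ5 1 of 100 calls 183 (5) and for PAM-γ4 1 of 100 calls 125 (44). Random regrouping of libraries within prefixes thus seldom gives the 4 counts. Such splits also mix libraries of different types, so they cannot tell whether these types stand out from other types. With the prefix in the model PAM-γ4 has 13 calls.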

How the results depend on the processing

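Alternatives were set beforehand except those marked as added after the results were seen. No pairing of samples is stated. With the prefix of the library name in the model (added) there are 13 calls for PPL1-γ1pedc and PAM-γ5 against all types, 5 against other DANs, 9 for PPL1-γ1pedc, 152 for PAM-γ5 and 13 for PAM-γ4, 2 isoforms are enriched like Nos-RA, and Nos-RA keeps its calls (3.31, adjusted p = 8.96e-05, and 3.41, adjusted p = 0.0145). Mean replicate correlation (0.638) is 0.882 on linear TPM, 0.779 over genes and 0.354 over transcripts at 1 TPM or more in a library of the pair. The log2 ratio of sGC to other cyclases in KCs (−0.30) reverses to 0.41 with Gycα99B alone and to 2.95 with the cyclases of Fig. 5B only (added), and runs from −0.77 to −0.08 when single libraries are left out. Isoforms above 10 TPM in both types (2992) are 5495 over protein-coding transcripts, 883 in every library, and 2577 to 2973 without single libraries. For PPL1-γ1pedc and PAM-γ5 against all types (36 calls) there are 17 with 0.1 added before the log, 73 with 10 added, 11 over protein-coding transcripts, 9 with type as a random block, 4 with type means, 81 in NextSeq libraries, 74 with APL and DPM, 89 without the 3 DAN libraries with most glial marker RNA (added), and 24 to 98 without single libraries. Against other DANs (6) there are 3 over protein-coding transcripts, 2 with type means, 1 in NextSeq libraries, and 1 to 14 without single libraries. Isoforms enriched like Nos-RA (1) are 3 over protein-coding transcripts, 5 with type means, 2 in NextSeq libraries, and 0 to 2 without single libraries. DANs against KCs (345) gives 1294 with libraries as replicates, 571 in NextSeq libraries, 104 in FACS libraries, and 180 to 299 without single KC classes. DANs against MBONs (151) gives 228 with a minimum of 10 TPM, 269 on TPM as deposited, 42 over protein-coding transcripts, 54 with quantile scaling, 1326 with libraries as replicates, 57 in NextSeq libraries and 460 without the types that have no NextSeq library (added). MBONs against KCs (418) gives 212 over protein-coding transcripts, 265 with quantile scaling, 2235 with libraries as replicates, 104 in NextSeq libraries, 33 in FACS libraries, and 168 to 304 without single KC classes. PPL1 against PAM (40) gives 63 with a minimum of 10 TPM, 67 over protein-coding transcripts, 258 with libraries as replicates, and 25 to 56 without single PPL1 types. PPL1-γ1pedc (20) gives 13 with 0.1 added, 3 with a minimum of 10 TPM, 11 with quantile scaling, 83 without the 3 libraries with most glial marker RNA (added), and 57 to 81 without single libraries (1 library left), PAM-γ5 (183) 106 to 155 and PAM-γ4 (125) 32 to 96. Nos-RA against other DANs (3.22) stays at 2.96 to 3.46 without single libraries, and is 1.20 with 10 added before the log, 5.26 with 0.1 added and 4.01 over protein-coding transcripts. The balance of calls also moves with scaling: quantile scaling gives 103 higher and 162 lower for DANs against KCs, where the median log2 change of all genes goes from −0.22 to 0.03, and 24 and 25 for PPL1 against PAM. Of 176 alternatives for these results set beforehand, 119 leave the result as it was, 56 move it and 1 reverses it, and of 23 added, 15, 7 and 1. Of 3831 for single named genes set beforehand, 3384 leave the call, 435 lose it and 12 gain one, and of 643 added, 566 leave it and 77 lose it. The cause was not tested.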

Differences from the paper's values

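The comparison of cyclases with those of Fig. 5B alone was chosen after the result was seen. All other alternatives here were set before the data were examined.

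Pearson r between MBON-γ1pedc>α/β libraries is 0.878 (SD 0.0197), against 0.90 in the paper. No alternative closes this gap: it is 0.996 on linear TPM, 0.939 over genes, 0.751 over transcripts at 1 TPM or more in a library of the pair and 0.878 on TPM as deposited. The mean over all types is 0.638 (SEM 0.0329), against 0.80 with an error of 0.02 in the paper. The paper states neither the scale of its r nor whether it is over genes or isoforms, so these gaps may come from that choice. Genes in place of transcripts close the gap (0.779), while linear TPM (0.882), transcripts at 1 TPM or more (0.354) and TPM as deposited (0.643) do not.

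Isoforms enriched like Nos-RA number 1, against 5 in the paper, and this 1, CG17134-RA, lies within the span of Nos on the opposite strand. Type means as replicates close the gap in number (5), but the 5 are CG17134-RA, CG40228-RD, CR43080-RB, Nplp3-RA and snoRNA:Ψ28S-2996-RA, none of them an isoform the paper names. Protein-coding transcripts (3), NextSeq libraries (2) and every other alternative (0 to 2) do not close it. The paper's test was DESeq2 on counts, which TPM cannot repeat, and its threshold for similar enrichment is not stated.

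Nos-RA in PPL1-α′2α2 has a mean of 4.42 TPM (SD 0.293), against about 8 in Fig. 3B, read by eye. Rescaling over protein-coding transcripts closes the gap (9.43, SD 2.44), and TPM as deposited (4.37) do not. The same rescaling moves PPL1-γ1pedc from 20.7 to 55.4 (about 22 in the figure) and PAM-γ5 from 15.9 to 36.0 (about 16), which the main values match.

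In statements, the paper lists CG12717-RA as enriched, which does not pass here, and epac-RG, which is not in the table, where Epac-RH passes instead. It states that other guanylyl cyclases are at lower levels than sGC, while CG34357 is above the lower subunit in KC-γ and KC-α/β. Among the cyclases of Fig. 5B the statement holds in all 10 KC libraries.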

Other observations

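The counts by glial markers, of dpr and DIP genes and of reporter rows, the comparison of pairs of DAN types and the model with library name prefixes were chosen after the results were seen.

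Some transmitter genes stand outside their usual class. In KC-α′/β′, a glutamate gene, VGlut, has a mean of 11.3 TPM (SD 7.68, n = 4) while it is at no more than 0.194 TPM in KC-α/β, and Tbh is at 143 ± 58.7 TPM in PAM-β1 with PAM-β2 and 71.6 ± 14.9 TPM in PAM-α1 (SD, n = 2 each). sNPF is at 348 ± 187 TPM in PAM-β′2a (n = 3).

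Lim1, a LIM-homeobox factor, is lower in PPL1 than in PAM (log2 −5.42, adjusted p = 0.00878, but 0.0746 with no filter), and dac (4.61, adjusted p = 0.00878) and tup (4.36, adjusted p = 0.00988), nuclear factors of neuronal identity, are higher, both not called in NextSeq libraries or without PPL1-α3 (adjusted p up to 0.124 and 0.22). The dpr and DIP genes of paired adhesion proteins go both ways in PAM-γ5 against other DAN types: of 32 tested, 5 are higher, with DIP-κ (4.68; PAM-β′2a has more of it in mean), 6 are lower, with dpr3 and dpr1 (−4.54 each), dpr9 (−4.18) and DIP-β (−3.87), and 21 are not called. DIP-β is not called with the prefix of the library name in the model (adjusted p = 0.133).

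Glial marker RNA differs widely among DAN libraries. Summed over 12 glial genes it passes 1000 TPM in 3: the 396-cell PPL1-γ1pedc library (2472, with ple at 353 TPM), a 284-cell PPL1-α′2α2 library (1714.5, ple 1417) and the 280-cell PAM-γ3 library (2928, ple 910). The other 23 have a median of 73.8 and at most 852, with ple at 975 TPM or more. Outside DANs, the 3 MBON-γ1pedc>α/β libraries hold 1301 to 1369 TPM of these markers and MBON-β1>α holds 686, and all 4 enter the MBON comparisons. In the 396-cell library repo, the factor that marks glia, is at 31.4 TPM, against 0 in the 358-cell library, and Col4a1 (a fat body and blood cell collagen) at 123 TPM against 0.0703. Over the list, glial genes have a median log2 change of 1.80 in PPL1-γ1pedc against other DAN types, and fat body and blood cell genes of 1.02. Without the 3 libraries the isoforms higher in PPL1-γ1pedc and PAM-γ5 than in all types go from 36 to 89, and Nos-RA keeps its call (3.48, adjusted p = 2.1e-05).

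As a pair against all other DANs, PPL1-γ1pedc and PAM-γ5 have 6 isoform calls. Of the 45 pairs of DAN types the most calls are in PAM-γ3 with PAM-γ4 (161), PAM-β′2a with PAM-γ5 (67) and PPL1-α3 with PPL1-γ2α′1 (61). Other pairs also have 6, such as PAM-α1 with PPL1-γ1pedc and PAM-γ3 with PAM-γ5. The count of 6 therefore does not set PPL1-γ1pedc with PAM-γ5 apart from other pairs. In a model of both clusters, 15 isoforms differ in PPL1-γ1pedc from other PPL1 types and 41 in PAM-γ5 from other PAM types, 0 in both. Nos-RA is higher in PAM-γ5 (3.66, adjusted p = 0.0184) and not called in PPL1-γ1pedc (2.43, adjusted p = 1), and the difference between the 2 is −1.23 (SE 1.27, adjusted p = 0.999).

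Of the 55 libraries, 16 carry 2 or more fluorescent reporter rows at 100 TPM or more, among them all 5 of APL, all 3 of PPL1-γ2α′1 and both of PPL1-α3. The PAM-α1 and the PAM-β1 with PAM-β2 libraries of 1048 cells are labelled as nuclear tdTomato and carry its row at 6075 and 4706 TPM, and the myr-GFP row at 9798 and 8079 TPM.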
